# CHD8 interacts with BCL11A to induce oncogenic transcription in triple negative breast cancer

**DOI:** 10.1038/s44318-025-00447-8

**Published:** 2025-05-06

**Authors:** Mark Waterhouse, Kyren Lazarus, Maria Francesca Santolla, Sara Pensa, Eleanor Williams, Abigail J Q Siu, Hisham Mohammed, Irina Mohorianu, Marcello Maggiolini, Jason Carroll, Laura S Itzhaki, Taufiq Rahman, Walid T Khaled

**Keywords:** TNBC, BCL11A, CHD8, Tumour Specific Protein–protein Interactions, Cancer, Chromatin, Transcription & Genomics, Pharmacology & Drug Discovery

## Abstract

The identification of tumour-specific protein–protein interactions remains a challenge for the development of targeted cancer therapies. In this study we describe our approach for the identification of triple negative breast cancer (TNBC)-specific protein–protein interactions focusing on the oncogene BCL11A. We used a proteomic approach to identify the BCL11A protein networks in TNBC and compared it to its network in B-cells, a cell type in which BCL11A plays crucial roles. This approach identified the chromatin remodeller CHD8 as a TNBC-specific interaction partner of BCL11A. We show that CHD8 also plays a key role in TNBC pathogenesis, with detailed multi-omics analysis revealing that BCL11A and CHD8 co-regulate several targets and synergise to drive tumour development and progression. Using a battery of biophysical assays, we confirm that the BCL11A-CHD8 interaction is direct and identify chemical fragments that disrupt this interaction and affect downstream targets, decreasing proliferation in 3D colony assays. Our study provides a proof-of-principle approach for investigating tumour-specific protein–protein interactions and identifies lead chemical compounds that could be developed into novel therapeutics for TNBC.

## Synopsis

Tumour-specific protein–protein interactions remain underexplored in the development of targeted cancer therapies. This study uses multi-omics and biophysical analyses to identify chromatin remodeler CHD8 as a triple negative breast cancer (TNBC)-specific, targetable interaction partner of oncogene BCL11A.

- BCL11A-CHD8 is a protein–protein interaction in TNBC cells but not in other breast cancer subtypes or primary B cells.
- BCL11A-CHD8 co-localise on the genome and regulate cell cycle and DNA repair target genes.
- In silico fragment screening identifies chemical fragments disrupting BCL11A-CHD8 complex formation.
- BCL11A-CHD8 complex-inhibiting fragments reduce TNBC cell proliferation and colony size in vitro.

## Abstract (web summary)

Chromatin remodeler CHD8 is a tumour-specific, targetable protein–protein interaction of the oncogenic transcription factor BCL11A in TNBC.

## Introduction

One of the major challenges in oncology is the development of drugs that are specific to and effective in killing tumour cells without eliciting undesirable side effects on healthy tissue. Advances in genomics over the past 2 decades has facilitated significant leaps in identifying gene expression (Koboldt et al, 2012), mutations (Davies et al, 2002), genomic alterations (Capdeville et al, 2002) and synthetic lethality vulnerabilities (Chan and Giaccia, 2011) that define the myriad of different tumour types. These approaches have led to the development of novel and successful targeted therapies. One area of biology that had remained underexplored for the development of targeted therapeutics is the tumour specific protein–protein interaction (TSPPI) space (Ivanov et al, 2013; Sharifi Tabar et al, 2022). This approach could be particularly useful in targeting unmutated proteins that play a key role in the pathology of the disease. In this study we investigate novel TSPPIs in the context of Triple Negative Breast Cancer (TNBC).

TNBC is an aggressive form of breast cancer that accounts for 15–20% of all breast cancer cases (Carey et al, 2010). TNBC patients are at higher risk of developing secondary and metastatic disease and hence have lower rates of survival. Identifying genes that are responsible for the development of TNBC is therefore essential for the development of targeted therapies. We have previously reported the finding of one such gene, *BCL11A* (Khaled et al, 2015), which is overexpressed in the majority of TNBCs and promotes tumour formation making it an attractive target for the treatment of TNBC tumours. Despite its key role in driving tumour development no significant mutations have been reported in *BCL11A*, suggesting a strong selection pressure to keep it intact. This, however, presents a problem for the development of targeted therapies against BCL11A as BCL11A is a regulatory C2H2 type zinc finger transcription factor that plays key roles in other tissues including the brain and hematopoietic system (Yin et al, 2019). Therefore, the development of therapies that can achieve specificity in the target tissues of interest is crucial.

To address these challenges, here we report the identification of a BCL11A TSPPI with the chromatin remodeller CHD8 in TNBC. Crucially, the complex was detected in TNBC but not in other breast cancer subtypes or primary mouse B-cells. Through a battery of biophysics and multiomic analyses, we show that BCL11A and CHD8 directly interact to create a functional complex that drives an oncogenic transcriptional programme. Further to this, we also describe the identification of several hits from an in silico fragment-based drug discovery (FBDD), and demonstrate their ability to prevent BCL11A-CHD8 complex formation using in vitro biophysical and functional assays.

## Results

### Identification of BCL11A TSPPIs in TNBC

To identify BCL11A TSPPIs we used Rapid Immunoprecipitation and Mass Spectrometry of Endogenous Proteins (RIME) (Mohammed et al, 2016, 2013) on a range of TNBC samples (MDA-MB-231, 4T1, PDX) as well as primary B-cells derived from C57BL/6 mice (Fig. 1A). In total, 12 samples were analysed by RIME. This identified 1591 proteins that interact with BCL11A in TNBC (*n* = 8) and 580 proteins that interact with Bcl11a in primary mouse B-cells (*n* = 2). 139 proteins were shared between the TNBC and B-cell RIME experiments, resulting in 1452 proteins that interact with BCL11A in TNBC only (Fig. 1A, Dataset EV1–6). CHD8, a chromatin remodelling factor, was the only protein identified in all TNBC samples but not in B-cells. CHD8 and BCL11A are also both expressed in the brain and play important roles in autism spectrum disorders (Yin et al, 2019). Accordingly, we performed a BCL11A RIME experiment using wild-type female mouse brain tissue to investigate whether these proteins interact in the brain (Dataset EV14). This resulted in the pull-down of BCL11A but not CHD8, supporting the specific nature of the BCL11A-CHD8 interaction in TNBC.

**Figure 1:**
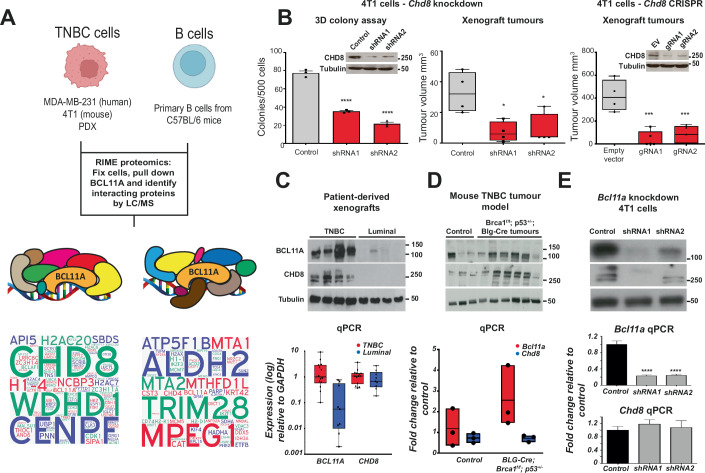
CHD8 interacts with BCL11A in TNBC and plays a role in TNBC pathology. (**A**) Rapid Immunoprecipitation mass spectrometry of endogenous proteins (RIME) was performed on a range of TNBC samples and primary mouse B-cells, using BCL11A as a bait protein. Detailed results from the mass spectrometry analysis including protein accession number, gene description, mascot score, coverage, and unique peptides have been included in Dataset EV1–6. For cumulative Mascot score word cloud analysis (bottom panels), we first subtracted proteins identified from the BCL11A IP mass spec that were also present in the IgG isotype control IP mass spec, thereby removing any non-specific proteins. Subsequently, proteins with a minimum of one unique peptide were included and the cumulative mascot score was calculated. The word cloud represents each protein and the size representative to the mascot score. This analysis was performed on two independent B-cell runs (right word cloud) and seven independent TNBC cell line or PDX tissue runs (left word cloud). This identified CHD8 as a major interacting partner in TNBC samples but not B cells, with CHD8 being the only interaction partner identified in all TNBC samples. (**B**) 4T1 cells were transfected with plasmids encoding either Chd8 shRNA or gRNA sequences and were subsequently used in 3D colony assays or xenografted into mice for tumour growth assays (*n* = 3). An ordinary one-way ANOVA with a Dunnett multiple comparison correction was used. Means of each test condition were compared to the mean of the control condition. *P* values reported are *p < 0.05; **p < 0.01; ***p < 0.001 and ****p < 0.0001. shRNA-mediated knockdown of Chd8 in mouse TNBC 4T1 cells leads to a reduction in tumour growth in both 3D colony assays (left panel) and xenograft transplantation assays (middle panel), CRISPR-mediated knockout of Chd8 produces similar results (right panel) demonstrating that CHD8 also plays a role in TNBC (*n* = 4). Error bars on the box and whisker denote the minimum and maximum datapoints, the box bounds are the upper and lower quartile values and the line in the middle of the box if is the median value. An ordinary one-way ANOVA with a Dunnett multiple comparison correction was used for statistical analysis of the xenograft plots. Means of each knockdown condition were compared to the mean of the control condition. *p < 0.05; *p < 0.01; ***p < 0.001 and ****p < 0.0001. The Western Blot in this figure panel is also shown in Appendix Fig. S1D. (**C**) Western blot analysis of BCL11A and CHD8 was performed in patient-derived xenografts derived from TNBC or luminal breast tumours. This identified selective upregulation of both proteins in TNBC tumours but not luminal breast cancer tumours. Further qPCR analysis showed amplification of BCL11A RNA in TNBC tumours (*n* = 14) versus luminal tumours (*n* = 9), whereas CHD8 is unaltered at the RNA level. Error bars on the box and whisker denote the minimum and maximum datapoints, the box bounds are the upper and lower quartile values and the line in the middle of the box if is the median value. (**D**) Western blot analysis of BCL11A and CHD8 was performed using tumours derived from a Brca1f/f p53+/− Blg-Cre mouse model, in which mice spontaneously form TNBC tumours. This showed upregulation of both proteins and upregulation of BCL11A only at the RNA level (*n* = 6). Controls in this experiment were mammary gland preparations from C57BL/6 mice (*n* = 3). Error bars on the box and whisker denote the minimum and maximum datapoints, the box bounds are the upper and lower quartile values and the line in the middle of the box if is the median value. (**E**) Knockdown of Bcl11a using shRNA in 4T1 cells showed a reduction in the levels of BCL11A and CHD8 protein, with a corresponding reduction in Bcl11a RNA but not Chd8 RNA (*n* = 3). An ordinary one-way ANOVA with a Dunnett multiple comparison correction was used for statistical analysis of these plots. Means of each knockdown condition were compared to the mean of the control condition. *p < 0.05; *p < 0.01; ***p < 0.001 and ****p < 0.0001. The Western Blot in this figure panel is also shown in Appendix Fig. S1D. Source data are available online for this figure.

Due to the high reproducibility and specificity of CHD8 pulldown by BCL11A, we then investigated whether CHD8 also plays a role in TNBC using either shRNA- or CRISPR-mediated *Chd8* knockdown or deletion in 4T1 cells (Fig. 1B). This showed that knockdown of *Chd8* using either method reduces the ability of these cells to form tumours both in vitro (3D colony formation assays) and in vivo (Xenograft tumours). Similar investigations using the human MDA-MB-231 TNBC cell line also gave significant reductions in colony formation in a 3D-colony assay (Appendix Fig. S1A–C), thus phenocopying BCL11A and suggesting a key role for CHD8 in TNBC

To further explore the expression of CHD8 in TNBC we analysed PDX samples which identified that, at the protein level, BCL11A and CHD8 are specifically upregulated in TNBC PDXs but not in Luminal breast cancer PDXs (Fig. 1C). Similarly, Bcl11a and Chd8 protein levels were also elevated in tumours derived from the mouse TNBC model (*Brca1*^*f/f*^ *p53*^*+/-*^ *Blg-Cre*) (Fig. 1D). Surprisingly, in both cases, whereas BCL11A was upregulated at both the protein and RNA level, CHD8 appeared to be upregulated at the protein level only (Fig. 1C,D). Additional analysis of *BCL11A* and *CHD8* mRNA expression across the METABRIC and TCGA cancer datasets confirmed this observation and showed that *BCL11A* is upregulated in basal (TNBC) breast tumour samples compared to luminal breast tumours, whereas CHD8 shows no differences in expression across different breast tumours (Appendix Fig. S1E). There was also no correlation between *BCL11A* and CHD8 expression at the mRNA level. Given the simultaneous upregulation of CHD8 with BCL11A at the protein level, we then sought to understand whether BCL11A influences CHD8 protein levels. Using shRNA-mediated knockdown of *Bcl11a* in 4T1 cells, we showed that knockdown of *Bcl11a* leads to a simultaneous reduction of CHD8 at the protein level but not at the RNA level (Fig. 1E). Taken together, this data suggests that BCL11A may facilitate or stabilise CHD8 expression in this context and together they drive a TNBC specific transcription programme.

### BCL11A and CHD8 co-localise on the genome and regulate target genes

To investigate the hypothesis that BCL11A and CHD8 cooperate to drive a TNBC-specific transcription programme, we performed multiomic analyses comprising RNAseq, ChIPseq and ATACseq on 4T1 cells transfected with control shRNA, *Bcl11a*-shRNA, or *Chd8*-shRNA (Fig. 2A; Appendix Fig. S1). We first considered the RNAseq dataset and performed differential expression analysis of knockdown cells compared to control cells. This identified 624 genes that were affected by *Bcl11a* knockdown and 820 genes that were affected by *Chd8* knockdown (Appendix Fig. S2A, Dataset EV7). 

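The RNAseq data came from 4T1 cells, a mouse mammary carcinoma line used as a model of TNBC, that carried a control shRNA, an shRNA against Bcl11a or an shRNA against Chd8. There were 3 samples per group and 9 in all. The paper's methods list 2 shRNA sequences for each target and the authors' description of the deposited data names 1 of them, and the sample labels do not say which of them each sample carried. The authors aligned the paired reads to the mouse genome (GRCm38, Ensembl 100 annotation) with STAR, counted reads on genes with featureCounts and deposited the raw counts, together with a second table of the counts after a noise filter and quantile normalisation. The paper states between 37.0 M and 40.0 M reads per sample after subsampling, and the deposited counts, which the values here use, are the part of those reads assigned to genes. These totals were 21868544, 21642869 and 21685731 in the control samples, with a median of 21685731. In the Bcl11a knockdown samples they were 22073899, 22015449 and 20402936, and in the Chd8 knockdown samples 21481932, 21168016 and 22379445, with medians of 22015449 and 21481932. The 10 most abundant genes took 6.83% of the counts in control samples, 8.13% in Bcl11a knockdown samples and 8.15% in Chd8 knockdown samples. TMM factors, which scale for such differences in composition, lay between 1.045 and 1.047 in control samples and between 0.9754 and 0.9806 in the knockdown samples. The raw counts of 17340 genes that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test, with all 9 samples in one model and Benjamini-Hochberg adjustment over all genes tested. A gene was called differentially expressed at an adjusted p below 0.05 with an absolute log2 fold change above 1, the limits used in Dataset EV7. Replicates lay close together. The biological coefficient of variation was 2.18%, and the chi-square of the counts over its degrees of freedom was 1.42 to 2.50 for the 9 pairs of replicates against 17.4 to 41.9 for pairs of samples from different groups. No pair of replicates differed by as little as the sampling noise alone, and each sample was counted as 1 replicate. The choices most able to change the counts of genes were the limit on low counts, the limit on the fold change and the use of raw or quantile-normalised values.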

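Bcl11a (ENSMUSG00000000861, chromosome 11 of GRCm38 from 24078056 to 24174123) had 53.5 ± 1.88 CPM (counts scaled to the TMM-normalised library size; SD, n = 3) in control samples and 24.1 ± 0.418 (SD, n = 3) in Bcl11a knockdown samples. This is a log2 fold change of -1.15 (standard error 0.0497, adjusted p = 1.14e-38 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Chd8 (ENSMUSG00000053754, chromosome 14 from 52198151 to 52257780) had 200.3 ± 4.59 CPM (SD, n = 3) in control samples and 150.5 ± 5.07 (SD, n = 3) in Chd8 knockdown samples, or 75.2% of the control level. Its log2 fold change was -0.41 (standard error 0.0282, adjusted p = 1.4e-24 from edgeR's test). In each of the 3 Bcl11a knockdown samples Bcl11a was lower than in the 6 other samples, and in each of the 3 Chd8 knockdown samples Chd8 was lower than in the 6 other samples. Chd8 RNA in Bcl11a knockdown samples, at 203.2 ± 4.82 CPM (SD, n = 3), did not differ from control (log2 fold change 0.02, edgeR adjusted p = 0.551), whereas with scaling by library size only it was slightly lower (log2 fold change -0.0756, edgeR adjusted p = 0.014). Bcl11a RNA in Chd8 knockdown samples was higher than in control, at 69.1 ± 2.69 CPM (SD, n = 3), with a log2 fold change of 0.37 (standard error 0.0415, edgeR adjusted p = 2.98e-13). Exons of 4930538E20Rik on the opposite strand share 2.4% of the exon bases of Bcl11a, and exons of Gm26590 share 5.77% of those of Chd8 in the same way. Among the paralogs, Bcl11b had a mean of 0.11 counts and was not tested, Chd7 had log2 fold changes of 0.13 and -0.01 in Bcl11a and Chd8 knockdown, and Chd9 had 0.33 and 0.37. The number of genes called was 1055 in Bcl11a knockdown and 1377 in Chd8 knockdown, and no sample of one group overlapped the other group in 1025 and 1345 of these. Over all genes tested the groups did not overlap in 56.9% and 59.6% of genes, where chance gives 10%. The limit on the fold change moved these numbers most, since without it 8952 and 9632 genes had an adjusted p below 0.05, with a median absolute log2 fold change of 0.37 and 0.40. These p-values set the groups against the small spread between samples of a group. The labels tell only 1 shRNA per group apart. Loss of the target and an effect of the shRNA or the line therefore cannot be separated in either comparison with control.

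**Figure D1:**
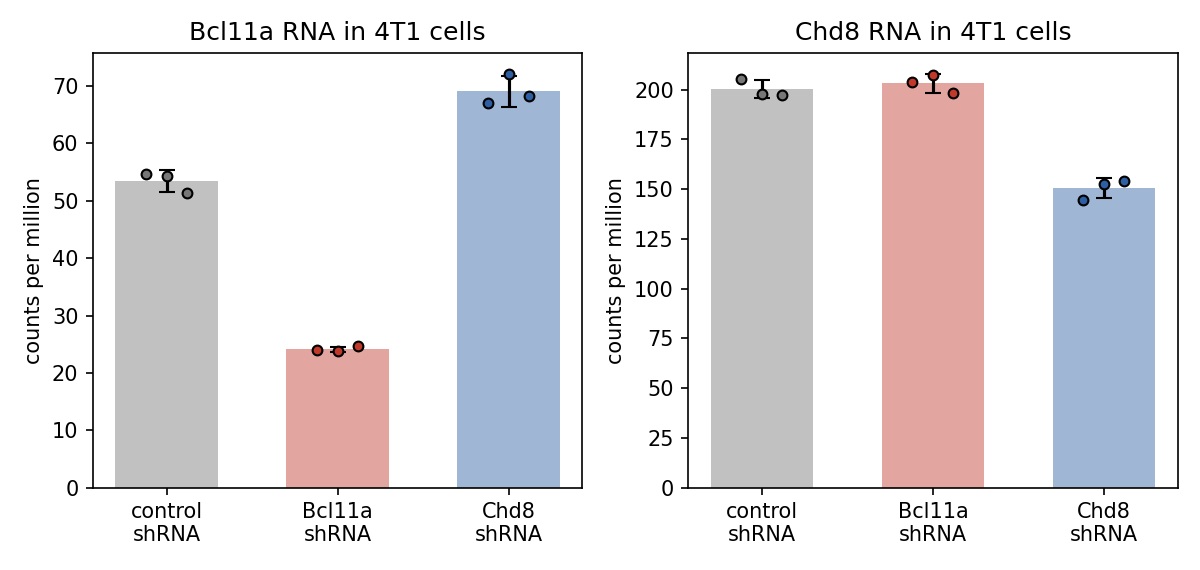
CPM of Bcl11a (left) and Chd8 (right) in 4T1 cells with control, Bcl11a or Chd8 shRNA. Points are the 3 samples of a group, bars their mean and error bars the SD. Bcl11a falls from 53.5 to 24.1 CPM in Bcl11a knockdown and Chd8 from 200.3 to 150.5 in Chd8 knockdown.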

Of the 624 genes affected by *Bcl11a* knockdown, 395 were found to be increased upon knockdown whereas 229 were found to be decreased upon knockdown. 

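In Bcl11a knockdown 590 of the 1055 genes called were higher than in control samples and 465 were lower, so 55.9% were higher. Scaling by library size only, without a correction for composition, gave 495 higher and 608 lower genes (44.9% higher) and moved the median log2 fold change of all genes to -0.10. Other settings moved the share the other way, to 63.5% with quantile-normalised values and limma and to 77% with glmTreat, edgeR's test against a log2 fold change of 1. The calls were spread over the whole range of abundance, and 366 of them had a mean of under 20 counts over the 9 samples. The gene with the largest rise was Mmp13, from 0.734 to 21.6 CPM (log2 fold change 4.87, standard error 0.135, edgeR adjusted p = 3.67e-54). Mrgprb2 rose by a log2 fold change of 4.38 (standard error 0.299, edgeR adjusted p = 1.34e-24). Its value lay between 2.89 and 5.14 over 19 alternatives. Gm36377, Trp63 and Cstdc2 had at most 3 counts in every control sample and were at least 9.98-fold, 11-fold and 5.76-fold higher in Bcl11a knockdown. For Gm36377 26% of its exon bases are shared with D030007L05Rik on the opposite strand, and the paper's text names a directional library kit but not whether the counting used strand. The largest fall was that of Iqgap2, from 2.45 to 0.128 CPM (log2 fold change -4.21, standard error 0.384, edgeR adjusted p = 1.86e-17). Gm1141 fell to at most 3 counts per sample and was at least 7.7-fold lower. Gm29106, Sh3rf3 and Fbln1 had log2 fold changes of -3.22, -2.84 and -2.65, with means of only 14.9, 12 and 10.3 counts over the 9 samples. Over 19 alternatives their values lay between -3.65 and -1.57, between -3.22 and -1.44 and between -2.78 and -1.30. That of Iqgap2 lay between -4.59 and -2.41.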

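Chd8 knockdown raised 693 of the 1377 genes called and lowered 684, so that 50.3% were higher. With scaling by library size only these became 577 and 864 genes (40% higher), whereas 61.4% of the calls were higher with quantile-normalised values and limma and 67.7% with glmTreat. A mean of under 20 counts was found for 486 of the 1377. Aspa rose most, from 0.0884 to 6.72 CPM (log2 fold change 6.16, standard error 0.304, adjusted p = 2.33e-34 from edgeR's quasi-likelihood test). It was followed by Wnk2 with 5.26 and, among genes above 3 counts in at least 1 control sample, by Arc with 4.30 on the log2 scale. Over 19 alternatives Wnk2 lay between 3.126 and 5.858 and Arc between 2.623 and 4.695. Gimap8 and Cstdc2 had at most 3 counts in each control sample and were at least 9.88-fold and 7.72-fold higher. Gm8251 fell from 5.43 to 0.817 CPM (log2 fold change -2.72, standard error 0.198, edgeR adjusted p = 5.85e-23), and Tmem154 and Gm10863 had log2 fold changes of -2.77 and -2.73. Gm10863 had a mean of only 10.1 counts over the 9 samples, and its value was -3.87 without Chd8 knockdown replicate 2. Quantile-normalised values, whose lowest value is 8, gave smaller changes by limma for these genes with few counts in one group, -1.62 for Tmem154, -1.15 for Gm10863 and 3.82 for Aspa, while Aspa had 7.08 without control replicate 3. Aspn and Rcan2 fell to at most 3 counts in each Chd8 knockdown sample and were at least 7.14-fold and 5.07-fold lower.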

Of the 820 genes affected by *Chd8* knockdown, 504 were found to be increased and 316 were found to be decreased upon knockdown (Fig. 2B; Appendix Fig. S2B,C).

**Figure 2:**
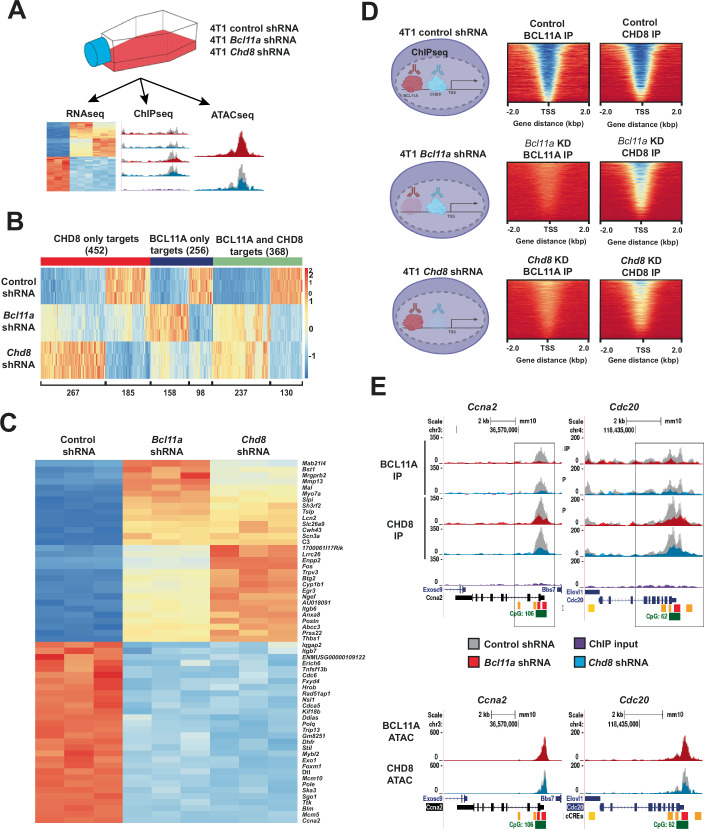
Multi-OMICS analysis of Bcl11a and Chd8 knockdown cells identifies a large subset of shared target genes. (**A**) To further explore the role of BCL11A and CHD8 in TNBC, multi-OMICS analysis of 4T1 cells transfected with either control shRNA, Bcl11a-targeting shRNA or Chd8-targeting shRNA was performed. Cells were submitted for bulk RNAseq; ChIPseq, to investigate genomic binding of BCL11A and CHD8; and ATACseq, to investigate modulation of chromatic accessibility. (**B**) Bulk RNAseq identified a number of protein-specific gene targets, but also identified a large subset of overlapping target genes. The expression of overlapping gene targets appeared to be affected in similar directions and magnitudes by either Bcl11a or Chd8 knockdown. (**C**) Heat map of the top 30 up- and down-regulated genes from the overlapping gene set. This set of genes is derived from panel B and uses the same scale bar. (**D**) Transcription start site (TSS) heat maps showing the genomic binding behaviour of BCL11A (left panels) and CHD8 (right panels) in control shRNA (top panels), Bcl11a shRNA (middle panels) and Chd8 shRNA (bottom panels) cell lines. Knockdown of either Bcl11a or Chd8 results in an overall reduction of genomic binding for both proteins around the TSS. (**E**) Manual inspection of ChIP-seq data confirms co-dependency of BCL11A and CHD8 for binding to promoter regions. Knockdown of either Bcl11a (red peaks) or Chd8 (blue peaks) results in reduced genomic binding versus control (grey peaks). ATACseq analysis shows that knockdown of Chd8, but not Bcl11a, reduces chromatin accessibility at gene target promoter regions.

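To measure how far the 2 knockdowns differ from one another, Bcl11a knockdown samples were compared directly with Chd8 knockdown samples, a comparison that shares no control sample. It called 648 genes, of which 365 were higher and 283 lower in Bcl11a knockdown. Both the number and the larger side depended on the processing. With quantile-normalised values limma called 252 genes (116 higher, 136 lower) and edgeR's exact test 275 (133 higher, 142 lower), and edgeR's test against a log2 fold change of 1 (glmTreat) called 110 (54 higher, 56 lower). Of the 619 genes called in both knockdowns, 240 had an adjusted p below 0.05 between them in edgeR's test and 58 also passed the limit on the fold change. The median absolute difference between the 2 log2 fold changes of a shared gene was 0.29, and the slope of the Chd8 on the Bcl11a log2 fold change was 0.987. Mmp3 (60.8 and 8.95 CPM in Bcl11a and Chd8 knockdown), Sema3c, Csn3 and Ube2ql1 were higher in Bcl11a knockdown by log2 fold changes of 2.77, 2.67, 2.57 and 2.43, and Rcan2 by at least 4.81-fold. Tfpi, Ifitm6, Aspa, Pigr and Gm32857 were lower in Bcl11a than in Chd8 knockdown, with log2 fold changes of -3.52, -3.48, -3.47, -3.29 and -3.14. The values of Ifitm6, Pigr and Gm32857 rest on means of only 14.3, 10.1 and 16.2 counts over the 9 samples and were -1.97, -1.61 and -1.94 with quantile-normalised values and limma. That of Ifitm6 was -4.41 without Bcl11a knockdown replicate 1, and that of Gm32857 -3.89 without Bcl11a knockdown replicate 2.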

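Of the genes called in Bcl11a knockdown and in Chd8 knockdown, 619 were called in both, against 83.8 expected if the 2 lists were independent among the genes tested (odds ratio 29.1, Fisher's exact test). They made up 58.7% of the Bcl11a calls and 45% of the Chd8 calls. Both comparisons use the same 3 control samples, which by itself makes their results go together. In 20 simulations of unchanged groups against shared controls, no gene was called in both comparisons, and a median of 154 genes had an unadjusted p below 0.05 in both. The single comparisons of these simulations called at most 0 and 1 genes, so the lack of shared calls was nearly fixed in advance. It does not measure how far shared controls raise the overlap among genes that do change. The simulated log2 fold changes had the same sign in a median of 66.1% of genes, against 74.5% of genes in the data. At an adjusted p below 0.05 in both knockdowns without a limit on the fold change there were 6745 genes, of which 91.6% changed in the same direction.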

Comparison of the genes affected by *Bcl11a* or *Chd8* knockdown identified a significant overlap in target genes, with 368 genes affected by knockdown of either gene (Fig. 2B; Appendix Fig. S2A). Of these genes, 237 were found to be negatively regulated by *Bcl11a* or *Chd8* knockdown (Fig. 2B; Appendix Fig. S2B Quadrant A), whereas 130 genes were found to be positively regulated (Fig. 2B; Appendix Fig. S2B Quadrant C). 

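In the raw counts 364 genes were higher in both knockdowns and 253 were lower in both. The genes higher in both had a median log2 fold change of 1.56 in Bcl11a knockdown and 1.66 in Chd8 knockdown, and those lower in both had -1.29 and -1.37. Of the 238 genes that Dataset EV8 takes as quadrant A input, 237 were called higher in both knockdowns, and of the 130 quadrant C genes of Dataset EV9, 124 were called lower in both. All 130 had log2 fold changes below 0 in both knockdowns. The paper's list of genes for Bcl11a knockdown in Dataset EV7 holds 624 genes, of which 616 were tested and 611 called in the same direction. The 444 genes called here and absent from that list had a median of 13.9 counts per sample, compared with 149 for those in it. The deposited counts of the target genes that the paper examines by ChIPseq followed the same division. Npnt rose by log2 fold changes of 1.78 and 1.72 in Bcl11a and Chd8 knockdown, and Cx3cl1 by 1.63 and 1.14, the latter difference being larger than the replicate spread (edgeR adjusted p = 1.04e-24 between the knockdowns). Ccna2 had -1.46 and -1.45, Ttk had -1.45 and -1.67, and Cdc20 fell to 50% and 48.3% of the control level. Rad54b had -1.06 and -1.24, but 35.8% of its exon bases are shared with Fsbp on the same strand, so its counts are uncertain.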

One gene (*Ube2ql1*) was found to be negatively regulated by Bcl11a but positively regulated by Chd8 (Appendix Fig. S2B Quadrant B). 

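Ube2ql1 (ENSMUSG00000052981, chromosome 13 of GRCm38 from 69702832 to 69739889) had 6.74 ± 0.539 CPM (SD, n = 3) in control samples, 14.8 ± 1.35 (SD, n = 3) in Bcl11a knockdown and 2.74 ± 0.382 (SD, n = 3) in Chd8 knockdown. The log2 fold changes were 1.14 (standard error 0.0974, edgeR adjusted p = 6.95e-19) and -1.30 (standard error 0.136, edgeR adjusted p = 1.34e-14). A second gene, Oas2, named after its values were seen, was called in opposite directions in the raw counts, with log2 fold changes of -1.50 (standard error 0.362, edgeR adjusted p = 0.000251) in Bcl11a knockdown and 1.09 (standard error 0.25, edgeR adjusted p = 0.000114) in Chd8 knockdown. It had a mean of 27.2 counts, between 2 and 51 per sample, so it is not among the genes with at least 10 counts in every sample. It was no longer called in both knockdowns with library size only, with quantile-normalised values, in edgeR's test against a log2 fold change of 1, or without control replicate 3. In edgeR's test against a log2 fold change of 1, Ube2ql1 was no longer called in opposite directions either.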

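All 60 genes that Fig. 2C shows were tested in the raw counts, and each was called in both knockdowns in the direction of the figure. The 30 genes shown as higher had log2 fold changes of 2.17 to 4.87 in Bcl11a knockdown (median 2.62) and 2.31 to 4.27 in Chd8 knockdown (median 2.86). The 30 genes shown as lower had -4.21 to -1.29 (median -1.54) and -2.72 to -1.31 (median -1.71). In the direct comparison of the knockdowns 23 of the 30 higher genes and 11 of the 30 lower genes had an adjusted p below 0.05 by edgeR's test, and 7 and 1 were called. When the shared genes were ranked by the mean of their 2 log2 fold changes from raw counts, 11 of the 30 higher and 6 of the 30 lower genes were in the first 30.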

The top 30 upregulated and downregulated genes can be seen in Fig. 2C. 

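Across the genes called in both knockdowns, r squared between the log2 fold changes in Bcl11a and Chd8 knockdown was 0.884. This is a correlation across genes, which are not independent replicates. The limit on the fold change leaves a gap around 0 that separates genes higher in both from genes lower in both, and r squared was 0.446 within the higher genes and 0.155 within the lower genes. Without Bcl11a knockdown replicate 3 the value within the lower genes was 0.287, in a fit that also tested more genes (17759 against 17340). When the Chd8 values were shuffled 1000 times among the genes of each quadrant, r squared had a median of 0.727 and at most 0.758. Over all genes tested, with no selection, r squared was 0.494 (r = 0.703). The simulations of unchanged groups against shared controls gave r squared values over all genes with a median of 0.233 and a highest value of 0.257. With separate control samples for the 2 knockdowns, in each of the 6 ways of dividing the 3 controls, r squared had a median of 0.789 over the shared genes, 0.0604 within the lower genes and 0.349 over all genes. The shared and lower genes were still those selected with all 3 controls, and 1 knockdown was then compared with a single control sample. These values therefore do not separate the effect of shared controls from lost precision. Spearman's rho squared over the shared genes, the alternative that moved the value most, was 0.763. From the relation over the shared genes, the paper proposes that both proteins take part in regulating these genes.

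**Figure D2:**
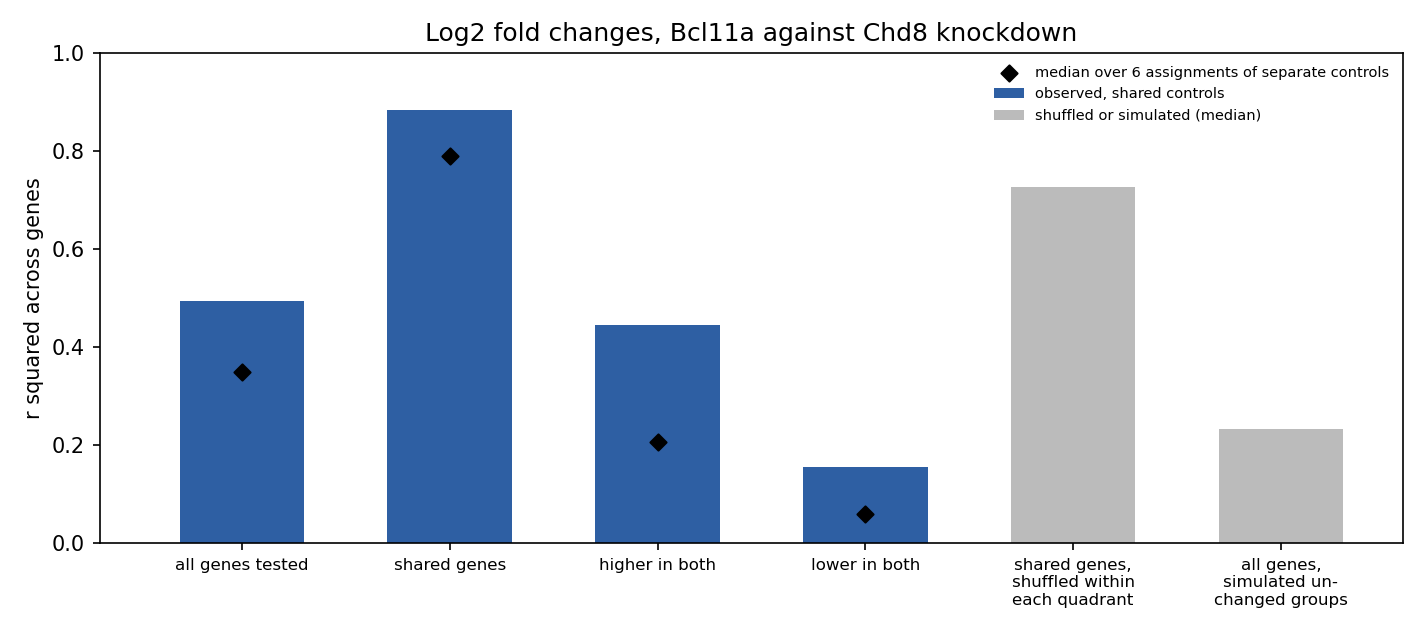
r squared across genes between the log2 fold changes of Bcl11a and Chd8 knockdown. Blue bars are the data for all genes tested (0.494), shared genes (0.884), genes higher in both (0.446) and genes lower in both (0.155); diamonds are medians with separate controls; grey bars are medians after shuffling within quadrants (0.727) and in simulated unchanged groups (0.233).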

Linear regression and trendline analysis identified an R^2^ value of 0.8983, suggesting a strong correlation of *Bcl11a* or *Chd8* knockdown on this shared gene set and suggesting a potential co-regulatory role for these proteins (Appendix Fig. S2A). 

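Cell cycle and DNA repair genes were examined with lists of genes fixed before the data were examined, tested with limma's camera over 27 list and comparison pairs. Of 43 S phase genes 42 were lower in Bcl11a knockdown and 43 in Chd8 knockdown, with median log2 fold changes of -0.69 and -0.98 (limma camera adjusted p = 1.15e-18 and 1.19e-23). Of 54 G2/M phase genes 50 and 53 were lower, with medians of -0.89 and -1.02 (adjusted p = 1.78e-25 and 1.89e-28 from limma's camera). The 47 DNA replication genes had medians of -0.55 and -0.64 (limma camera adjusted p = 4.22e-16 and 2.56e-16), and the 48 genes of homologous recombination and Fanconi anemia had -0.50 and -0.66 (limma camera adjusted p = 3.38e-11 and 6.91e-12). At an adjusted p below 0.05 over all genes tested, 39, 50, 40 and 35 genes of these 4 lists were lower in Bcl11a knockdown and 43, 52, 42 and 37 in Chd8 knockdown. Adjusted over the list alone, the numbers were 39, 50, 42 and 36 and 43, 52, 42 and 37. The 4 lists hold 172 genes together, 20 of them in more than 1 list. Of their genes 11, 21, 5 and 15 are in the paper's quadrant C, which was chosen on these samples, so for those genes the count is not independent evidence. All 4 lists kept an adjusted p below 0.05 in both knockdowns under limma's fry, with an estimated correlation between genes, and without the genes of the paper's quadrants, and estimating the correlation moved them most (highest limma adjusted p = 0.000779). The immediate early and interferon lists also held under both in each knockdown. The 28 immediate early and AP-1 genes were higher, with a median log2 fold change of 1.04 in each knockdown (limma camera adjusted p = 2.02e-16 and 4.26e-16), and 13 of them were among the genes higher in both. The interferon response genes had medians of opposite sign, -0.32 and 0.45 over 32 genes (limma camera adjusted p = 0.000604 and 0.000397), and 18 of the 32 were lower in Bcl11a and higher in Chd8 knockdown. Medians for 23 p53 targets were 0.11 and 0.10 (limma camera adjusted p = 0.0418 and 0.0377), which did not hold without the genes of the paper's quadrants (limma adjusted p = 0.452 and 0.432). Nor did they hold with an estimated correlation (limma adjusted p = 0.147 and 0.145), library size only (0.0667 and 0.0555) or at least 10 counts in every sample (0.0706 and 0.0626). In Bcl11a knockdown this was so too with the 6 samples compared (limma adjusted p = 0.0517) and without control replicate 1 (0.0538), and in Chd8 knockdown with quantile-normalised values (0.0514). Ribosomal protein genes had medians of 0.10 and 0.17 (limma camera adjusted p = 3.62e-05 and 2.71e-10), which did not hold with an estimated correlation either (limma adjusted p = 0.328 and 0.189) or, in Bcl11a knockdown, with library size only (0.0661) and quantile-normalised values (0.167). For oxidative phosphorylation genes the medians were 0.00 and 0.12 (limma camera adjusted p = 0.565 and 0.0794), and the latter was past the limit under 4 of 20 alternatives, among them fry (limma adjusted p = 0.00261), with no filter on low counts (0.00149) and without Chd8 knockdown replicate 2 (limma adjusted p = 0.0308). The median of this list in Bcl11a knockdown was near 0 and fell below it with library size only (-0.10) and with quantile-normalised values (-0.04).

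**Figure D3:**
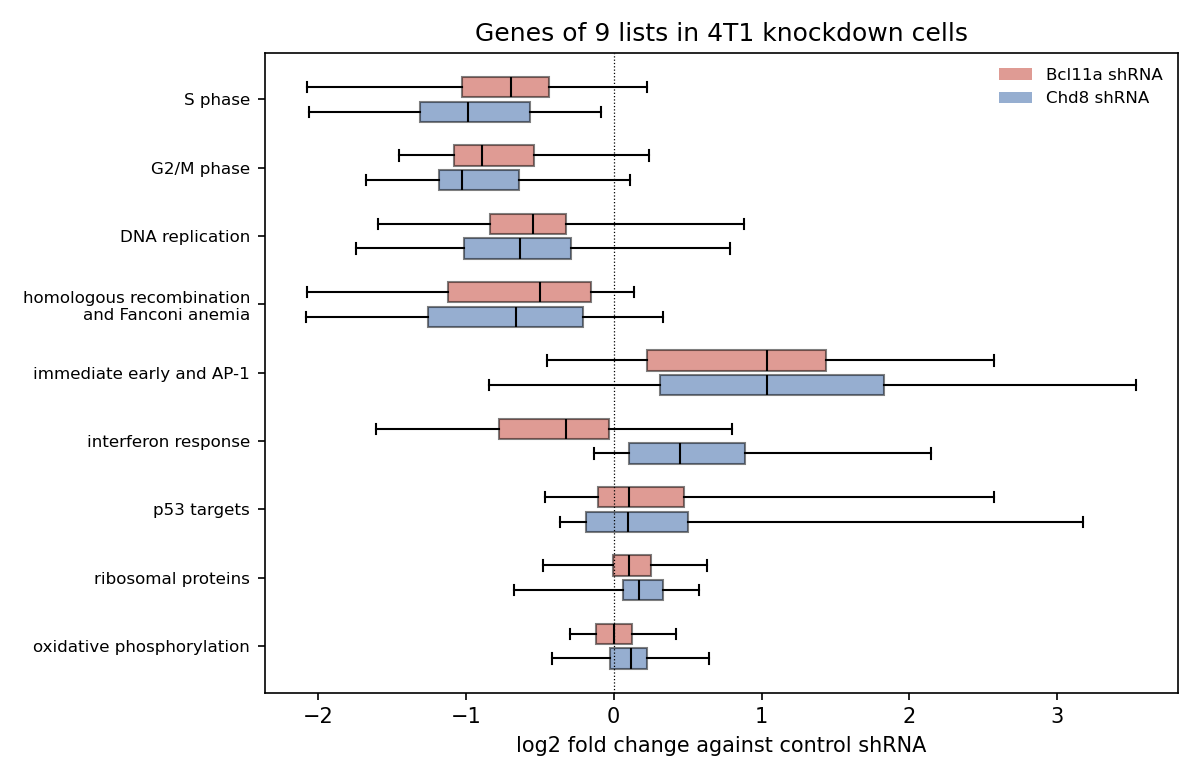
Log2 fold changes against control of the genes of 9 lists in Bcl11a knockdown (red) and Chd8 knockdown (blue). Boxes span the quartiles with the median as a line and whiskers reach the lowest and highest gene. Medians of the S phase list are -0.69 and -0.98 and those of the interferon response list -0.32 and 0.45, and the median of the oxidative phosphorylation list in Bcl11a knockdown lies near 0 with a sign that depends on the scaling.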

Gene set enrichment analysis (GSEA) on each shared gene quadrant using g:Profiler identified changes in various pathways including cell cycle and DNA repair pathways (Appendix Fig. S3).

We then investigated the genomic binding properties of these proteins through ChIPseq. Comparison of peaks identified in control samples (control shRNA) to those in knockdown samples (*Bcl11a* or *Chd8* shRNA), identified 22198 Bcl11a-specific peaks that were reduced only on *Bcl11a* knockdown, as well as 2149 Chd8-specific peaks that were reduced only on *Chd8* knockdown (Fig. 2D, Appendix Fig. S4A, Dataset EV10). In addition, we found 5089 directly overlapping peaks that were reduced by either *Bcl11a* or *Chd8* knockdown. This subset of shared peaks was in the vicinity of (+/−1 kb) 6874 genes.

Strikingly, for this shared peak set, knockdown of either *Bcl11a* or *Chd8* resulted in reduced genomic binding for both proteins, suggesting that Bcl11a and Chd8 are co-dependent for binding at these loci (Fig. 2E; Appendix Fig. S5). Further analysis of all Bcl11a and Chd8 peaks showed that they bind predominantly in enhancer and CpG island regions, with further binding at introns, exons, and promoter regions (Dataset EV11, Appendix Fig. S4C).

Motif enrichment analysis of all Bcl11a and CHD8 peaks also identified strikingly similar GC-rich consensus motifs (Dataset EV12, Appendix Fig. S4D), suggesting that Bcl11a and Chd8 co-bind at GC-rich regions. Additional analysis of Bcl11a and Chd8 binding at transcription start sites (TSS) of the shared peak subset confirm that they predominantly bind at or within 4 kb of TSS and likely play a direct role in the transcription of these genes. This analysis also confirmed our earlier observation that knockdown of either *Bcl11a* or *Chd8* globally reduces genomic binding of both proteins at these shared loci (Fig. 2D). To investigate whether genes in the vicinity of these ChIPseq peaks are regulated by Bcl11a and Chd8, we intersected the shared RNAseq gene set (368 genes) with the 6874 genes identified within the vicinity (+/−1 kb) of the shared ChIPseq peak set. This identified 78 genes that were represented in both datasets, highlighting genes that are regulated by both Bcl11a and Chd8 at the genomic binding and transcription levels (Appendix Fig. S4B, Dataset EV10). Of these, 38 were downregulated and 40 were upregulated in the absence of either Bcl11a or CHD8.

We then considered our ATACseq dataset (Dataset EV13), which showed that, while knockdown of *Bcl11a* did not affect chromatin accessibility, *Chd8* knockdown influenced accessibility in many shared promoter regions (Fig. 2E; Appendix Fig. S5). In these cases, *Chd8* knockdown resulted in reduced accessibility versus control samples, suggesting that Chd8 partially regulates accessibility of shared promoter regions. The regions affected by CHD8 knockdown in the ATACseq data also overlap with the regions bound by Bcl11a and Chd8 in our ChIPseq dataset, suggesting that Chd8 regulates accessibility at areas bound by both proteins. Taken together, this multiomic dataset reveals that Chd8 and Bcl11a bind promoter regions of their shared target genes, many of which are involved in cell cycle and DNA repair pathways.

### BCL11A and CHD8 directly interact to form a functional complex

We next sought to confirm that BCL11A and CHD8 physically interact to form a functional complex, initially through co-immunoprecipitation (Co-IP) experiments. Co-IP experiments using anti-BCL11A or anti-CHD8 antibodies confirmed that these proteins interact in human (MDA-MB-231) and mouse (4T1) TNBC cell lines as well as patient-derived xenografts, regardless of which protein is used for pulldown (Fig. 3A). To mirror the initial RIME experiments comparing TNBC samples to B-cells, we performed BCL11A Co-IPs using mouse WT spleen samples which are rich in B-cells. This confirmed the expression of BCL11A and CHD8 in this tissue, however, BCL11A was unable to interact with and pull-down CHD8 in this setting, confirming the specificity of this interaction in TNBC and corroborating the RIME results (Fig. 3A).

**Figure 3:**
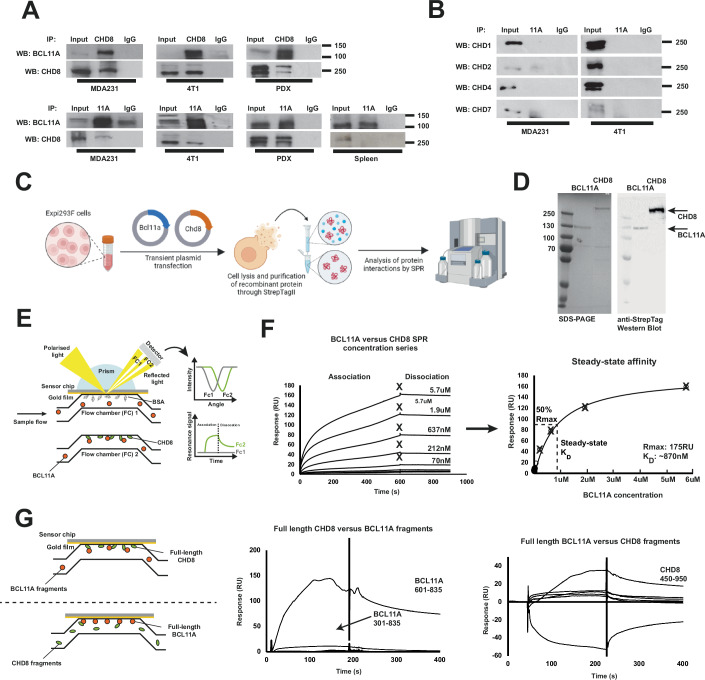
CHD8 is highly specific for and directly interacts with BCL11A. (**A**) Western blot analysis of BCL11A and CHD8 was performed on samples from co-immunoprecipitation (Co-IP) experiments. BCL11A and CHD8 were independently immunoprecipitated in human TNBC cells (MDA231), mouse TNBC cells (4T1) patient-derived xenografts (PDX) and wild-type (C57BL/6) mouse spleen. Western Blots validated that BCL11A and CHD8 interact in the TNBC and PDX samples, but not in spleen sampes. (**B**) Western Blot analysis of BCL11A and other members of the CHD family using CoIP samples from panel A. Further analysis showed high specificity of the BCL11A-CHD8 interaction, with no interaction observed between BCL11A and other members of the CHD family. (**C**) To confirm direct interaction of BCL11A and CHD8, recombinant full-length human versions of BCL11A and CHD8 were expressed and purified from Expi293F cells. Cells were lysed and proteins purified via the StrepTag using StrepTactin XT 4-Flow resin. (**D**) Purity and quality of recombinant proteins was assessed by SDS-PAGE and Western Blotting, showing a high purity and mono-dispersity of proteins. (**E**) A surface plasmon resonance (SPR) assay was constructed to confirm direct interaction of BCL11A and CHD8. In this assay, one partner (CHD8) was attached to the surface of an SPR chip, while the other partner (BCL11A) was injected in increasing concentrations. A reference flow cell containing an unrelated protein (BSA) was used as a binding control. Protein binding to the SPR surface causes a change in resonance angle, which can be used to detect protein interactions. (**F**) SPR using recombinant purified proteins confirms a direct interaction between BCL11A and CHD8. A concentration-dependent increase in binding responses was observed upon injection of BCL11A, with slow association and dissociation rates observed. Responses at the end of the sample injection (600 s) were used to estimate the steady-state affinity of the interaction, which was measured at 870 nM (50% Rmax). (**G**) A second SPR assay was constructed, whereby either full-length CHD8 or BCL11A was immobilised to the chip surface. Truncated BCL11A or CHD8 proteins were then injected in series into the flow cell containing their interaction partner (i.e. BCL11A vs CHD8 fragments, CHD8 versus BCL11A fragments). This identified BCL11A 601-835 and CHD8 450-950 as the most likely interface between BCL11A and CHD8. The schematic in panel C was generated using BioRender. Source data are available online for this figure.

Notably, the interaction with BCL11A appears to be specific to CHD8, with additional Co-IP experiments showing that BCL11A does not interact with other CHD family members (Fig. 3B). We explored this further by recombinantly producing and purifying full-length human versions of BCL11A and CHD8 using Expi293F cells (Fig. 3C). Recombinant proteins were tagged and purified using a StrepTagII and StrepTactin XT 4-Flow resin, which resulted in highly pure proteins suitable for use in downstream binding assays (Fig. 3D).

Purified proteins were used in surface plasmon resonance (SPR)-based binding assays (Fig. 3E), in which one interaction partner is immobilised on a sensor surface while the other is injected and allowed to flow freely through the chip. Purified CHD8 was immobilised to the surface of a C1 SPR chip by amine-coupling, followed by the injection of increasing concentrations of purified BCL11A over the chip surface. This confirmed that BCL11A and CHD8 directly interact in a concentration-dependent manner, with an estimated steady-state KD value of 870 nM (Fig. 3F). Notably, the kinetics of this interaction, especially the dissociation rate, were too slow to fit kinetic constants. Visual inspection of the SPR binding data highlights the slow association rate of this interaction, which takes >10 min to reach steady-state, as well as an extremely slow off-rate, suggesting a highly stable complex is formed. To further delineate the BCL11A-CHD8 binding interface, we produced and purified various truncated versions of each protein for use in subsequent SPR binding assays (Appendix Fig. S6A–C).

In these assays, full-length CHD8 was again immobilised to the surface of a C1 SPR sensor chip by amine-coupling with subsequent injection of truncated BCL11A variants (Fig. 3G). Similarly, on a separate sensor surface, full-length BCL11A was immobilised with subsequent injection of truncated CHD8 variants. This identified BCL11A 601-835 as the most likely interacting region with CHD8, and CHD8 450-950 as the most likely interacting region with BCL11A. Interestingly, BCL11A 601-835 comprises a major DNA binding region, whereas CHD8 450-950 contains functional chromatin remodelling domains, suggesting that functional regions of each protein come together to facilitate chromatin remodelling, genomic binding, and subsequent gene transcription (Appendix Fig. S6).

### In silico fragment screening identifies inhibitors of the BCL11A-CHD8 interaction

In an attempt to identify inhibitors of the BCL11A-CHD8 interaction, we performed in silico fragment screening using a previously published crystal structure comprising the three consecutive zinc finger motifs at the C-terminus of BCL11A (residues 731–835, pdb: 6KI6), which is within the vicinity of the CHD8 binding site (Fig. 4A). The top 8 scoring hits from the in silico screen were purchased and validated for BCL11A binding by SPR. This validated 6 of the 8 purchased fragments as BCL11A binders (Fig. 4B). As a counter-screening measure, we then produced and purified the highly homologous family member BCL11B (Appendix Fig. S7) and performed a follow-up concentration series of the 6 validated fragments (Fig. 4C). This showed that most of the BCL11A-binding fragments were more selective for BCL11A over BCL11B (Table EV1). We then tested the ability of these fragments to prevent BCL11A-CHD8 complex formation through another SPR assay, in which full-length Chd8 was immobilised to the surface of a C1 SPR sensor chip (Fig. 4D). Full-length BCL11A was then injected either alone or after pre-incubation with each fragment. This showed that all 6 fragments tested affected the ability of BCL11A to interact with CHD8, with the top-performing fragments reducing binding by over 80% (Fig. 4E,F).

**Figure 4:**
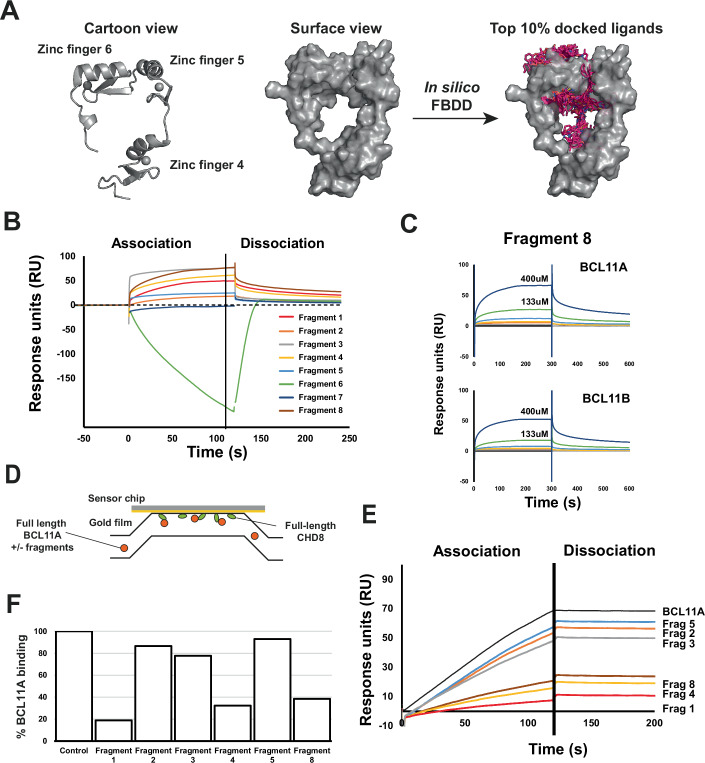
In silico fragment screening of BCL11A identifies several hit compounds that prevent in vitro BCL11A-CHD8 complex formation. (**A**) GLIDE-based virtual screening using three diverse fragment libraries was performed using PDB structure 6ki6. The top 10% of hits were re-scored and manually inspected, with the best 8 hits purchased for screening. Hits located in the zinc finger 6 region were prioritised due to higher uniqueness in this region compared to BCL11B. (**B**) SPR screening for validation of in silico hits. BCL11A was immobilised to an SPR sensor surface, with each fragment injected at a single high concentration (400 μM). 6 out of the 8 purchased fragments were validated as BCL11A binders. (**C**) Further assessment of validated binders was then performed in a concentration series. Fragments were then injected in a 1:3 serial dilution series to confirm binding and to generate kinetics and affinity data using an SPR chip comprising separate flow cells with either BCL11A or BCL11B immobilised. An example of the concentration series data for fragment 8 is shown for BCL11A and BCL11B binding. All fragments were shown to also bind the homologous BCL11B. (**D**) An SPR assay was constructed to investigate the ability of fragment hits to prevent BCL11A-CHD8 complex formation. Full-length recombinant CHD8 was immobilised to the chip surface, with subsequent injection of BCL11A alone or of BCL11A that had been pre-incubated with 400 μM of each fragment. Inhibition of the complex was determined through a reduction in binding response of BCL11A binding to the chip surface. (**E**) All of the fragments tested prevented BCL11A-CHD8 complex formation with varying efficiencies, indicated by a reduction of BCL11A binding to the CHD8-coated surface. (**F**) Percentage inhibition of BCL11A binding to the chip surface is summarised. Responses are normalised to the BCL11A binding response. Source data are available online for this figure.

### BCL11A-CHD8 interaction inhibitors reduce murine and human TNBC colony sizes in 3D

We then investigated whether these fragments had a functional effect on cells in vitro. To determine this, we treated 4T1 cells for 6 days with the validated fragments and analysed them using 3D colony assays (Fig. 5A,B; Appendix Fig. S9). Average colony sizes were measured and the fold change relative to the average starting sizes on day 0 were calculated per fragment for each timepoint. This identified a significant difference in colony growth rates between the fragments and DMSO control, in particular, fragments 3 and 5 gave the most significant reduction in growth rate compared to DMSO, with an approximate 30% reduction in colony size (n = 3, *F* = 3.999, *p* = 0.025) (Fig. 5B; Appendix Fig. S9).

**Figure 5:**
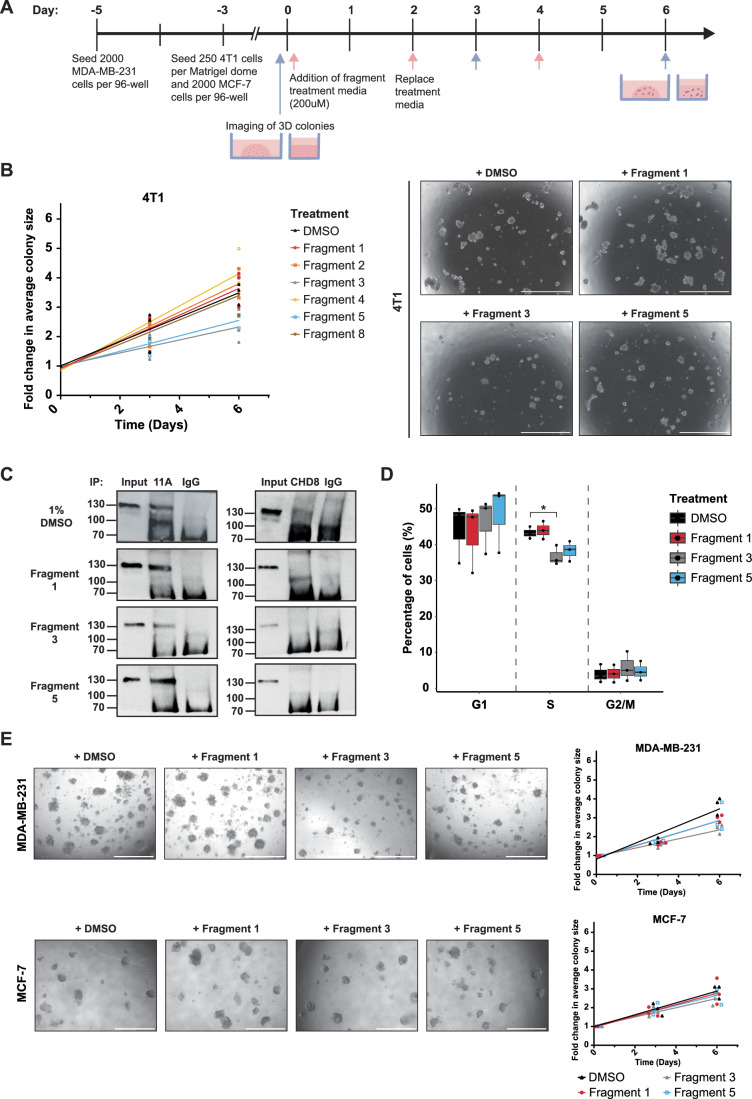
3D colony assays identify differential effects on the growth of colony size upon treatment with BCL11A-CHD8 interaction inhibitors, with the effect being TNBC cell-line specific. (**A**) To assess the effect of putative BCL11A-CHD8 interaction inhibitors, 4T1, MCF-7 and MDA-MB-231 cells were grown in 3D and treated with inhibitors across 6 days. Cells were imaged at day 0, 3 and 6 for analysis of colony formation. (**B**) Fold change in average 4T1 colony size relative to day 0 size upon treatment of fragments at 200 μM across 6 days of treatment, fitted with simple linear regression identifying that the slopes of fold change in average colony size over time differ globally within 4T1s (*n* = 3 passages, F = 3.999, *p* = 0.025) (left panel). 3D colony assay images visualising the phenotypic changes in 4T1 colony size following 6 days of treatment with 3 selected binders. The scale bar represents 2000um (right panel). (**C**) Co-Immunoprecipitation (CoIP) experiments in which BCL11A and CHD8 were independently immunoprecipitated from 4T1 cells treated with 1% DMSO (vehicle control) or 400 μM of Fragment 1, Fragment 3 or Fragment 5. Anti-BCL11A Western Blots demonstrate that 4T1 treatment has no effect on the levels of BCL11A (input) or in the recognition of BCL11A by an anti-BCL11A antibody (left panels). Conversely, anti-BCL11A Western Blots on CHD8 IP samples (right panels) demonstrates an interaction between CHD8 and BCL11A in the DMSO control, but not in the fragment treatment conditions, suggesting inhibition of the BCL11A-CHD8 interaction by these fragments in a cell-based format. (**D**) Percentage of 4T1 cells in G1, S and G2/M phase following treatment of fragments 1, 3 and 5 at 200 μM for 24 h, determined by flow cytometry. Data presented as median and range (*n* = 3 passages), G1 analysed by Kruskal–Wallis test, G2/M and S phase analysed by two-way ANOVA with post-hoc Dunnett’s test identifying a significant difference between treatment with DMSO and Fragment 3 (*p* = 0.0294). (**E**) Fold change in average colony size relative to day 0 size comparing human cell lines MCF-7 and MDA-MB-231 upon treatment of fragments 1, 3 and 5 at 200 μM. 3D colony assay images visualising the phenotypic changes in MCF-7 and MDA-MB-231 colony size. The scale bars represent 1000 μm (left panel) Fitted simple linear regressions to fold change in average colony size over time identifies global differences in MDA-MB-231 cells (*n* = 3 passages, F = 3.727, *p* = 0.0226), with no global difference in the slope (*n* = 3, F = 0.5817, *p* = 0.6319) or intercept (*n* = 3 passages, F = 0.5734, *p* = 0.6368) in MCF-7 cells (right panel). Source data are available online for this figure.

To confirm that this was the result of Bcl11a-Chd8 inhibition, we performed Co-IP experiments using 4T1 cells that had been grown in the presence of fragment 3 or fragment 5 for 24 h (Fig. 5C). As controls, cells were grown in the presence of DMSO only or with a fragment that showed no difference compared to DMSO, fragment 1. An anti-Bcl11a western blot on the 4T1 lysates demonstrated comparable levels of Bcl11a across the different treatments, demonstrating that short-term treatment did not affect Bcl11a expression or turnover. A subsequent Bcl11a IP also showed that the different treatments did not affect the ability of an anti-Bcl11a antibody to recognise Bcl11a. Conversely, when lysates were used in a Chd8 IP, Bcl11a was identified in the DMSO control but not in any of the fragment treatments, suggesting that all fragments identified as inhibitors in the original SPR assay (Fig. 4B) are also able to inhibit this interaction in a cell-based scenario.

To determine if the disruption of Bcl11a-Chd8 affects the proliferation kinetics of the cells, we performed EdU proliferation assays on 4T1 cells treated with the either fragment 1, 3, or 5 for 24 h (Fig. 5D). This analysis showed a marked reduction in the proportion of cells in S phase particularly for the cells treated with fragments 3 or 5, but not fragment 1 (Fig. 5D). This may suggest that the reduction in colony size observed in Fig. 5B can be attributed to perturbation of the BCL11A–CHD8 interaction, which is also supported by the RNAseq data which suggested that the BCL11A–CHD8 interaction is responsible for driving the expression of multiple cell-cycle and DNA synthesis pathways (Appendix Fig. S3, Dataset EV8 and 9). Based on the initial 4T1 fragment experiments, we then extended 3D colony assay testing into human cell lines using a subset of fragments (Fig. 5A,E; Appendix Fig. S9). To select cell lines for testing, anti-BCL11A and anti-CHD8 Western Blots were performed on a panel of mammary epithelial cells (Appendix Fig. S8). Based on this, the human TNBC cell line MDA-MB-231 was chosen due to strong expression of BCL11A and CHD8, and the luminal breast cancer cell line MCF-7 was selected as a control due to expression of CHD8 but no BCL11A expression. MCF-7 cells showed no difference in colony growth rate (*n* = 3, *F* = 0.5817, *p* = 0.6319) and the intercepts (*n* = 3, *F* = 0.5734, *p* = 0.6368) of the fold changes in colony size over time upon treatment, also seen phenotypically (Fig. 5E). Meanwhile, treatment of the human TNBC cell line (MDA-MB-231) resulted in a difference in colony growth rates across the treatment groups (*n* = 3, *F* = 3.727, *p* = 0.0226) (Fig. 5E), implicating their specific functionality within a TNBC context.

These findings highlight targeting of the BCL11A-CHD8 interaction as a potential new modality for the treatment of TNBC tumours and justifies further development of these fragments into compounds with higher affinity and higher potency.

## Discussion

In this study, we describe a novel TSPPI between the TNBC oncogene BCL11A and the chromatin remodeller CHD8 and showed that like BCL11A, CHD8 also plays a role in TNBC. Using multiomic approaches we have shown that these proteins have a co-dependent relationship in TNBC and that they co-bind and regulate the transcription of several genes associated with cell cycle and DNA repair processes. This reveals an additive oncogenic effect resulting from this novel TSPPI in TNBC. Through in silico fragment-based drug discovery, we identified and validated several chemical entities that bind BCL11A and prevent BCL11A-CHD8 complex formation in vitro.

Our approach in this study coupled the identification of BCL11A interactors through RIME with thorough TSPPI validation and initial drug discovery efforts. The discovery of this interaction opens the possibility of developing a first-in-class targeted TNBC therapy that disrupts the BCL11A-CHD8 complex, for which we have already identified putative lead fragments. However, it is important to note that further significant development of these fragments is needed before they can be used as lead drugs in future preclinical studies. Nonetheless, the fragments identified could be used as a basis for the development of new modalities such as PROteolysis TArgeting Chimera (PROTAC) molecules, which do not require inhibitive activity of target-specific molecules and instead simply require handles for further development. The ability to develop these molecules through multiple routes offers flexibility in future efforts to target BCL11A for therapy.

Importantly, the approach described here has broad applicability to other scenarios requiring the identification of PPIs in health or disease. The use of this approach towards targets traditionally considered as “undruggable” is particularly attractive, with the potential to identify new functional partners or PPIs that offer novel routes for therapeutic intervention. Another attractive application of this approach could involve targets that are expressed in multiple tissues naturally or pathologically. In this case, comparison of tissues or pathologies could aid in the identification of protein complexes that exist under certain circumstances. Some of these may also be suitable for therapeutic intervention.

In conclusion, we have reported a proof of principle approach for the identification and targeting of TSPPIs. In the future, we anticipate that this approach will be useful to greatly improve understanding of protein function and for the identification of disease associated PPIs that offer opportunities for therapeutic targeting.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
C57BL/6	The Jackson Laboratory	JAX 000664
Brca1f/f; p53+/-; Blg-Cre	The Jackson Laboratory	JAX 012620
MDA-MB-231	ATCC	HTB-26
4T1	ATCC	CRL-2539
Expi293F cells	ThermoFisher Scientific	A14527
MCF-7	ATCC	HTB-22
**Recombinant DNA**		
piggyBac transposon vector (PB-H1-shRNA-GFP)	System Biosciences	PBSI505A-1
pSF-CMV-Puro-COOH-TEV-Strep	Oxford Genetics	OG1132
pSF-CMV-Puro-NH2-STREP-TEV	Oxford Genetics	OG1131
**Antibodies**		
Anti-BCL11A antibody	Bethyl	A300-382A
Anti-rabbit IgG	Cell Signalling Technology	7074
Anti-BCL11A antibody	Abcam	ab191401
Anti-CHD8 antibody	Novus	NB100-60417
Anti-CHD8 antibody	Abcam	ab220402
Anti-CHD8 antibody	Bethyl	A301-225A-M
Anti-CHD1 antibody	Cell Signalling Technology	4351
Anti-CHD2 antibody	Cell Signalling Technology	4170
Anti-CHD3 antibody	Cell Signalling Technology	4241
Anti-CHD4 antibody	Cell Signalling Technology	11912
Anti-CHD7 antibody	Cell Signalling Technology	6505
Anti-alpha tubulin antibody	Abcam	ab7291
Anti-StrepTagII antibody	Abcam	ab76949
**Oligonucleotides and other sequence-based reagents**		
Sequences used for shRNA and qPCR primers can be found in the methods (shRNA – shRNA mediated knockdown of BCL11A or CHD8) and Table EV4 (qPCR primers)		
**Chemicals, Enzymes and other reagents**		
Dynabeads™ Protein G	Thermo Fisher Scientific	10004D
Transcriptor Reverse Transcriptase	Roche	3531252103
Reverse transcription system	Promega	A3500
GoTaq Real Time qPCR Master Mix	Promega	A6101
PowerUp SYBR Green Master Mix	Thermo Fisher Scientific	A25742
Qubit RNA HS Assay Kit	Thermo Fisher Scientific	Q32852
NEBNext Ultra II Directional RNA Library Prep Kit	New England Biolabs (NEB)	E7760
ERCC RNA Spike-In Mix	Thermo Fisher Scientific	4456740
QIAseq FastSelect RNA Removal Kit	Qiagen	333390
ThruPLEX DNA-seq Kit	Takara Bio	R400674
Nextera DNA library preparation kit	Illumina	FC-121-1031
StrepTactin XT 4-Flow resin	IBA Biosciences	2-5010-025
2 ml Pierce centrifuge columns	Thermo Fisher Scientific	89896
Vivaspin 20 30 K MWCO Centrifugal Concentrator	Sartorius	10506282
Slide-A-Lyzer 0.5 ml 10 K MWCO dialysis cassette	Thermo Fisher Scientific	66383
Sensor Chip C1, Series S	Cytiva (previously GE)	29104944
Sensor Chip CM5, Series S	Cytiva (previously GE)	29104988
**Software**		
Proteome Discoverer v1.3	Thermo Scientific	
Mascot search engine v2.3.0	Matrix Science	
Biacore T200 Evaluation Software	Cytiva	
FastQC v0.11.8	Babraham Bioinformatics	
multiQC v1.9	Seqera	
STAR v2.7.0a	Dobin et al, 2013	
featureCounts	Liao et al, 2014	
noisyR	Moutsopoulos et al, 2021	
bulkAnalyseR	Moutsopoulos et al, 2023	
edgeR	Robinson et al, 2010	
DESeq2	Love et al, 2014	
gProfiler2	Raudvere et al, 2019	
bowtie2 v2.4.2	Langmead and Salzberg, 2012	
macs2 v2.2.7.1	Zhang et al, 2008	
pyBigWig v0.3.17	Ramirez et al, 2016	
GOLD suite v5.3	CCDC, Cambridge	
ImageJ v1.54f	NIH	
FlowJo v10.10.0	FlowJo	
**Other**		
New Brunswick™ s41i CO_2_ Incubator Shaker	Eppendorf	
Bioruptor® Pico	Diagenode	
LTQ Velos-Orbitrap MS	Thermo Scientific	
Ultimate RSLCnano-LC system 34	Dionex	
Step-One Plus Real-Time PCR system	Thermo Fisher Scientific	
TapeStation D5000	Agilent Technologies	
HiSeq4000	Illumina	
Biacore T200	Cytiva	
Cell Sorter SH800	Sony	

### Cell line maintenance

EpH4 (Merck, SCC284), 4T1 (ATCC, CRL-2539), MDA-MB-231 (ATCC, HTB-26) and MCF-7 (gifted from the Carroll Lab, Cancer Research UK Cambride Institute (CRUK CI)), cell lines were grown in DMEM-F12 (Gibco, 21331-020), RPMI (Gibco, 52400-025) and DMEM (Gibco, 41965-039), respectively, supplemented with 10% foetal bovine serum, 1% Pen Strep (Gibco), and maintained at 37 °C and 5% CO_2_. Cells were passaged at near confluency using split ratios of 1:4, 1:10 and 1:6, respectively. Expi293F (Thermo, A14527) cells were used for recombinant protein expression and were cultured in Expi293F expression media (Thermo, A1435101) at 37 °C, 8% CO_2_ and 125 rpm. Expi293F were cultured to densities of 3–5 × 10^6^ and were then counted, assessed for viability, and subcultured to densities of 3–5 × 10^5^.

### Rapid immunoprecipitation and mass spectrometry of endogenous proteins (RIME)

The RIME experiment using cells and tissue was conducted as published previously (Mohammed et al, 2016, 2013). Briefly, TNBC cells (1 × 10^7^) were grown in their respective complete media. The media was then removed and replaced with media containing 1% formaldehyde (Fisher Scientific, 28906) and cross-linked for 8 min. Cross-linking was quenched by replacing the formaldehyde with 0.2 M Glycine in PBS. The cells were washed twice with ice-cold PBS and harvested in PBS containing 1x protease inhibitors (Roche). For processing PDX tissue, the sample was first chopped into fine pieces and then cross-linked for 20 min in 20 ml of solution A (1% formaldehyde, 50 mM Hepes-KOH, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA in PBS). Cross-linking was quenched by adding 1/20 volume of 2.5 M Glycine. The tissue was then centrifuged at 2000 × *g* for 5 min and resuspended in cold PBS. The sample was then homogenised using a douncer and resuspended in cold PBS. The resulting pellet after another centrifugation was then used for steps below.

Primary B-cells derived from C57BL/6 mice were processed in an identical manner and were prepared as previously described (Yu et al, 2012). Briefly, cells from bone marrow (femoral bone), spleen, thymus and lymph node were mechanically dissociated, and the red blood cells removed using ACK lysis buffer (Lonza). B-cells were sorted from the population as previously described and were cultured in MethoCult M3630 (Stem Cell Technologies), according to the manufacturer’s instructions, at 37 °C with 5% CO_2_. As described above, 1 × 10^7^ cells were then used for RIME.

The nuclear fraction was extracted by first resuspending the pellet in 10 ml of LB1 buffer (50 mM HEPES-KOH [pH 7.5], 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40 or Igepal CA-630, and 0.25% Triton X-100) for 10 min at 4 °C. Cells were then pelleted by centrifugation at 2000 × *g* for 5 min at 4 °C. The supernatant was discarded, and the pellet was resuspended in 10 ml of LB2 buffer (10 mM Tris-HCL [pH 8.0], 200 mM NaCl, 1 mM EDTA, and 0.5 mM EGTA) and mixed at 4 °C for 5 min. Cells were again centrifuged at 2000 × *g* for 5 min at 4 °C. The supernatant was discarded, and the pellet resuspended in 300 μl of LB3 buffer (10 mM Tris-HCl [pH 8], 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-deoxycholate, and 0.5% N-lauroylsarcosine) and sonicated in a waterbath sonicator at 4 °C using a 30 s on/off cycle for 10 min (Diagenode Pico Bioruptor). After sonication, 30 μl of 10% Triton X-100 was added and the lysate clarified by centrifugation at 20,000 × *g* for 10 min at 4 °C. The supernatant was kept and used as the input for the RIME.

To set up magnetic beads for IP, 100 μl bead suspension was added into each required Eppendorf tube and the tubes were placed into a magnetic rack. The storage buffer was removed, and the beads resuspended in 1 ml PBS supplemented with 5 mg/ml BSA to wash and block the beads. Tubes were again placed on the rack and the supernatant removed. This process was repeated three times for a total of four washes. Beads were then suspended in 500 μl PBS/BSA + 10 μg relevant antibody and were mixed gently overnight on a rotator set to 20 rpm at 4 °C. The BCL11A antibody (A300-382A, Bethyl) was used for the experiments and as controls, an IgG antibody (anti-rabbit IgG 7074, CST).

The supernatant generated from cell lysis was then incubated with the 100 μl of magnetic beads (PureProteome Protein G, Sigma LSKMAGG02) prebound with 10 μg antibody, and immunoprecipitation (IP) was conducted overnight at 4 °C. The beads were washed ten times in 1 ml of RIPA buffer and twice in 100 mM ammonium hydrogen carbonate (AMBIC) solution. After the second AMBIC wash, the beads were transferred to new tubes and AMBIC removed. The beads were stored at −20 °C until ready for tryptic digestion.

Tryptic digestion of bead-bound protein was performed by adding 10 μl of trypsin (10 μg/ml in 100 mM NH_4_HCO_3_) directly onto the washed beads. After a brief vortex to resuspend the beads, they were incubated at 37 °C overnight. The tubes were placed on a magnet to separate the beads from the tryptic digest and the supernatant was removed. Supernatant was then placed into formic acid to give a final concentration of 5%. Digested peptide mixtures were diluted typically 1:10 with loading buffer (0.1% formic acid/2% acetonitrile/water), and 2–5 µl aliquots of the diluted peptide mixture was analysed by nano-LC-MS/MS.

Mass spectrometry (MS) was performed using an LTQ Velos-Orbitrap MS (Thermo Scientific) coupled to an Ultimate RSLCnano-LC system 34 (Dionex). Optimal separation conditions resulting in maximal peptide coverage were achieved using an Acclaim PepMap 100 column (C18, 3 μm, 100 Å) (Dionex) with an internal diameter of 75 μm and capillary length of 25 cm. A flow rate of 350 nl/min was used with a solvent gradient of 5% B to 50% B in 120 min. Solvent A was 0.1% (v/v) formic acid in water, whereas the composition of solvent B was 80% (v/v) acetonitrile in 0.1% (v/v) formic acid. The mass spectrometer was operated in positive ion mode using an N^th^ order double play method to automatically switch between Orbitrap-MS and LTQ Velos-MS/MS acquisition. Survey full-scan MS spectra (from 400 to 1800 *m*/*z*) were acquired in the Orbitrap with resolution (R) 60,000 at 400 *m*/*z* (after accumulation to a target of 1,000,000 charges in the LTQ). The method used allowed sequential isolation of the 20 most intense ions for fragmentation in the linear ion trap, depending on signal intensity, using CID at a target value of 5000 charges. For accurate mass measurements, the lock mass option was enabled in MS mode, and the 445.120025 ion was used for internal recalibration during the analysis. Target ions already selected for MS/MS were dynamically excluded for 60 s. General MS conditions were electrospray voltage, 1.56 kV with no sheath or auxiliary gas flow, an ion selection threshold of 1000 counts for MS/MS, an activation Q value of 0.25, activation time of 10 ms, capillary temperature of 250 °C, and an S-Lens RF level of 60% were also applied. Charge state screening was enabled, and precursors with unknown charge state or a charge state of 1 were excluded.

Raw MS data files were processed using Proteome Discoverer v.1.3 (Thermo Scientific). Processed files were searched against the SwissProt human database 35 using the Mascot search engine version 2.3.0. Searches were done with tryptic specificity allowing up to one miscleavage and a tolerance on mass measurement of 10 ppm in MS mode and 0.6 Da for MS/MS ions. Structure modifications allowed were oxidized methionine, and deamidation of asparagine and glutamine residues, which were searched as variable modifications. Using a reversed decoy database, false discovery rate (FDR) was less than 1%.

Detailed results including protein accession number, gene description, mascot score, coverage, and unique peptides have been included in Dataset EV1–6. For cumulative Mascot score word cloud analysis, we first subtracted proteins from the BCL11A IP list that were also present in the IgG IP list, thereby removing any non-specific proteins. Subsequently, proteins with a minimum of one unique peptide were included and the cumulative mascot score was calculated. The word cloud represents each protein and the size representative to the mascot score. This analysis was performed on two independent B-cell runs and seven independent TNBC cell line or PDX tissue runs.

### Western blotting

Cells were lysed using RIPA (Cell Signalling) and 1x protease inhibitors (Roche) as per manufacturer instructions. For tissue lysis, mammary or tumour tissue was pulverised using a mortar and pestle in liquid nitrogen. The pulverised sample was dissolved in RIPA after which the sample was passed through a 25 G needle. Total protein was measured using the bicinchoninic acid (BCA) method (Pierce Biotechnology). In total, 50 µg cell lysate was separated using 7.5% SDS-PAGE gels and transferred to PVDF membranes (Amersham) by electro-blotting. Membranes were blocked in 5% (w/v) skimmed milk powder in Tris-buffered saline (20 mM Tris, 150 mM NaCl, pH 7.6) containing 0.1% Tween-20 (TBST). Blots were then incubated at 4 °C overnight with primary antibodies as indicated, washed 3x for 5 min in TBST and were subsequently probed with secondary antibodies for 1 h at room temperature. Membranes were then washed again 5x for 5 min in TBST. After removal of wash buffer, ECL solution (Amersham) was then added to the membrane and chemiluminescence analysed. Antibodies used were, anti-BCL11A (ab191401, Abcam, 1:3000), anti-CHD8 (NB100-60417, Novus, 1:10,000; or ab220402, abcam 1:1000), anti-CHD1 (4351, CST, 1:1000), anti-CHD2 (4170, CST, 1:1000), anti-CHD3 (4241, CST, 1:1000), anti-CHD4 (11912, CST, 1:1000), CHD7 (6505, CST, 1:1000) and anti-alpha-Tubulin (ab7291, Abcam, 1:10,000). Side-by-side comparisons of the cropped Western Blot figures presented in the main paper figures alongside the original X-ray films they are derived from can be found in Source data files.

### Co-immunoprecipitation

Cells were lysed using RIPA (Cell Signalling) and 1x protease inhibitors (Roche) as per the manufacturer’s instructions. Total protein was measured using the BCA method as described above (Pierce Biotechnology). Briefly, 500 µg cell lysates were added to 50 μl Dynabeads Protein G (Thermo Fisher Scientific) and were pre-cleared for 3 h at 4 °C to remove non-specific binding. Pre-cleared lysates were then incubated with anti-BCL11A (Bethyl, A300-382A), anti-CHD8 (NB100-60417, Novus) or control IgG (anti-rabbit IgG 7074, CST) at 4 °C overnight. The following day, 50 µl of Dynabeads Protein G were added to each sample. After 3 h, the beads were washed three times with RIPA buffer, and were analysed by Western Blot as described above. For fragment CoIP experiments, the protocol above was followed after cells had been treated with 400 μM of each fragment in a final concentration of 1% DMSO for 24 h. A 1% DMSO condition was used as a vehicle control.

### Mouse experiments

Brca1f/f; p53+/-; Blg-Cre (JAX 012620) mice were used for the study of TNBC tumours. Animals were monitored for tumour growth and tumour volume was measured every 48–72 h using calipers. All tumours were collected, processed, and stored in an identical manner. Briefly, tumours that exceeded 1.2 cm^2^ were excised from humanely killed mice and were snap frozen on dry ice for isolation of protein and RNA. Tumours were only observed in the mammary epithelium in the Brca1f/f; p53+/-;Blg-Cre mice.

The oestrus cycle stage of nulliparous animals was determined by vaginal smears. All mice were housed in individually ventilated cages under a 12:12 h light–dark cycle, with water and food available *ad libitum* and were euthanized by terminal anaesthesia. All experimental animal work was performed in accordance to the Animals (Scientific Procedures) Act 1986, UK and approved by the Ethics Committee at the Sanger Institute.

### Patient-derived xenografts (PDX)

Material from the previously described BioBank of PDXs was used in this study (Bruna et al, 2016) (see Table EV2 and EV3). Protein and RNA was provided by the BioBank and processed for western blot or qPCR as above.

### Preparation of RNA

RNA was extracted using the RNeasy mini kit (Qiagen), according to the manufacturer’s instructions. For cell lines, T25 flasks were first washed with cold PBS, and 350 µl of buffer RLT was added. Cells were then scraped and passed through a 20 G syringe five times. For RNA preparation from sorted cells, cells were spun down and resuspended in buffer RLT, and RNA was extracted using the RNeasy mini kit (Qiagen) according to the manufacturer’s instructions. For tissue lysis, mammary or tumour tissue was pulverised using a mortar and pestle under liquid nitrogen. The pulverised sample was dissolved in Trizol (Thermo Fisher Scientific) and purified using the RNeasy mini kit (Qiagen). For all preparations, DNA was degraded by adding 20U RNase-free DNaseI (Roche) for 30 min at room temperature. DNaseI treatment was performed on column. RNA was quantified by nanodrop (Thermo).

### Preparation of cDNA and qRT-PCR

1 µg of total RNA was diluted to a final volume of 11 µl in RNase-free H_2_O. 2 µl of random primers (Promega) were then added after which the mixture was incubated at 65 °C for 5 min. A master mix containing Transcriptor Reverse Transcriptase (Roche), Reverse Transcriptase buffer, 2 mM dNTP mix and RNasin Ribonuclease Inhibitors (Promega) was added to each sample. This mixture was incubated at 25 °C for 10 min, then 42 °C for 40 min and finally 70 °C for 10 min. The resulting cDNA was then diluted 1:2.5 in H_2_O for subsequent use. qPCR was performed using a Step-One Plus Real-Time PCR System (Thermofisher Scientific). Either Taqman (ThermoFisher Scientific) probes with GoTaq Real Time qPCR Master Mix (Promega) or primers (Sigma) with PowerUp SYBR Green Master Mix (ThermoFisher Scientific) were used. Enrichment was normalised with control mRNA levels of *GAPDH* and relative mRNA levels were calculated using the ΔΔCt method comparing to control group. For the list of primers and probes see Table EV4. For statistical analysis of mRNA expression, an ordinary one-way ANOVA with a Dunnett multiple comparison correction was used. Means of each test condition were compared to the mean of the control condition. *P* values reported are *p < 0.05; **p < 0.01; ***p < 0.001 and ****p < 0.0001.

### shrna-mediated knockdown of BCL11A or CHD8

*BCL11A* shRNA sequences (TRCN0000033449 and TRCN0000033453), h*CHD8* (TRCN0000367896 and TRCN0000360109) and m*Chd8* (TRCN0000217316 and TRCN0000241054) were obtained from TRC consortium and cloned into a piggyBac transposon vector (PB-H1-shRNA-GFP) as described previously (Khaled et al, 2015). MDA-MB-231 and 4T1 cells grown in 25 cm^2^ tissue culture flasks were transfected with 4 µg of respective vector using Lipofectamine 3000 or Lipofectamine LTX (Invitrogen). Cells were treated with G418 (400 µg/mL) (Gibco) for 5 days after which GFP^+^ cells were sorted and cultured. Knockdown was confirmed by Western Blotting and qPCR as described above.

### 3D colony assays

To investigate the effect of *Chd8* knockdown on 4T1 colony formation, 500 control 4T1 cells or 500 CHD8 knockdown 4T1 cells were resuspended in matrigel (BD Biosciences) and were seeded into a 6-well plate. The plate was then incubated for 15 min at 37 °C to allow hardening of suspension. Growth media was added to the well and changed every 2–3 days for 20 days. All experiments were performed in triplicates. For statistical analysis of colony number per 500 cells seeded, an ordinary one-way ANOVA with a Dunnett multiple comparison correction was used. Means of each test condition were compared to the mean of the control condition. *P* values reported are *p < 0.05; **p < 0.01; ***p < 0.001 and ****p < 0.0001.

### Xenograft transplantation assays

500,000 4T1 cells were suspended in 25% matrigel (BD Biosciences) and HBSS. This mixture was subcutaneously injected in 6–12-week-old NSG mice. Animals were monitored for tumour growth and tumour volume was measured every 48–72 h using calipers. Cells were allowed to grow in the animals for a maximum 9 weeks (63 days) post injection or until the tumour reached a maximum allowed area of 1.2 cm^2^. Importantly the experiment was double blind—cells were assigned random names by one experimenter who handed them over to a second experimenter who then injected the animals and tumours were measured by an animal technician who was unaware of the identity of the lines. For statistical analysis of xenograft tumour sizes, an ordinary one-way ANOVA with a Dunnett multiple comparison correction was used. Means of each test condition were compared to the mean of the control condition. *P* values reported are *p < 0.05; **p < 0.01; ***p < 0.001 and ****p < 0.0001.

### Generation of multiOMIC dataset

#### RNAseq

RNA was submitted for library preparation by the Wellcome-MRC Cambridge Stem Cell Institute. Initial QC was performed using Qubit RNA HS Assay Kit (Thermo Fisher Scientific) and TapeStation Analysis software (Agilent Technologies). 1000 ng RNA was used for library preparation using the NEBNext Ultra II Directional RNA Library Prep Kit (NEB), ERCC spike-ins, and the QIAseq FastSelect RNA Removal Kit (Qiagen). Libraries were subsequently measured using the Qubit system and visualized on a TapeStation D5000. Sequencing was performed as one lane of PE150 using the HiSeq4000 at the CRUK-CI Genomics Core.

#### ChIPseq

ChIP-Seq experiments were performed as previously described (Schmidt et al, 2009). Antibodies used were BCL11A (Bethyl, A300-382A and Abcam ab191401) and CHD8 (Novus NB100-60417 and Bethyl A301-225A-M). Briefly, 2 × 15 cm plates per cell line were formaldehyde cross-linked, the nuclear fraction isolated and chromatin sonicated using Bioruptor Pico (Diagenode). IP was performed using 100 μl of Dynabeads Protein G (Thermo Fisher Scientific) and 10 μg of antibody. The samples were then reverse cross-linked and DNA was eluted using Qiagen MinElute column. Samples were then processed for library prep and sequencing. ChIP-Seq libraries were prepared using the ThruPLEX DNA-seq Kit. The pool was run as a PE150 run type on one lane of a HiSeq4000.

#### ATACseq

ATACseq assay were performed using Illumina kits. Briefly, a homogenous cell pellet was lysed and resuspended in a transposition mix. The samples were then incubated at 37 °C for 30 min and then purified using the Qiagen MinElute PCR Purification Kit. Eluted sample were then processed for library prep and sequencing. Libraries were prepared using the PCR steps (12 cycles) in the Illumina Nextera DNA library preparation kit. The pool was run as a PE150 run type on one lane of a HiSeq4000.

### Production and purification of recombinant proteins

For this study, full-length human versions of CHD8, BCL11A and BCL11B, as well as truncated versions of CHD8 and BCL11A, were recombinantly produced and purified for use in binding assays. Genes encoding for full-length *CHD8, BCL11A* and *BCL11B* were first sub-cloned from existing plasmids into the pSF-CMV-Puro-COOH-TEV-Strep plasmid (Oxford Genetics, OG1132) by InFusion cloning (Clontech), following the manufacturer’s instructions. Truncated variants were instead cloned into the OG1132 vector by restriction digest and ligation cloning using T4 DNA ligase (NEB).

Sequence-verified plasmids were then transiently transfected into Expi293F cells (Thermo Fisher Scientific) using transfection grade linear polyethylenimine hydrochloride (MW 40000) (PEI MAX, Fisher Scientific, NC1038561). To form PEI:DNA complexes, 37.5 μg plasmid and 150 μg PEI MAX were separately diluted to 1.25 ml in Expi293F expression media. Diluted plasmid and PEI solutions were then mixed and complexes allowed to form for 30 min at room temperature. Complexes were then added dropwise to 22.5 ml of 3–5 × 10^6^ Expi293F cells. The following day, an additional 25 ml of Expi293 expression medium was added. Cells were allowed to express protein for a total of 48 h and were subsequently collected by centrifugation at 500 × *g* for 5 min. Supernatant was removed and cell pellets were washed 3x with 25 ml sterile ice-cold PBS by centrifugation at 500 × *g* for 5 min. After the final wash, pellets were snap frozen and stored at −80 °C until use.

For purification, each 50 ml cell pellet derived from the above protocol was lysed in 10 ml lysis buffer (100 mM Tris, 0.5 M NaCl, 1% NP-40 [IGEPAL CA-630], 1% sodium deoxycholate, 0.5 M Arginine hydrochloride, 25 U/ml Benzonase nuclease, 1x cOmplete protease inhibitor, pH adjusted to 8 using concentrated HCl). Cells were first resuspended in lysis buffer by vortexing and were then drawn through a blunted 21 g needle 8x. Lysate was incubated on ice for 45 min and was then clarified by centrifugation at 15,000 × *g* for 15 min at 4 °C. Supernatant was decanted into a clean tube and was centrifuged again at 15,000 × *g* for 15 min at 4 × *g*. Supernatant was then decanted into a clean tube and stored on ice until ready for use.

StrepTactin XT 4-Flow resin (IBA Biosciences, 2-5010-025) was used for protein purification. For each lysed 50 ml cell pellet, 5x 1 ml gravity flow columns containing StrepTactin XT 4-Flow resin were constructed using 2 ml Pierce centrifuge columns (Thermo, 89896). Columns were constructed and stored at 4 °C. Columns were used in gravity flow format such that buffer was added gently to the top of the resin bed, taking care not to disturb the resin, and columns were allowed to empty by gravity flow. Each column was first equilibrated with 3x 2 ml washes using wash buffer (100 mM Tris, 0.5 M NaCl, 0.5 M Arginine hydrochloride, 0.05% Tween 20, pH 8). The 10 ml lysate was then split equally over 5 columns (i.e. 2 ml/column) and allowed to empty by gravity flow. The lysate was reapplied once more and similarly allowed to empty by gravity flow. Columns were then washed with consecutive rounds of 2 ml wash buffer until the absorbance of the wash at 280 nm was consistently <0.01, as measured by nanodrop (Thermo). Protein was then eluted in 6 fractions of 0.5 ml with elution buffer (100 mM Tris, 0.5 M NaCl, 0.5 M Arginine hydrochloride, 0.05% Tween 20, 50 mM Biotin, pH 8). Columns were regenerated with 5x 2 ml washes of freshly prepared 10 mM NaOH and were then requilibrated with 3x 2 ml washes using wash buffer. Columns were then subsequently stored in wash buffer until next use.

All fractions from the 5 columns were combined (15 ml total) and were concentrated using a Vivaspin 20 30 K MWCO centrifugal concentrator (Sartorius) at 2000 × *g* and 4 °C. The sample was mixed by pipetting every 10 min and samples were concentrated until they were <0.5 ml in volume. Sample was then recovered from the concentrator and added into a Slide-A-Lyzer 0.5 ml 10 K MWCO dialysis cassette (Thermo, 66383) that had been pre-wetted following the manufacturer’s instructions in HBS-P+ buffer (10 mM HEPES, 150 mM NaCl, 0.05% Tween 20, pH 7.4). Proteins were then dialysed against HBS-P+ overnight with gentle stirring at 4 °C, with a single complete buffer change after 2 h. Volume of dialysis buffer was 500x that of the sample. The following day samples were recovered from the dialysis cassette and their absorbance at 280 nm measured versus dialysis buffer to estimate protein concentration. Proteins were then aliquoted, snap frozen in LN2 and stored at –80 °C until use. Data used to generate SPR figures can be found in Dataset EV15–21 and Table EV6.

### Surface plasmon resonance (SPR) analysis of the BCL11A-CHD8 interaction

All SPR experiments were performed using a Biacore T200 instrument (Cytiva). For analysis of the BCL11A-CHD8 interaction, a new sensor chip C1 (Cytiva, 29104944) was docked into the instrument and the system primed with HBS-P+ buffer (10 mM HEPES, 150 mM NaCl, 0.05% Tween 20, pH 7.4). The chip was then conditioned with 2× 1-min injections of conditioning solution (0.1 M Glycine-NaOH, 0.3% Triton X-100, pH 12), and the system was again primed in HBS-P+.

Immobilisation of CHD8 to the chip surface was performed in a manual run, using parameters flowpath 1,2; flow rate 10 μl/min and no reference subtraction. The surface was then activated with a 420 s injection of a N-hydroxysuccinimide(NHS)/1-ethyl-3 (3-dimethylaminopropyl) carbodiimide hydrochloride (EDC) mixture (NHS/EDC), in which stock solutions of 11.5 mg/ml NHS and 75 mg/ml EDC were mixed in equal volumes immediately before use. After activation, the flow path was changed to 1 and a 50 μg/ml dilution of BSA resuspended in 10 mM sodium acetate pH 4 was injected for 20 min. The flow path was then changed to 2 and a 1/10 dilution of 0.35 mg/ml CHD8 in 10 mM sodium acetate pH 4 was injected for 20 min. The flow path was then changed to 1,2 and the surface inactivated with a 420 s of 1 M Ethanolamine hydrochloride-NaOH pH 8.5, giving final immobilisation levels of 760RU and 1585RU, respectively.

Interaction analysis was performed using multi-cycle kinetics (MCK). Data was collected at a rate of 10 Hz using multi detection, with a sample compartment temperature of 4 °C, an analysis temperature of 25 °C, a flow rate of 30 μl/min and HBS-P+ as the running buffer. 10 startup cycles were used to allow for baseline stabilisation, which comprised 10 cycles of a 600 s injection of buffer followed by a 300 s dissociation time and a 60 s injection of regeneration buffer (10 mM NaOH). BCL11A was then injected in a 1:3 serial dilution series of increasing concentration, ranging from 2.62 nM to 5737.5 nM, and included a zero-concentration injection (0 nM, buffer only). Sample cycles consisted of a 600 s association phase, a 300 s dissociation phase, and a 60 s regeneration phase. The BSA-coupled flow cell was used as a reference, and zero-concentration controls were used for double referencing. All analysis was carried out using BIAcore T200 evaluation software v1.0. Steady-state affinity models were then fitted to reference subtracted sensorgrams to calculate steady-state K_D_ values. Data used to generate SPR figures can be found in Dataset EV15–21 and Table EV6.

### SPR analysis of truncated BCL11A and CHD8 variants

For analysis of the truncated BCL11A and CHD8 variants, two series S CM5 sensor chips were constructed—one for testing of truncated CHD8 variants, and one for testing of truncated BCL11A variants. Both chips were constructed in an identical fashion as follows: a new CM5 chip was first docked into the instrument and primed in HBS-P+. Immobilisation was performed in manual run using parameters flow rate 10 μl/min; flow path 1,2,3,4; reference subtraction none. All surfaces were activated with a 420 s injection of NHS/EDC as described above. The flow path was changed to 2 and a 1/10 dilution of 0.19 mg/ml BCL11A in 10 mM sodium acetate pH 4.5 was injected for 930 s. The flow path was then changed to 3 and a 1/10 dilution of 0.34 mg/ml CHD8 was injected for 360 s. The flow path was then changed to 1,2,3,4 and the surface inactivated with a 420 s of 1 M Ethanolamine hydrochloride-NaOH pH 8.5. This gave final immobilisation levels of 5688RU and 5633RU for chip 1, respectively, and levels of 6048RU and 6146RU for chip 2, respectively.

CHD8 fragments were then analysed using chip 1, and BCL11A fragments using chip 2, in a multi-cycle kinetics format. Data was collected at a rate of 10 Hz using multi detection, with a sample compartment temperature of 4 °C, an analysis temperature of 25 °C, a flow rate of 30 μl/min and HBS-P+ as the running buffer. 10 startup cycles were used to allow for baseline stabilisation, which comprised 10 cycles of a 180 s injection of buffer followed by a 180 s dissociation time. Fragments were then injected at a single concentration as described in Table EV5 which comprised a neat injection of each purified protein. Cycles consisted of a 180 s association phase, a 180 s dissociation phase and a 60 s regeneration of 10 mM NaOH. A blank amine-coupled flow cell was used as a reference, and zero-concentration controls were used for double referencing. All analysis was carried out using BIAcore T200 evaluation software v1.0. Steady-state affinity models were then fitted to reference subtracted sensorgrams to calculate steady-state K_D_ values. Data used to generate SPR figures can be found in Dataset EV15–21 and Table EV6.

### SPR screening of in silico fragment hits

Fragments were purchased from Vitas-M Laboratory as powders and were resuspended to 20 mM in 100% DMSO. SPR was performed using a Biacore T200 instrument (Cytiva). For initial screening of the 8 purchased fragments, a new sensor chip CM5 (Cytiva, BR100399) was docked, and the instrument was primed in HBS-P+ buffer. Immobilisation of BCL11A to the chip surface was performed in a manual run, using parameters flowpath 1,2; flow rate 10 μl/min and no reference subtraction. The surface was then activated with a 420 s injection of NHS/EDC, as described above. After activation, the flow path was changed to 2 and a 1/10 dilution of 0.39 mg/ml BCL11A diluted in 10 mM sodium acetate pH 4 was injected for 1000 s. The flow path was then changed to 1,2 and the surfaces inactivated with a 420 s injection of ethanolamine, as described above, giving a final immobilisation level of 13000RU.

Fragments were then screened at a single high concentration in a multi-cycle kinetics format. Data was collected at a rate of 10 Hz using multi detection, with a sample compartment temperature of 25 °C, an analysis temperature of 25 °C, a flow rate of 30 μl/min and HBS-P+ with 2% DMSO as the running buffer. 10 startup cycles were used to allow for baseline stabilisation, which comprised 10 cycles of a 120 s injection of buffer followed by a 120 s dissociation time. Fragments were then injected at a concentration of 400 μM (diluted in HBS-P+ with 2% DMSO) and were injected for an association phase of 120 s and a dissociation phase of 120 s. No regeneration was performed. A blank amine-coupled flow cell was used as a reference, and zero-concentration controls were used for double referencing.

A follow-up 1:2 concentration series was then performed, ranging from 6.25 μM to 400 μM. For this follow-up experiment, a new series S CM5 sensor chip was docked into the instrument and primed in HBS-P+. Immobilisation was performed in manual run using parameters flow rate 10 μl/min, flow path 1,2,3,4; no reference subtraction. All surfaces were activated with a 420 s injection of NHS/EDC, as previously described, and the flow path was then changed to 2. A 1/10 dilution of 0.41 mg/ml BCL11A in 10 mM sodium acetate pH 4 was injected for 900 s. The flow path was then changed to 3 and a 1/20 injection of 0.70 mg/ml BCL11B was injected for 900 s. The flow path was then changed to 1,2,3,4 and the surfaces inactivated with a 420 s injection of ethanolamine, as described above, giving a final immobilisation level of 10265RU and 10747RU, respectively.

Fragments were then screened in a multi-cycle kinetics format. Data was collected at a rate of 10 Hz using multi detection, with a sample compartment temperature of 25 °C, an analysis temperature of 25 °C, a flow rate of 30 μl/min and HBS-P+ with 2% DMSO as the running buffer. Ten startup cycles were used to allow for baseline stabilisation, which comprised 10 cycles of a 300 s injection of buffer followed by a 300 s dissociation time. Fragments were then injected in a 1:2 dilution series ranging from 6.25 μM to 400 μM. Cycles comprised a 300 s association phase, a 300 s dissociation phase and a 30 s regeneration phase using 10 mM NaOH. A blank amine-coupled flow cell was used as a reference, and zero-concentration controls were used for double referencing. All analysis was carried out using BIAcore T200 evaluation software v1.0. Steady-state affinity models were then fitted to reference subtracted sensorgrams to calculate steady-state K_D_ values. Data used to generate SPR figures can be found in Dataset EV15–21 and Table EV6.

### SPR fragment inhibition assay

SPR was performed using a Biacore T200 instrument (Cytiva). The chip constructed in the “SPR analysis of the BCL11A-CHD8 interaction” section was used for this experiment. The chip was docked into the instrument and the system primed with HBS-P+ with 2% DMSO. Activity of the chip was confirmed by injection of 216 nM BCL11A, which gave a response of 213RU in Fc2-1. A single concentration of BCL11A was chosen for injection based on this response (54 nM, 1/80 dilution of 0.41 mg/ml BCL11A, to give a response of 100RU) and was injected either in the presence (400 μM of each) or absence of fragments. Fragments were added to BCL11A to give these final dilutions and were incubated at room temperature for 30 min.

BCL11A+/− fragments was then injected in an MCK format. Data was collected at a rate of 10 Hz using multi detection, with a sample compartment temperature of 25 °C, an analysis temperature of 25 °C, a flow rate of 30 μl/min and HBS-P+ with 2% DMSO as the running buffer. 10 startup cycles were used to allow for baseline stabilisation, which comprised 10 cycles of a 120 s injection of buffer followed by a 120 s dissociation time and a 60 s regeneration injection (20 mM NaOH). Samples were then injected with a 120 s association phase, a 120 s dissociation phase and a 60 s regeneration phase using 20 mM NaOH. A BSA-coupled flow cell was used as a reference, and zero-concentration controls were used for double referencing. All analysis was carried out using BIAcore T200 evaluation software v1.0. Steady-state affinity models were then fitted to reference subtracted sensorgrams to calculate steady-state K_D_ values. Data used to generate SPR figures can be found in Dataset EV15–21 and Table EV6.

### Analysis of multi-OMICS data

#### RNAseq

Initial quality control was performed on the raw FASTQ files using FastQC v0.11.8 and summarised using multiQC, version 1.9. To limit technical variation due to uneven sequencing depths, we subsampled, without replacement, raw samples with sequencing depth >40 M to 40 M reads (Mohorianu et al, 2017) resulting range of sequencing depths: 37.0 M to 40.0 M reads. The samples were aligned to the *M. musculus* genome [Ensemble 100.38] using STAR 2.7.0a (paired-end mode) (Dobin et al, 2013). Quantification was performed using featureCounts (Liao et al, 2014). The noise level across samples was assessed using noisyR (Moutsopoulos et al, 2021), applied to the count matrix, which was subsequently normalised using quantile normalisation (Bolstad et al, 2003). The visualisation and community-accessible overview were compiled using bulkAnalyseR (Moutsopoulos et al, 2023). Differential expression analyses were performed using edgeR (Robinson et al, 2010) and DESeq2 (Love et al, 2014); the enrichment analysis was performed using gprofiler2 (Raudvere et al, 2019) with all genes expressed above the signal/noise threshold as the background, all using Benjamini-Hochberg multiple testing correction. Geneset Enrichment Analysis (GSEA) was performed using the g:GOSt functional profiling function of g:Profiler using all default options and the organism set to Mus musculus (mouse).

#### ChIPseq

Initial quality control was performed on the raw FASTQ files using FastQC v0.11.8 and summarised using multiQC, version 1.9. To exclude high adaptor contamination, across all samples (determined using string pattern matching), the sequences were trimmed to 100 nt. To limit technical variation due to uneven sequencing depths we subsampled (without replacement) all samples, except the input 7c, to 50 M reads (Mohorianu et al, 2017). The samples were aligned to the *M. musculus* genome [Ensemble 100.38] using bowtie2 v2.4.2 (paired-end, local mode default parameters) (Langmead and Salzberg, 2012); next, narrow peaks were called using macs2 2.2.7.1 (Zhang et al, 2008) using the input 7c sample as control. Next, the coordinates of peaks found in at least one of the 6 samples were summarised (peaks matched if the midpoint of one peak fell within the span of the other peak). Using pyBigWig 0.3.17 (Ramirez et al, 2016), the corresponding amplitudes for these peaks were calculated (and scaled on the read length). An empirically determined signal/noise threshold of 20 was applied (Mohorianu et al, 2011). The peak expressions were scaled based on the mode expression of the corresponding control sample (control BCL11A IP or control CHD8 IP) to ensure comparable distributions across samples. To integrate with the mRNAseq analysis, we annotated/paired peaks with genes located within 5 kb flanking regions of the peaks. The visualisation and community-accessible overview were compiled using bulkAnalyseR (Moutsopoulos et al, 2023). Disappearing peaks in KDs compared to the corresponding control samples (e.g. CHD8 KD CHD8 IP vs control CHD8 IP) were identified using the log_2_FC threshold of 0.5. Disappearing peaks were then annotated by whether they coincided with exons, introns, promoter regions (defined as 2 kb region upstream from the TSS of a protein-coding gene), 3’ and 5’ UTRs, enhancers (obtained from Enhancer Atlas (Gao et al, 2016)), CpG islands (obtained from UCSC), transcription factor binding sites (obtained from JASPAR 2022 (Castro-Mondragon et al, 2022)) and CTCF sites (obtained from ENCODE (Consortium, 2012; Luo et al, 2020)); we focused on annotations where at least 50% of the peak overlapped with the feature. Motif analysis was performed for the disappearing peaks, identifying 6nt motifs and comparing them against all peaks and against regions upstream from genes as backgrounds. Fisher exact tests were focused on motif frequencies for the disappearing peak sets vs background sets; the motifs were labelled by significance level. Significant motifs (*p*-value < 0.05) were then matched against known TF motifs using TOMTOM (Gupta et al, 2007). A heatmap was created showing 2 kb upstream and downstream from the centre of disappearing peaks using deepTools (Ramirez et al, 2016), where samples were scaled so that the control samples in each case summed to the same abundance, for comparability.

#### ATACseq

Initial quality control was performed on the raw FASTQ files using FastQC v0.11.8 and summarised using multiqc, version 1.9. To exclude high adaptor contamination from position 40 onwards we trimmed the reads to 40 nt. To limit technical variation due to uneven sequencing depths we subsampled (without replacement) all samples to 55 M reads (Mohorianu et al, 2017). The samples were aligned to the *M. musculus* genome [Ensemble 100.38] using STAR 2.7.0a (paired-end mode), followed by peak calling using macs2 2.2.7.1. Next, the coordinates of peaks found in at least one of the 6 samples were summarised (peaks matched if the midpoint of one peak fell within the span of the other peak). Using pyBigWig 0.3.17 (Ramirez et al, 2016), the corresponding amplitudes for these peaks were calculated (and scaled on the read length). The peak expressions were denoised using noisyR (Moutsopoulos et al, 2021) applied to the count matrix and normalised using quantile normalisation (Bolstad et al, 2003).

To integrate with the RNAseq analysis, we annotated/linked peaks with protein-coding genes within 5 kb flanking regions of the peaks. The visualisation and community-accessible overview were compiled using bulkAnalyseR (Moutsopoulos et al, 2023).

### In silico fragment screening

A previously published crystal structure of DNA bound human BCL11A Znf domain (PDB: 6KI6) was used for structure based virtual screening (SBVS) (Yang et al, 2019). For the latter, a ligand search space (10 Å × 10 Å × 10 Å) was used around the C-terminal zinc finger domain (DNA was excluded) and GOLD suite version 5.3 (CCDC, Cambridge) was used with its default settings to screen three diversity chemical libraries namely VITAS Broadway (32,600 molecules), ChemBridge CORE (DIVERSet-CL, 50,000) and ChemDiv smart (55,000). For each case, the best 10% hits were retained after the VS and poses of each hit from each library were manually inspected. A list of the 20 best hits was generated based on scaffold diversity, predicted solubility and lack of any chemical alerts such as PAINS (judged via the SwissADME server). The top 8 hits were then purchased for experimental testing.

### 3D culture and colony assays

To study the effect of the fragments in vitro, 4T1, MDA-MB-231 and MCF-7 cells were grown to near confluency in a T75 flask and were detached in 0.05% Trypsin-EDTA (Gibco). Trypsin was inactivated through the addition of DMEM + 10% FBS and cells were pelleted at 500 × *g* for 5 min at room temperature. For cell counting, the supernatant was removed, and the cell pellet was thoroughly resuspended in 10 ml PBS supplemented with 0.5 mg/ml Dispase (Sigma, D4693) and 0.01 mg/ml DNase (Sigma, D4513). The suspension was then pelleted at 500 × *g* for 5 min at room temperature and spun down before being. Supernatant was removed and the pellet gently resuspended in 10 ml DMEM + 10% FBS and passed through a 30 μm cell strainer (CellTrics). Cells were counted using a haemocytometer.

4T1 cells were resuspended in Matrigel (Corning, 354230) on ice and seeded at a density of 250 cells/50 μl Matrigel domes into a pre-warmed 24-well plate. The Matrigel was left to solidify at 37 °C—upright for 10 min and subsequently upturned for 30 min. Once solidified, complete media (37 °C) was added to the wells. For the MDA-MB-231 and MCF-7 cells, a 30 μl layer of Matrigel was allowed to incubate (10 min at 37 °C) prior to seeding at a density of 2000 cells per 96-well. All cells were left to establish organoids (5 days for the MDA-MB-231 cells, and 3 days otherwise) in complete media, before being treated with complete media supplemented with in silico derived BCL11A-binding fragments at a final concentration of 200 μM. Treated media was replaced every second day. For 3D colony assays, treatments were repeated in at least quadruplicate per experiment. Cells were incubated at 37 °C, 5% CO_2_ for 6 days following treatment. Images were captured each day (EVOS, wide field 2x objective lens) for subsequent analysis on Image J.

#### Image J analysis

Images were processed and analysed via Image J v1.54f. For each image, the scale was converted from pixels to micrometres (“Set Scale”) based on the scalebar to allow future measurements to be recorded in micrometres. Multiple well images were combined using pairwise stitching (Preibisch et al, 2009). Images were then processed using “Enhance contrast” (σ = 0.35 and 0.5 for 24 and 96 well images, respectively) and “Subtract background” (rolling = 50 for 96-well images) before detecting edges (“Find Edges”). A threshold was set to eliminate the background from the particle count (lower threshold = 35 and 20 for 24 and 96 well images, respectively, upper threshold = 255). 96 well images were converted to binary (“Convert to Mask), before all images were manually edited to remove debris and 2D colonies. Organoids with an area between 530 μm^2^-infinity and a circularity between 0.05 and 1.00, were detected and counted (“Analyze Particles”). Organoids that were counted were outlined, generating an image of the organoid outlines superimposed onto the original. For each repeat, a summary of the count, total area, average organoid size, mean organoid size, average perimeter, average circularity, and average solidity was taken. Alongside this, the corresponding size, perimeter, circularity, and solidity were logged for all individual organoids/particles counted. Fold change in average colony size was performed relative to day 0 size and averaged across technical replicates (*n* = 3 or 4). Fold changes in average colony size were fitted to a simple linear regression and analysed with *F*-tests in GraphPad Prism 10.

### EdU cell proliferation assay

4T1 cells were seeded at a density of 5e4 cells/12-well and left for 24 h prior to treatment with the fragments at a final concentration of 200 μM for a further 24 h. The cells were then treated with 10 μM EdU (Invitrogen, C10425) for 1 h 15 min at 37 °C, 5% CO_2_ before harvesting as described previously. Cell pellets were fixed, stained, and washed as per the manufacturer’s instructions. Cells were resuspended in 500 μl Click-iT saponin-based permabilisation and wash reagent (Invitrogen, C10425) and incubated in 1 μg/ml DAPI (Invitrogen, D1306) for 30 min. The cell suspension was analysed using a Sony cell sorter (SH800) and the percentage of cells per cell cycle phase was analysed using FlowJo (v10.10.0).

#### Graphics

Graphics in Figs. 1A, 2A and 3C were created with BioRender.com.

### Statistical analysis

For statistical analysis of mRNA expression, an ordinary one-way ANOVA with a Dunnett multiple comparison correction was used. Means of each test condition were compared to the mean of the control condition. *P* values reported are *p < 0.05; **p < 0.01; ***p < 0.001 and ****p < 0.0001.

For statistical analysis of colony number per 500 cells seeded, an ordinary one-way ANOVA with a Dunnett multiple comparison correction was used. Means of each test condition were compared to the mean of the control condition. *P* values reported are *p < 0.05; **p < 0.01; ***p < 0.001 and ****p < 0.0001.

For statistical analysis of xenograft tumour sizes, an ordinary one-way ANOVA with a Dunnett multiple comparison correction was used. Means of each test condition were compared to the mean of the control condition. *P* values reported are *p < 0.05; **p < 0.01; ***p < 0.001 and ****p < 0.0001.

To statistically analyse the effect of small molecule fragments on breast cancer cell colonies, several algorithms and tests were applied. First, to assess fold change in 4T1, MDA-MB-231 or MCF7 colony size, lines were fitted with simple linear regression. This identified that the slopes of the growth rates differ between treatment groups for 4T1 cells (*n* = 3 passages, F = 3.999, *p* = 0.025) and MDA-MB-231 cells (*n* = 3 passages, F = 3.727, *p* = 0.0226) but not MCF7 cells (*n* = 3 passages, F = 0.5734, *p* = 0.6368). Second, statistics for cell cycle phase after fragment treatment were determined as follows: The G1 phase was analysed by Kruskal–Wallis test, whereas the G2/M and S phases were analysed by two-way ANOVA with post-hoc Dunnet’s test identifying a significant difference between treatment with DMSO and Fragment 3 (*p* = 0.0294).

## Supplementary information

Table EV1

Table EV2

Table EV3

Table EV4

Table EV5

Table EV6

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Dataset EV8

Dataset EV9

Dataset EV10

Dataset EV11

Dataset EV12

Dataset EV13

Dataset EV14

Dataset EV15

Dataset EV16

Dataset EV17

Dataset EV18

Dataset EV19

Dataset EV20

Dataset EV21

Source data Fig. 1

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Appendix Figure Source Data

## Data Availability

The authors declare that all data supporting the findings of this study and unprocessed images are available within the article and its supplementary information files or from the corresponding author upon reasonable request. The raw sequencing data is available on GEO (GSE174187). Processed data can be found and explored using https://bioinf.stemcells.cam.ac.uk/shiny/khaled_wUFt1bHfmC/waterhouse_allmodalities/. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00447-8.

# Supplementary material for: CHD8 interacts with BCL11A to induce oncogenic transcription in triple negative breast cancer
**Source:** EMBO J. 2025 May 6;44(12):3448–67. doi: 10.1038/s44318-025-00447-8
**Supplement:** Supplementary file 7 — Appendix

# **CHD8 interacts with BCL11A to induce oncogenic transcription in triple negative breast cancer**

## Table of contents

|                                                                                                                  |    |
|------------------------------------------------------------------------------------------------------------------|----|
| Appendix Figure S1 - Investigation of CHD8 as a novel mediator of TNBC                                           | 2  |
| Appendix Figure S2 - Analysis of bulk RNAseq data                                                                | 4  |
| Appendix Figure S3 - Geneset enrichment analysis of quadrant A and C genes using gProfiler                       | 6  |
| Appendix Figure S4 - Analysis of ChIPseq data                                                                    | 7  |
| Appendix Figure S5 - Analysis of genomic binding for directly regulated genes                                    | 9  |
| Appendix Figure S6 - Truncated protein variants used for interface mapping                                       | 10 |
| Appendix Figure S7 - SDS-PAGE and Western Blot of full-length BCL11B used for counter-screening of fragment hits | 11 |
| Appendix Figure S8 - Western Blot comparing levels of BCL11A and CHD8                                            | 12 |
| Appendix Figure S9 Representative brightfield images comparing effect of fragments on colony size                | 13 |

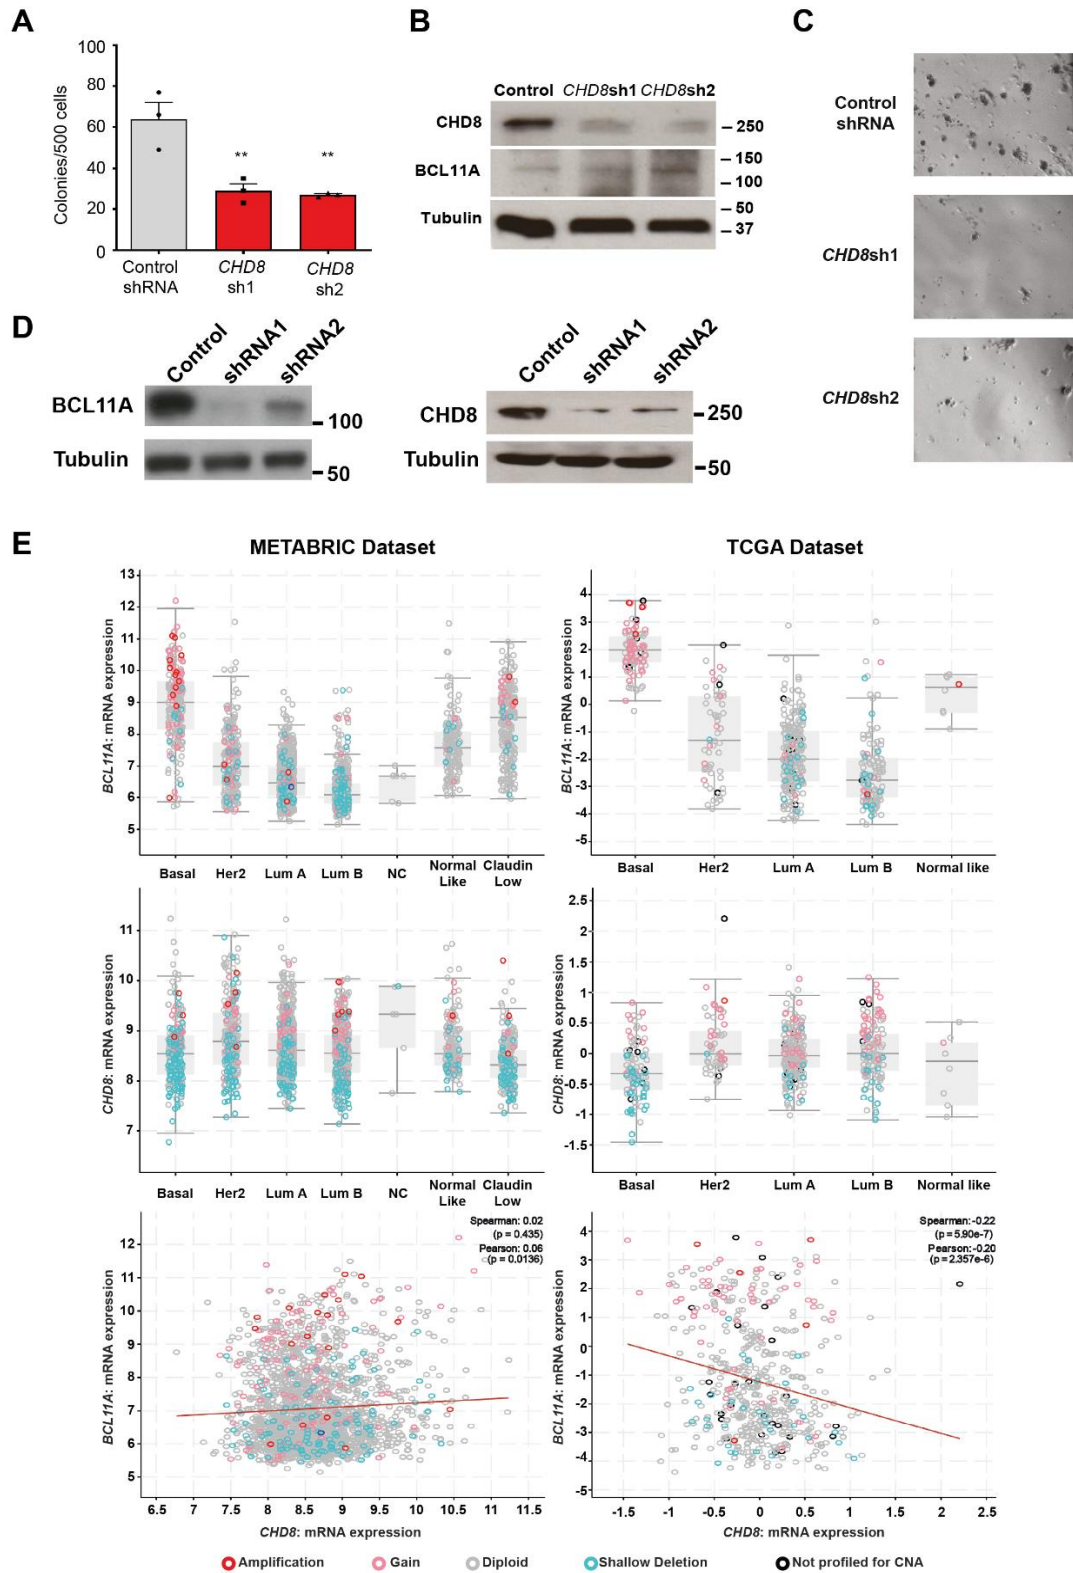

### **Appendix Figure S1. Investigation of CHD8 as a novel mediator of TNBC**

(A) shRNA-mediated knockdown of CHD8 in human TNBC MDA-MB-231 cells leads to a reduction in tumour growth in 3D colony assays, demonstrating that CHD8 also plays a role in human TNBC cells. An ordinary one-way ANOVA with a Dunnett multiple comparison correction was used for statistical analysis of this plot. Means of each knockdown condition were compared to the mean of the control condition. \*\* =  $p < 0.01$ .

(B) Western Blot of shRNA-mediated CHD8 knockdown in MDA-MB-231 cells. (C) Representative example of raw images used to determine colony counts for panel A. (D) Cell lines and proteins used for Multi-OMICS and SPR analysis. Western Blots showing knockdown of BCL11A and CHD8 in 4T1 cells. 4T1 cells were transfected with BCL11A-targeting shRNA (left panel) or CHD8-targeting shRNA (right panel). Knockdown cells were submitted for multi-OMICS analysis. These panels are also shown in Fig. 1B&E. (E) mRNA expression of BCL11A and CHD8 in both the METABRIC and TCGA datasets. No correlation is observed between BCL11A and CHD8 mRNA expression in these datasets.

**A**

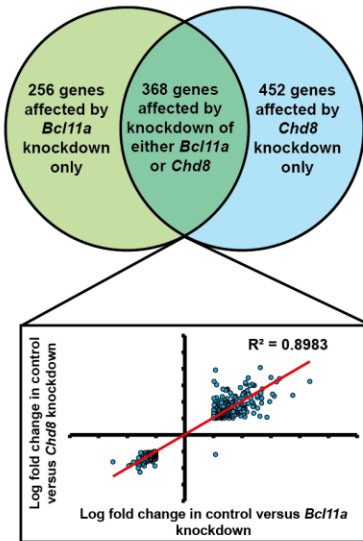

**B**

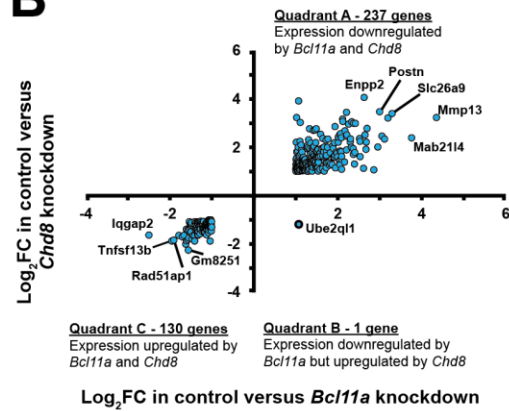

**C**

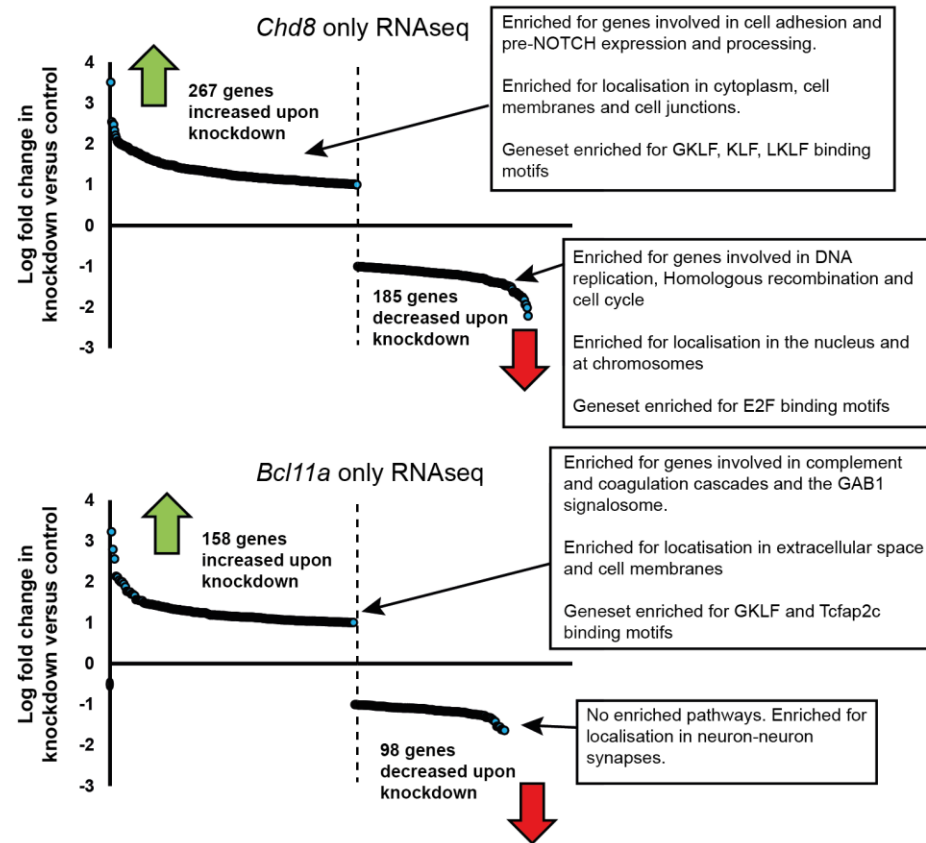

## **Appendix Figure S2. Analysis of bulk RNAseq data**

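In the raw counts 436 genes were called in Bcl11a knockdown only, 225 higher and 211 lower, and 758 in Chd8 knockdown only, 328 higher and 430 lower. Being called in a single comparison does not by itself show a difference between the knockdowns, which the direct comparison tests. Of the 436 genes 276 had an adjusted p below 0.05 between the knockdowns by edgeR's test and 137 were called, and of the 758 genes 503 and 259. Selecting genes called in one comparison and not in the other favours such a difference, and 43.1% of all genes tested had an adjusted p below 0.05 between the knockdowns. Of the 436 genes 202 (46.3%) also moved in the same direction with an adjusted p below 0.05 in Chd8 knockdown, and of the 758 genes 326 (43%) did so in Bcl11a knockdown.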

(A) Bulk RNAseq identified a number of gene targets affected only by Bcl11a or Chd8 knockdown, as well as a large subset of shared gene targets. Comparison of log fold change (logFC) values for the shared gene targets shows a high degree of similarity and high correlation ( $R^2 = 0.8983$ ) between Bcl11a and Chd8 knockdown, suggesting overlapping regulatory roles of these proteins for these gene targets. (B) Annotation of genes from the cross-plot in panel A with the largest LogFC changes, and annotation of quadrants A, B and C. In quadrant A, knockdown of either Bcl11a or Chd8 leads to an increase in expression (positive logFC), such that under normal circumstances this gene set is downregulated by these proteins. Conversely, in quadrant C, knockdown results in reduced expression (negative logFC), such that this gene set is normally upregulated by BCL11A and CHD8. 

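The genes labelled in the cross-plot had the following values in the raw counts. Postn rose from 4.89 CPM in control to 42.5 in Bcl11a knockdown and 60.1 in Chd8 knockdown, log2 fold changes of 3.12 and 3.62. Enpp2 rose by 2.80 and 4.27 on the log2 scale and Slc26a9 by 4.06 and 4.17. Mmp13 had a log2 fold change of 3.74 in Chd8 knockdown, below that in Bcl11a knockdown (edgeR adjusted p = 9.87e-23 for the difference), and Mab21l4 had 4.12 and 2.72. Among the genes of quadrant C, Iqgap2 had -2.23 in Chd8 knockdown, Tnfsf13b had -2.57 and -2.49, Rad51ap1 had -2.08 and -2.06, and Gm8251 had -1.73 in Bcl11a knockdown. For Tnfsf13b and Rad51ap1 the knockdowns did not differ (edgeR adjusted p = 0.895 and 0.963).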

(C) Gene set enrichment analysis of gene targets affected only by Bcl11a or Chd8 knockdown using gProfiler. Each point in the plot represents a gene within the dataset.

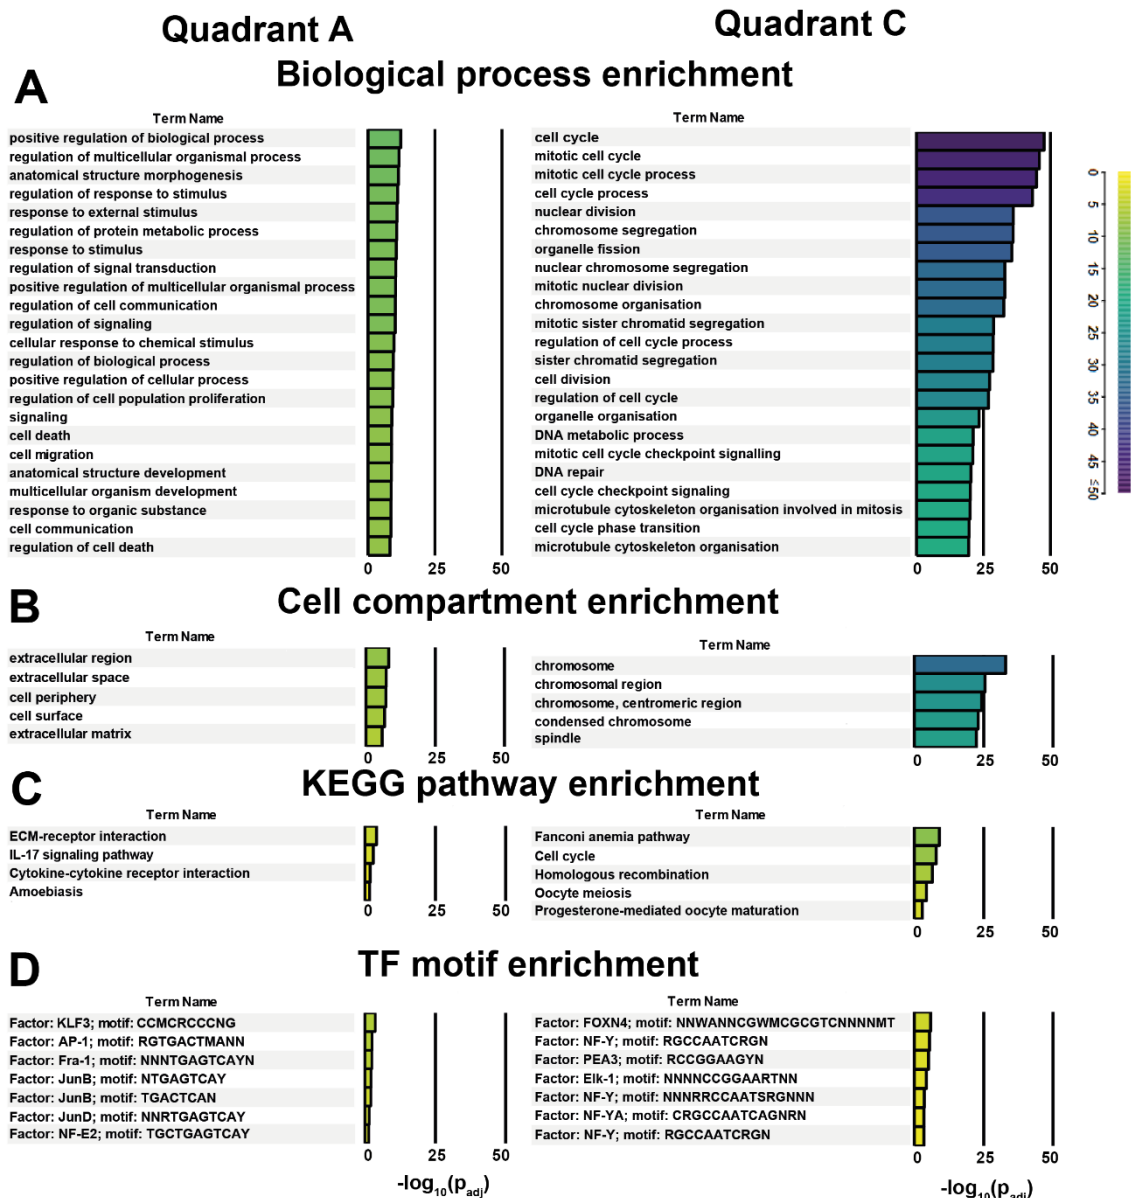

**Appendix Figure S3. Geneset enrichment analysis of quadrant A and C genes using gprofiler. Genes identified in quadrants A and C in Appendix Figure S2 were submitted for GSEA using gProfiler, which identified the following:** Biological process enrichment terms (A), cell compartment enrichment terms (B), KEGG pathway enrichment terms (C) and transcription factor binding motif enrichment terms (D).

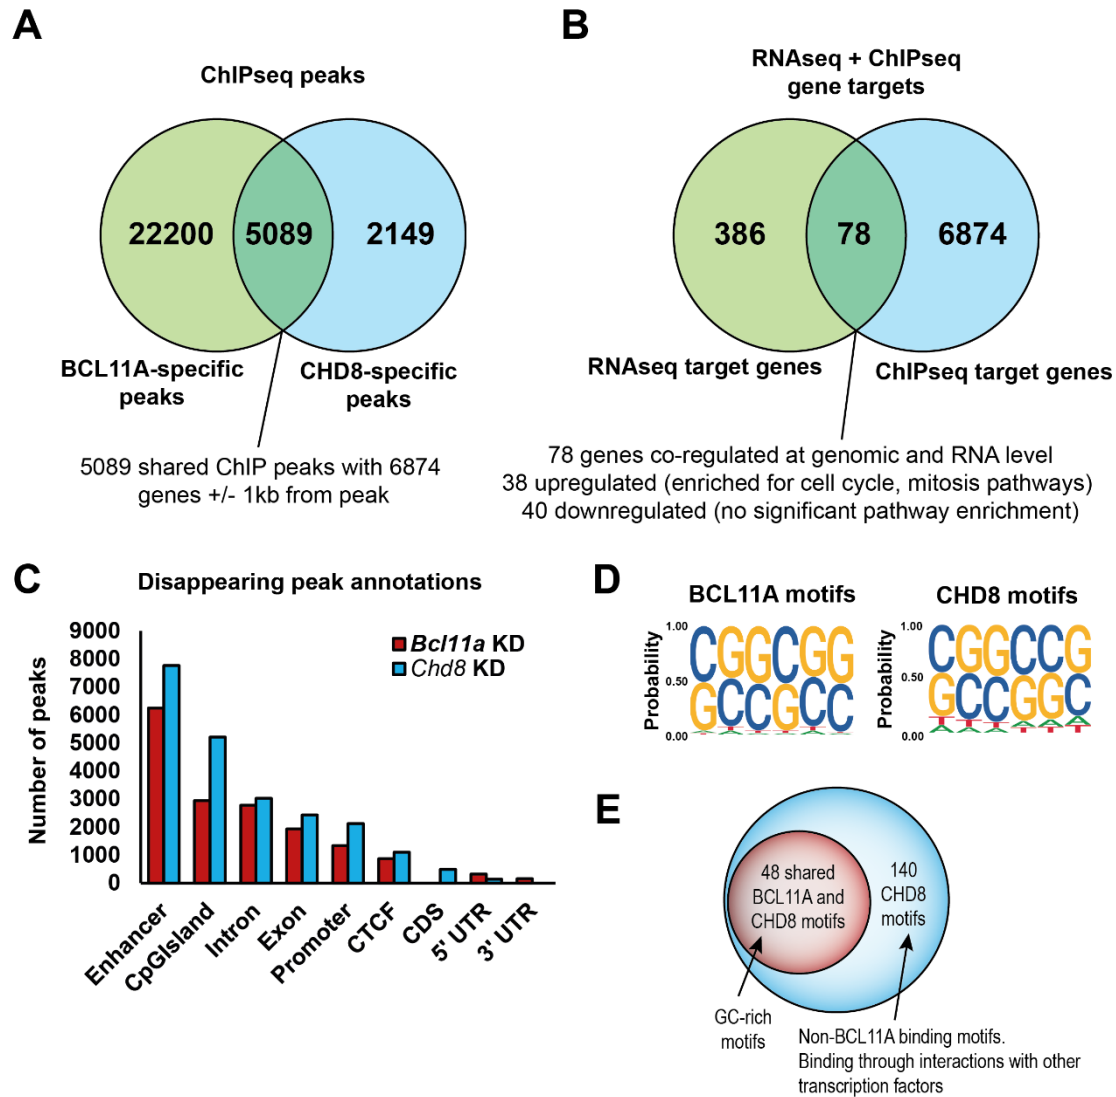

#### Appendix Figure S4. Analysis of ChIPseq data

(A) BCL11A and CHD8 specific peaks were characterised by identifying genomic binding peaks that were reduced or “disappeared” in knockdown samples versus control. This identified a number of BCL11A and CHD8-specific peaks as well as a subset of directly overlapping peaks. 6874 genes were identified in the vicinity (+/- 1kb) of this shared peak set. (B) Intersection of the 6874 genes identified from panel A with the shared RNAseq target gene set identifies genes likely to be directly regulated by BCL11A and CHD8. This identified 78 genes that were genomically bound by BCL11A and CHD8 and were also altered at the RNA level upon knockdown. (C) Assignment of genomic feature annotations to the disappearing peaks identified in panel A. All disappearing peaks were considered, whether protein-specific or shared. This showed that BCL11A and CHD8

have similar genomic binding biases, with most binding observed in enhancer, CpG island, introns, exons and promoter regions. (D) Motif enrichment analysis of the shared disappearing peak subset. This was performed to identify sequences that are likely binding sites of BCL11A and CHD8, which identified a strong bias for binding GC-rich sequences. (E) Motif enrichment analysis of all disappearing peaks. This showed a complete overlap of BCL11A motifs with CHD8 motifs, but identified a large number of additional motifs that are enriched for CHD8 binding, suggesting that BCL11A is completely dependent on CHD8 for genomic binding but that CHD8 is only partly dependent on BCL11A, suggesting a number of additional CHD8-binding partners present that facilitate wide ranging genomic binding.

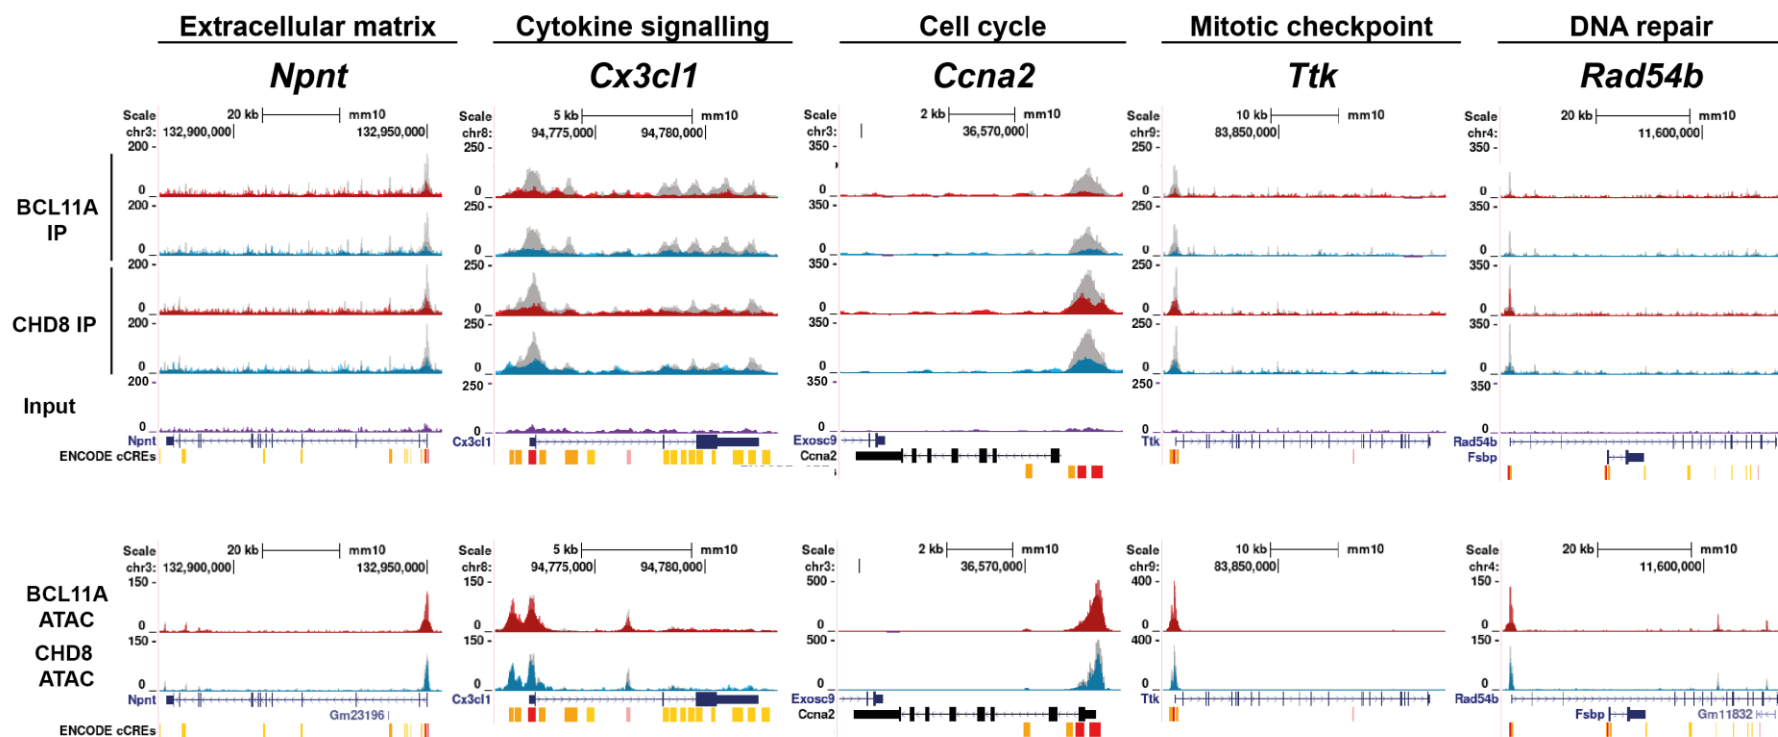

**Appendix Figure S5. Analysis of genomic binding for directly regulated genes**

Manual inspection of genes within the RNAseq-ChIPseq intersect show consistent reduction of genomic binding by ChIPseq (top panels) regardless of which interaction partner is knocked down. Genomic binding peaks are also heavily biased towards promoter regions. Manual inspection of ATACseq data (bottom panels) shows that knockdown of Chd8, but not Bcl11a, reduces chromatin accessibility at the promoter regions of shared gene targets.

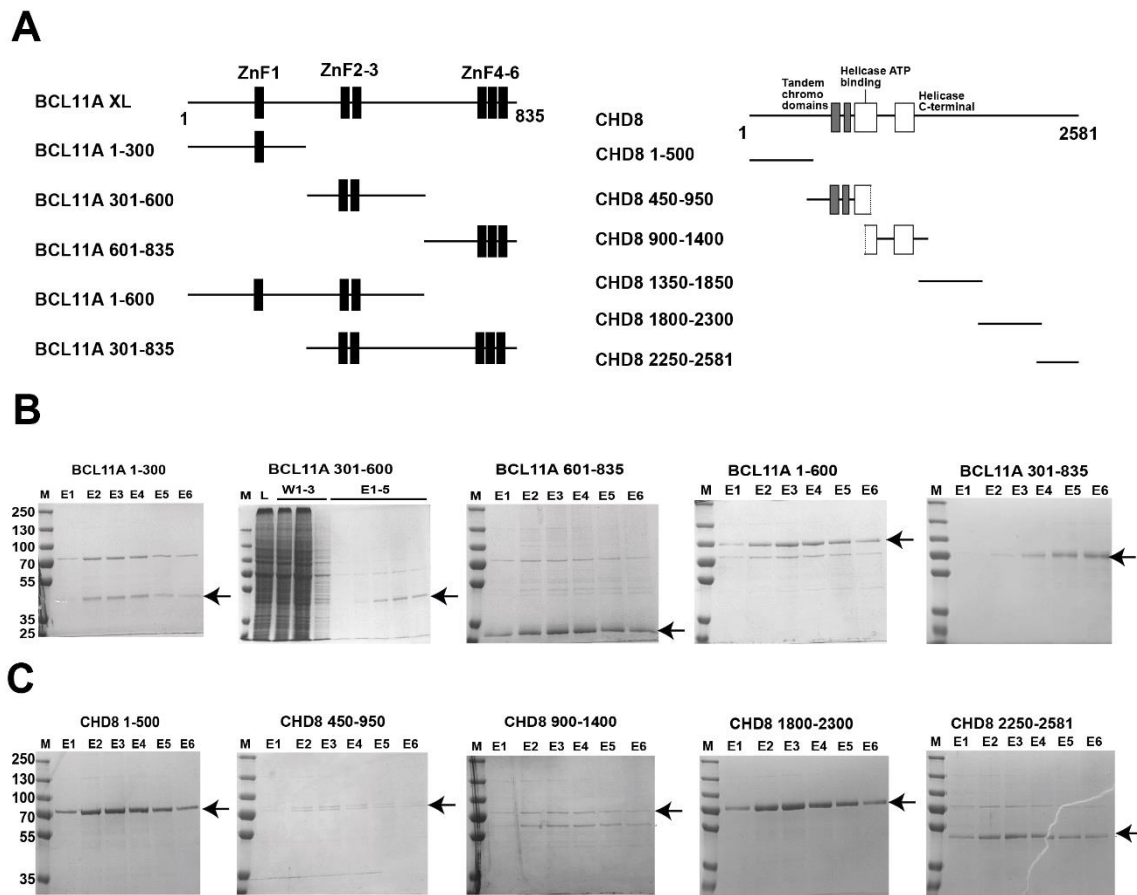

**Appendix Figure S6. Truncated protein variants used for interface mapping**

(A) Schematic of the truncated variants cloned and produced for mapping. Motifs and domains are indicated. (B and C) Data shown corresponds to the collection of consecutive elution fractions from StrepTactin XT 4-Flow resin. The majority of protein fragments are well purified with arrows depicting the protein of interest. In a number of cases, a contaminating band can be observed at ~70kDa. We were unable to express and purify CHD8 1350-1850 due to poor expression and solubility. M: Marker, L: Lysate, W: Wash fractions; E: Elution fractions

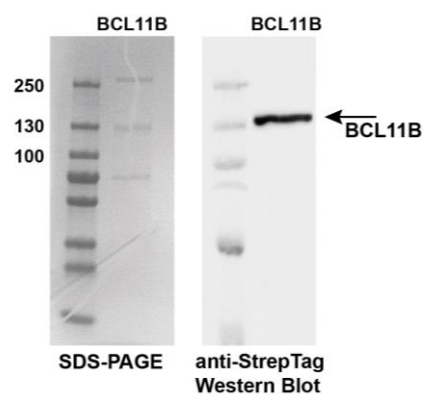

**Appendix Figure S7 SDS-PAGE and Western Blot of full-length BCL11B used for counter-screening of fragment hits.**

To investigate the specificity of the identified BCL11A binders, the homologous family member BCL11B was produced and purified in Expi293F cells. Purified protein was analysed by SDS-PAGE and Western Blotting, which demonstrated highly purified protein.

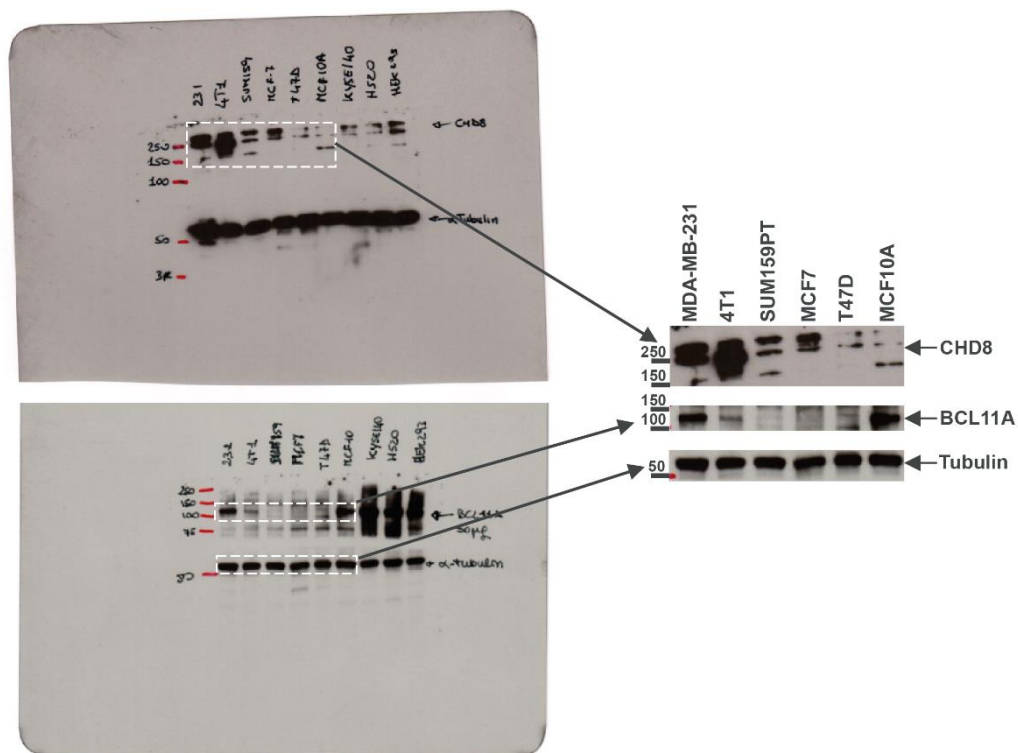

**Appendix Figure S8 - Western Blot comparing levels of BCL11A and CHD8 expression** across different mammary epithelial cell lines. The original Western Blot x-ray films (left panels) are included in a side-by-side comparison with the cropped figure (right panel)

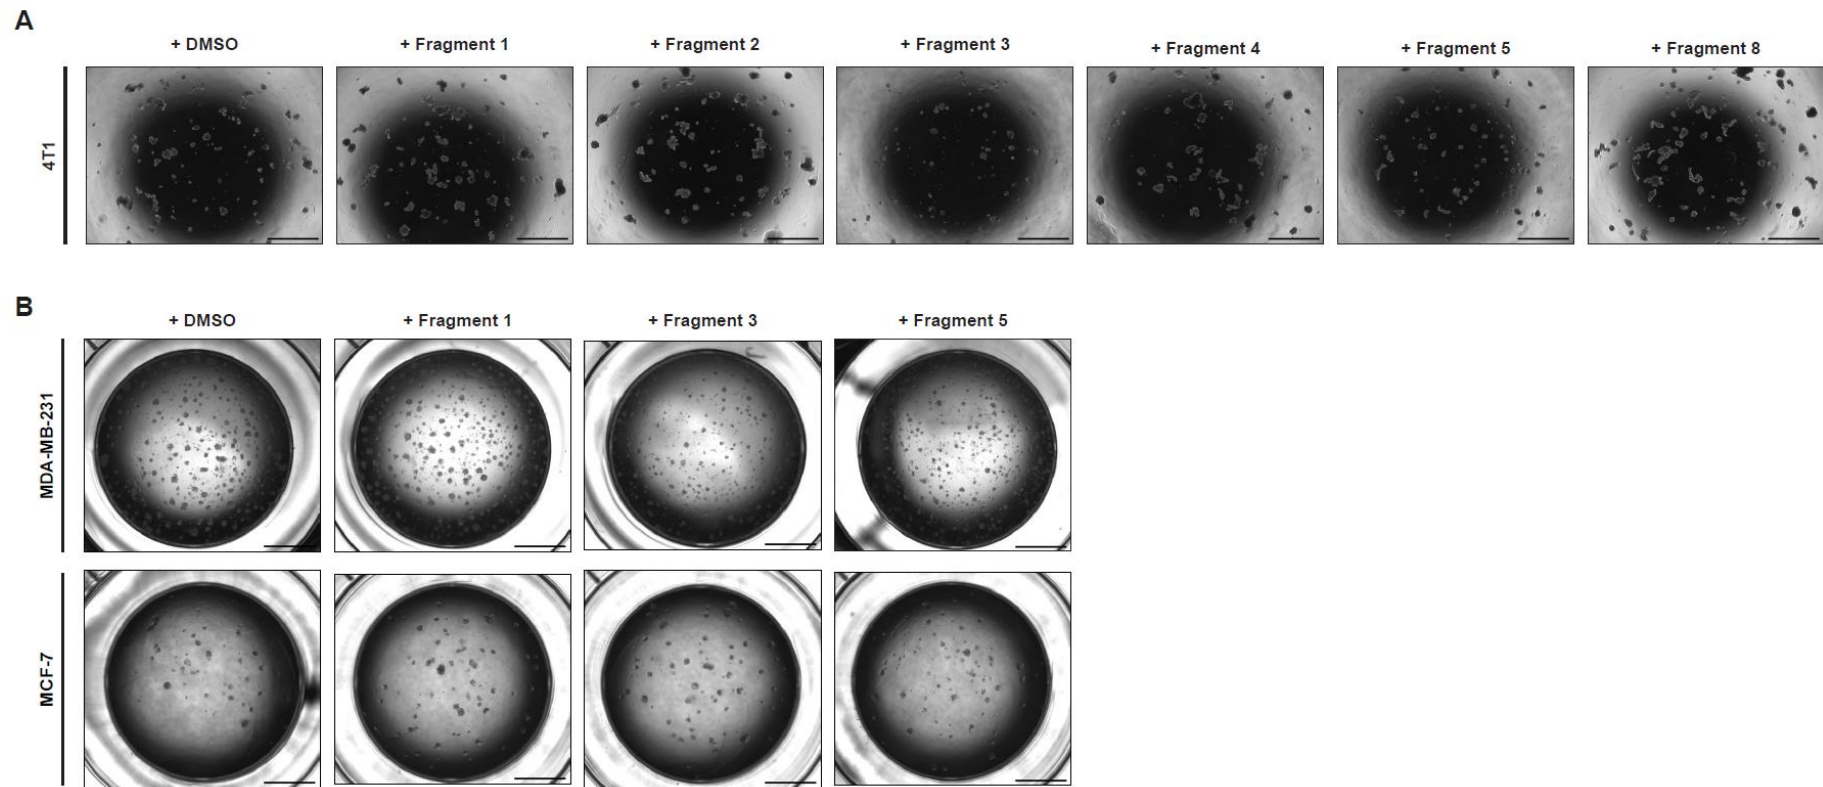

**Appendix Figure S9 Representative brightfield images comparing effect of fragments on colony size.**

3D colony assay images visualising the phenotypic changes in (A) 4T1 colony size following 6 days of treatment with all 6 binders at 200uM, (B) MDA-MB-231 and MCF7 colony size following 6 days of treatment with 3 selected binders at 200uM. All scale bars represents 2000um.

# Supplementary material for: CHD8 interacts with BCL11A to induce oncogenic transcription in triple negative breast cancer
**Source:** EMBO J. 2025 May 6;44(12):3448–67. doi: 10.1038/s44318-025-00447-8
**Supplement:** Supplementary file 33 — Source data Fig. 5

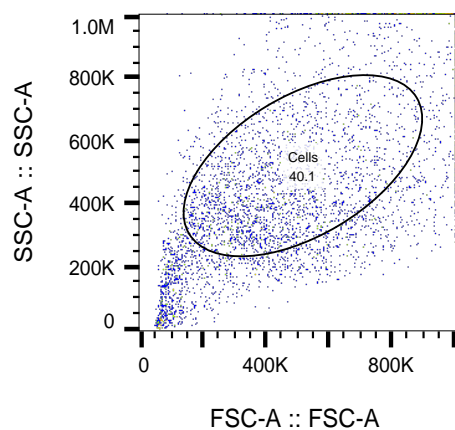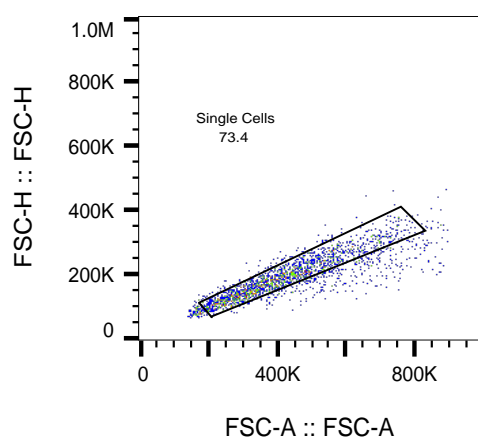

488 single colour control (+EdU -DAPI)\_Data Source - 1.fcs  
 Ungated  
 5064

488 single colour control (+EdU -DAPI)\_Data Source - 1.fcs  
 Cells  
 2030

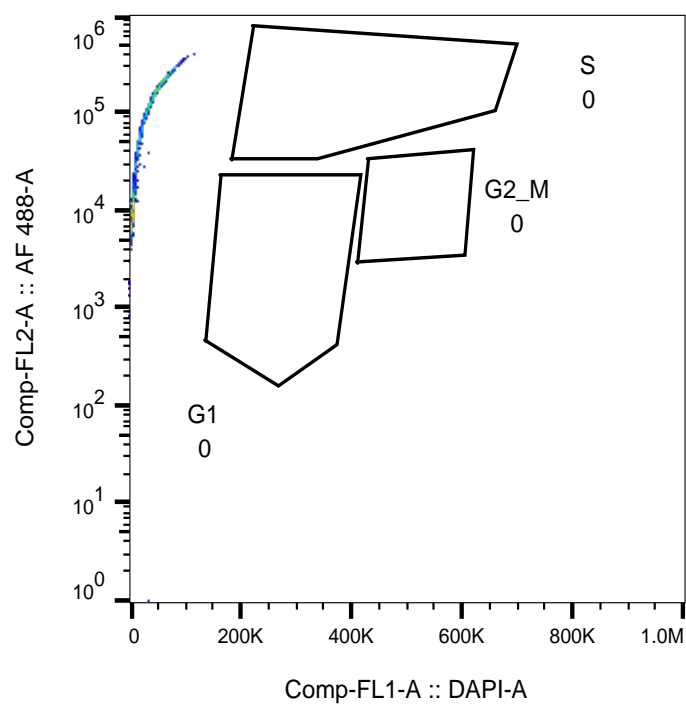

488 single colour control (+EdU -DAPI)\_Data Source - 1.fcs  
 Single Cells  
 1491

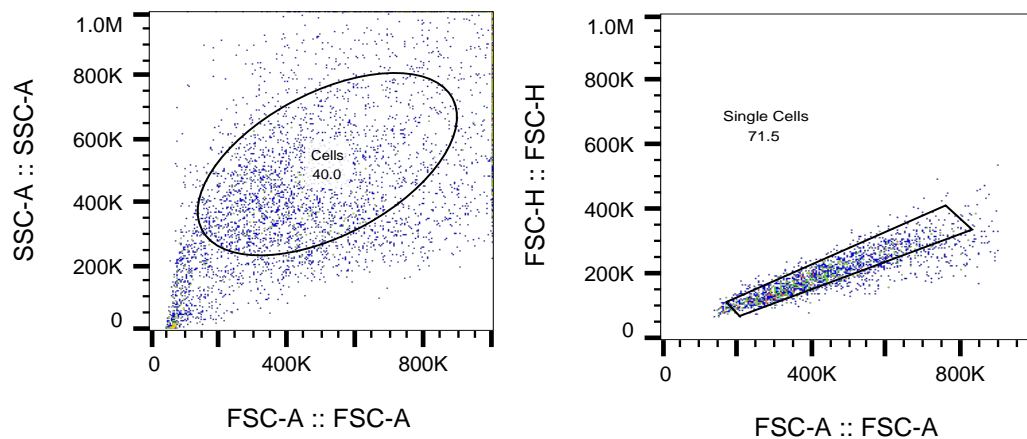

|                                                 |                                       |
|-------------------------------------------------|---------------------------------------|
| DAPI single colour control (+EdU -488) - 1_Data | DAPI single colour control (+EdU -488 |
| Ungated                                         | Cells                                 |
| 5225                                            | 2089                                  |

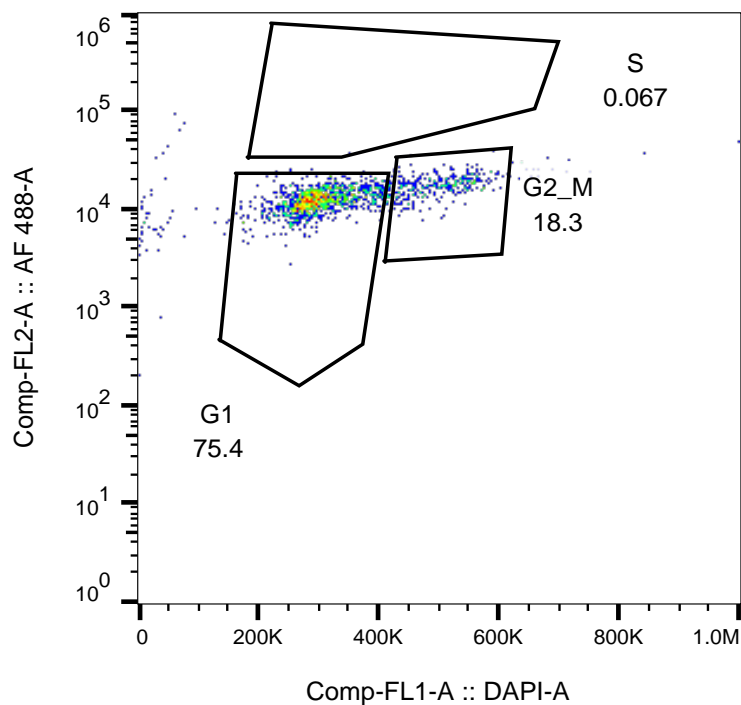

DAPI single colour control (+EdU -488) - 1\_Data Source - 1.fcs

Single Cells

1494

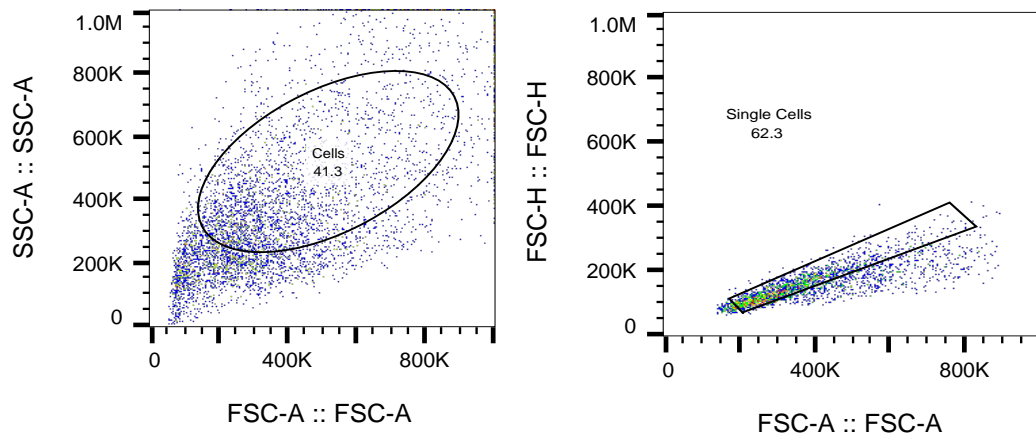

DAPI single colour control (+EdU -488)\_Data Source - 1.fcs  
 Ungated  
 5654

DAPI single colour control (+EdU -488)\_Data Source - 1.fcs  
 Cells  
 2333

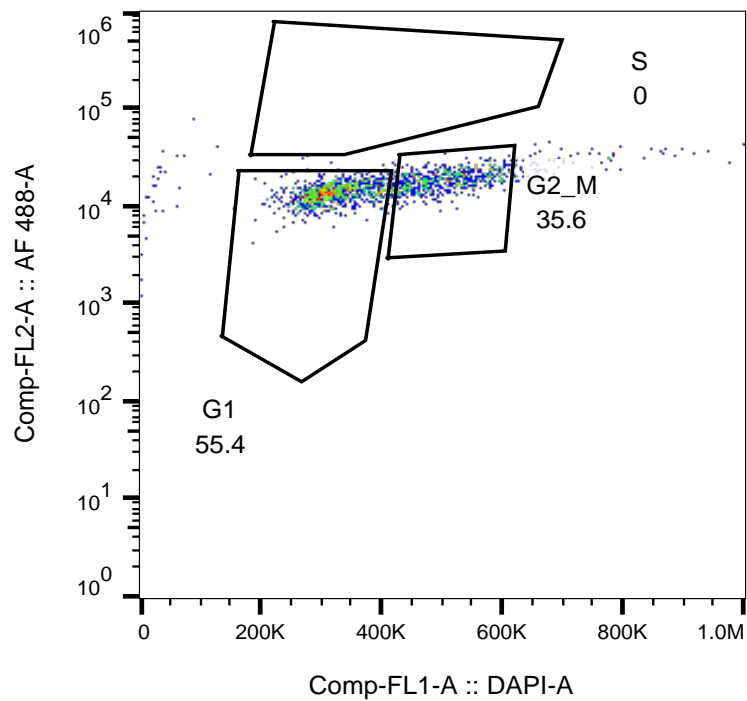

DAPI single colour control (+EdU -488)\_Data Source - 1.fcs  
 Single Cells  
 1453

Paper labelling- treatment DMSO

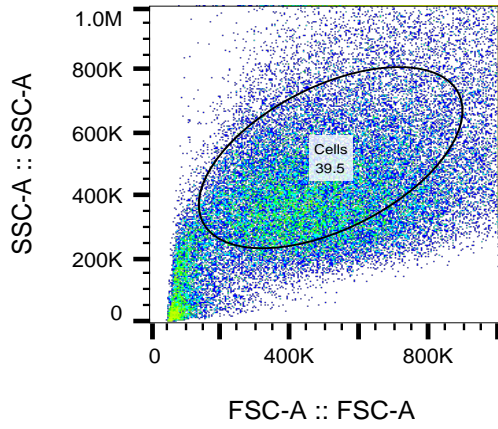

DMSO +EdU\_Data Source - 1.fcs  
Ungated  
53814

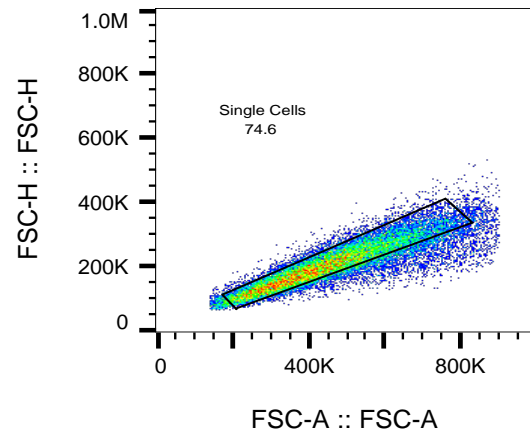

DMSO +EdU\_Data Source - 1.fcs  
Cells  
21232

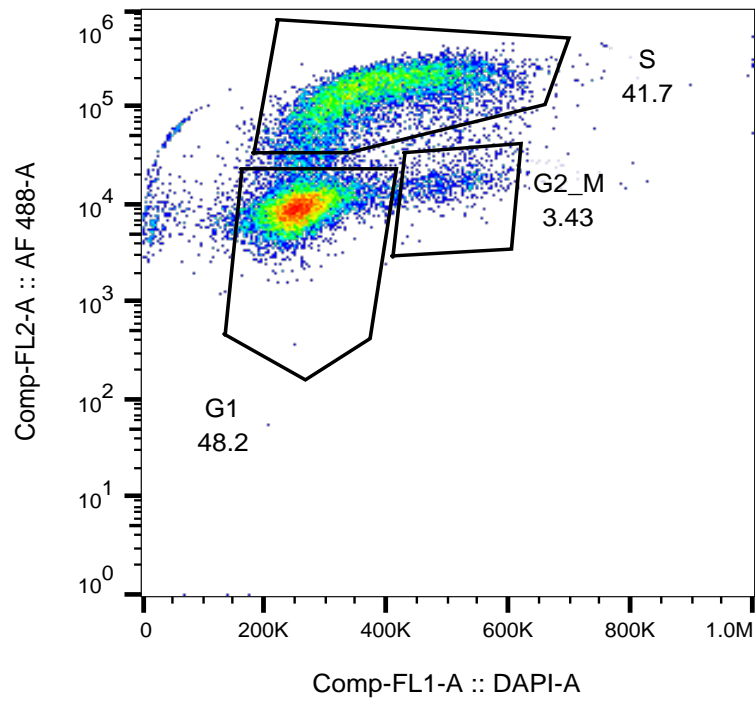

DMSO +EdU\_Data Source - 1.fcs  
Single Cells  
15838

Paper labelling- treatment DMSO EdU negative control

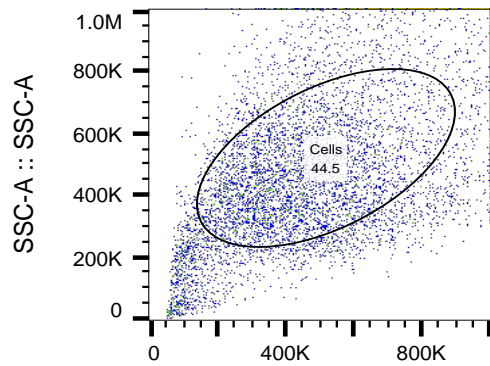

DMSO -EdU\_Data Source - 1.fcs  
 Ungated  
 8271

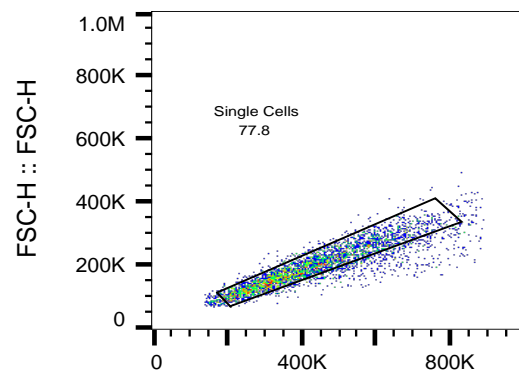

DMSO -EdU\_Data Source - 1.fcs  
 Cells  
 3683

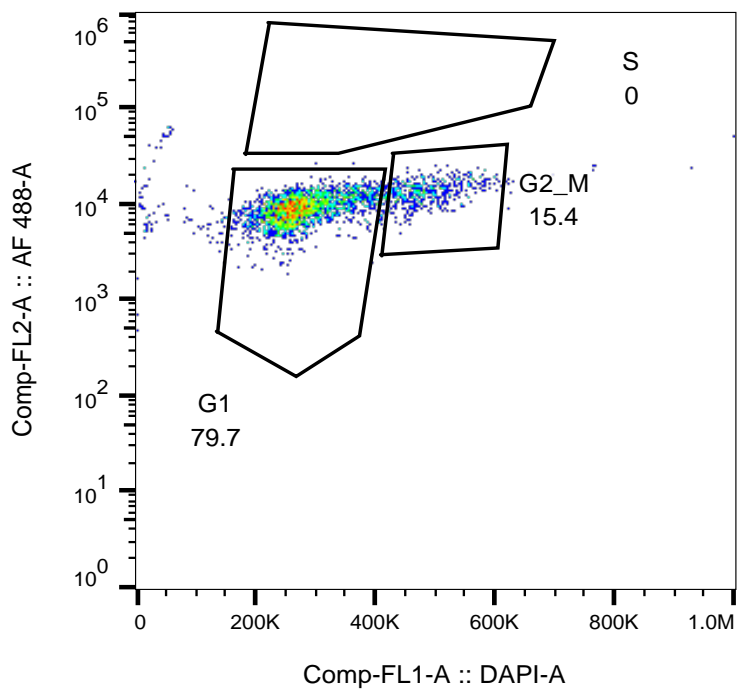

DMSO -EdU\_Data Source - 1.fcs  
 Single Cells  
 2866

Paper labelling- treatment 1

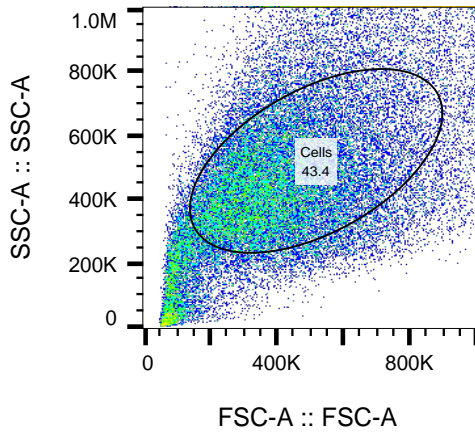

Fragment 1 +EdU\_Data Source - 1.fcs  
Ungated  
50713

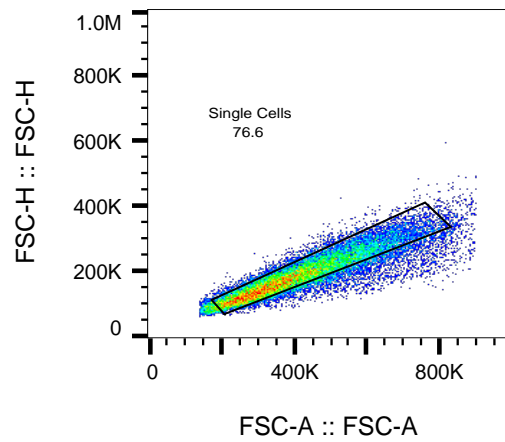

Fragment 1 +EdU\_Data Source - 1.fcs  
Cells  
22024

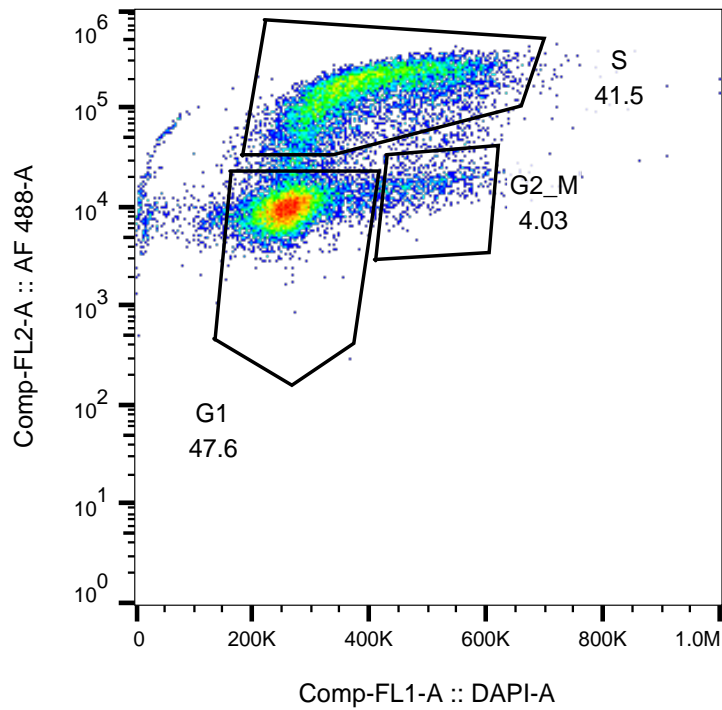

Fragment 1 +EdU\_Data Source - 1.fcs  
Single Cells  
16874

Paper labelling- treatment 1 EdU negative control

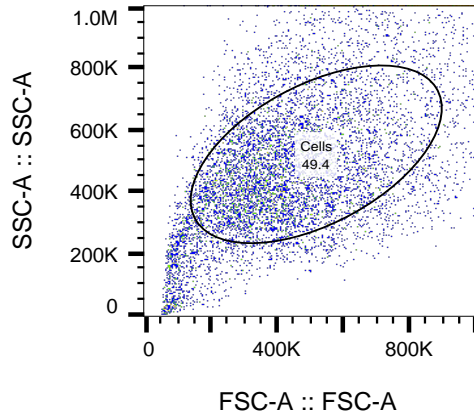

Fragment 1 -EdU\_Data Source - 1.fcs  
 Ungated  
 9860

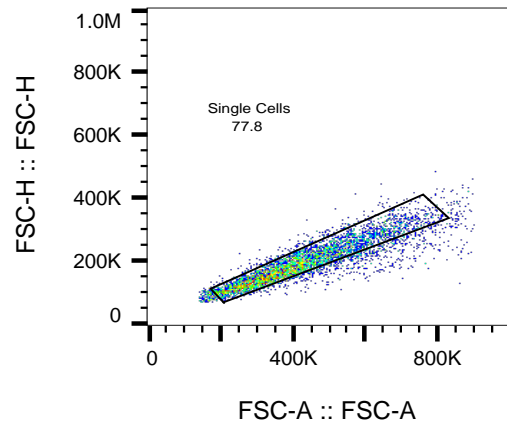

Fragment 1 -EdU\_Data Source - 1.fcs  
 Cells  
 4875

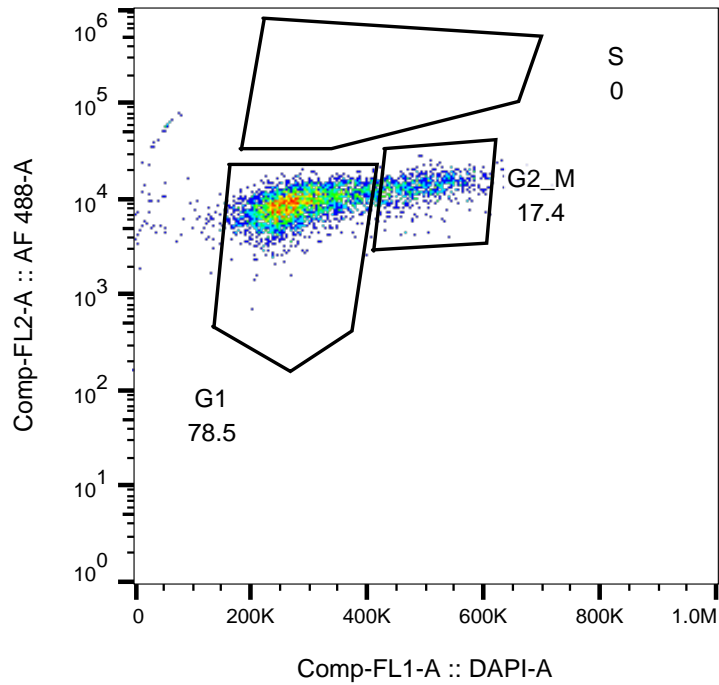

Fragment 1 -EdU\_Data Source - 1.fcs  
 Single Cells  
 3793

Paper labelling- treatment 3

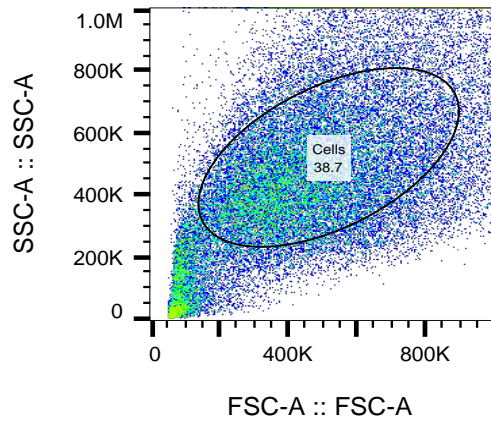

Fragment 4 +EdU \_Data Source - 1.fcs  
Ungated  
51738

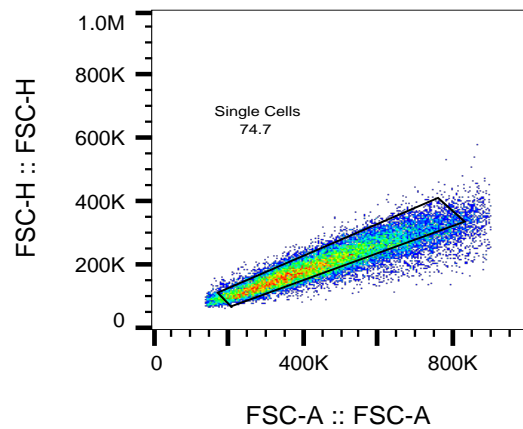

Fragment 4 +EdU \_Data Source - 1.fcs  
Cells  
20034

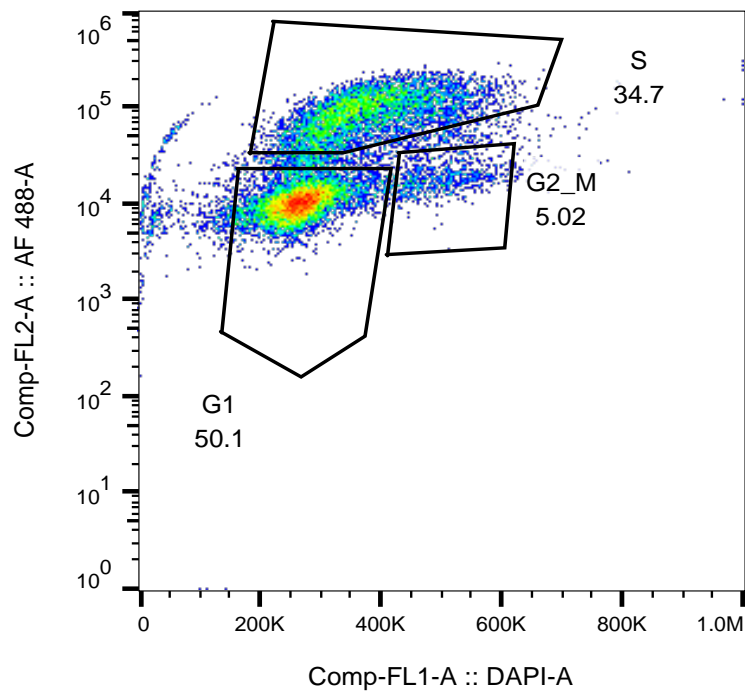

Fragment 4 +EdU \_Data Source - 1.fcs  
Single Cells  
14960

Paper labelling- treatment 3 EdU negative control

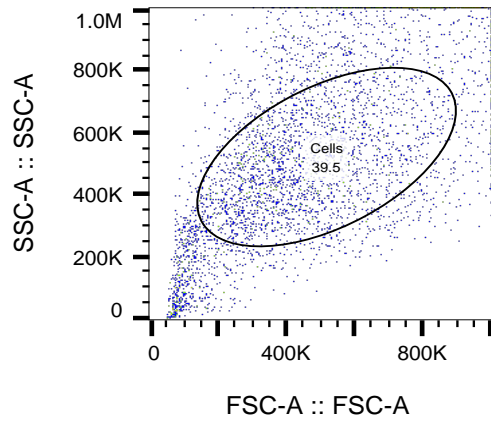

Fragment 4 -EdU \_Data Source - 1.fcs  
 Ungated  
 5284

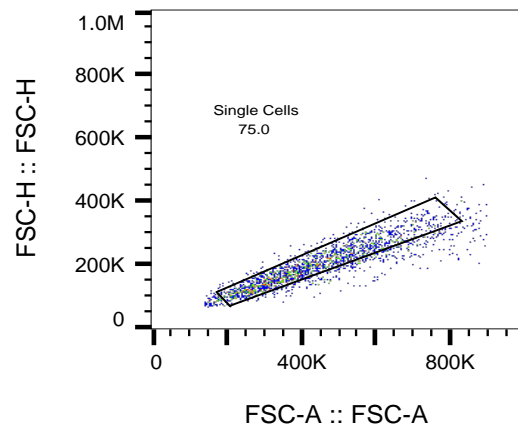

Fragment 4 -EdU \_Data Source - 1.fcs  
 Cells  
 2087

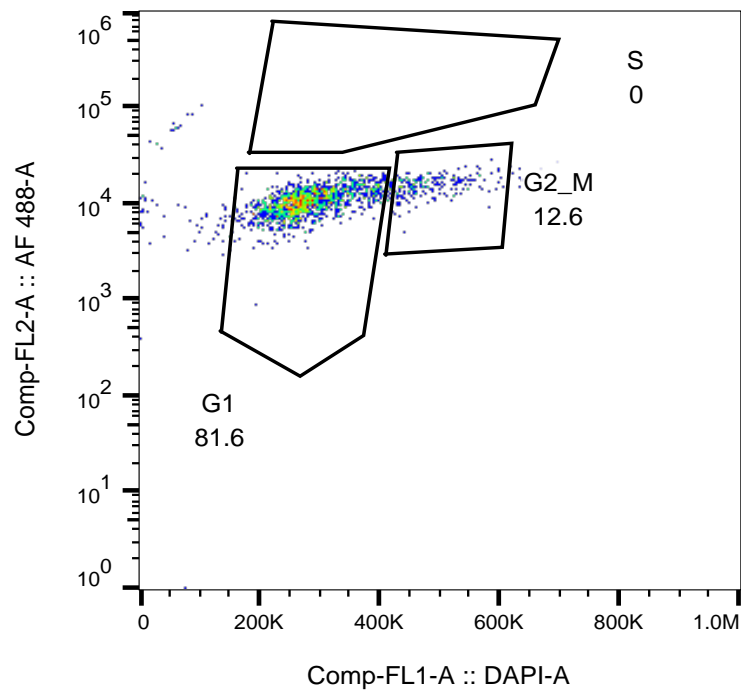

Fragment 4 -EdU \_Data Source - 1.fcs  
 Single Cells  
 1565

Paper labelling- treatment fragment 5

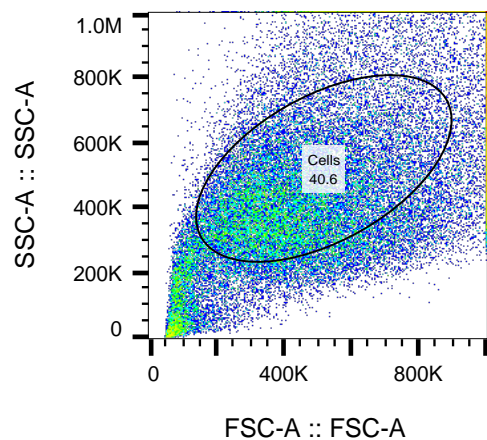

Fragment 6 +EdU\_Data Source - 1.fcs  
 Ungated  
 52845

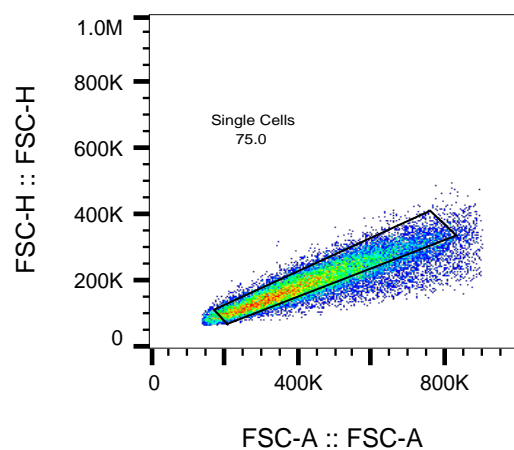

Fragment 6 +EdU\_Data Source - 1.fcs  
 Cells  
 21458

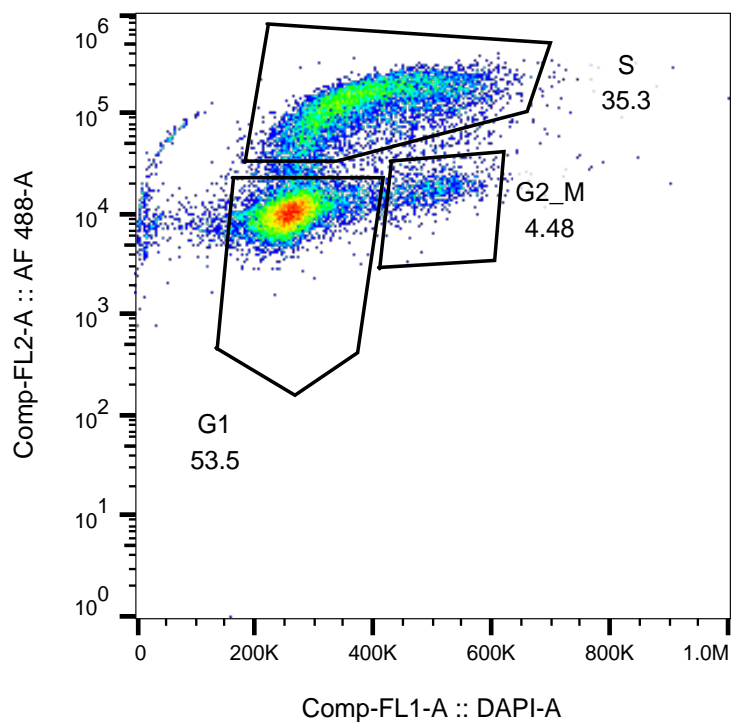

Fragment 6 +EdU\_Data Source - 1.fcs  
 Single Cells  
 16084

Paper labelling- treatment fragment 5 EdU negative control

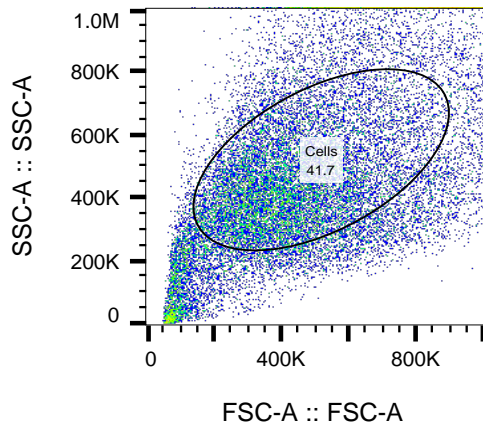

Fragment 6 -EdU\_Data Source - 1.fcs  
 Ungated  
 29998

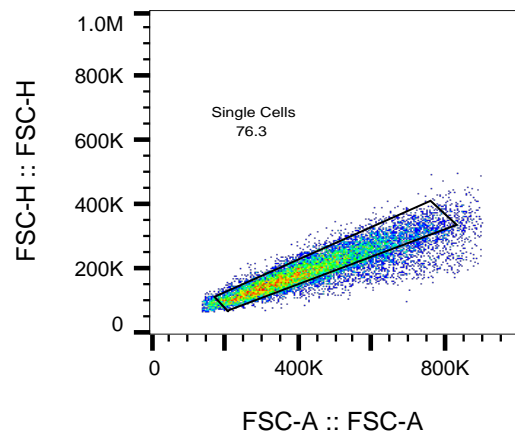

Fragment 6 -EdU\_Data Source - 1.fcs  
 Cells  
 12497

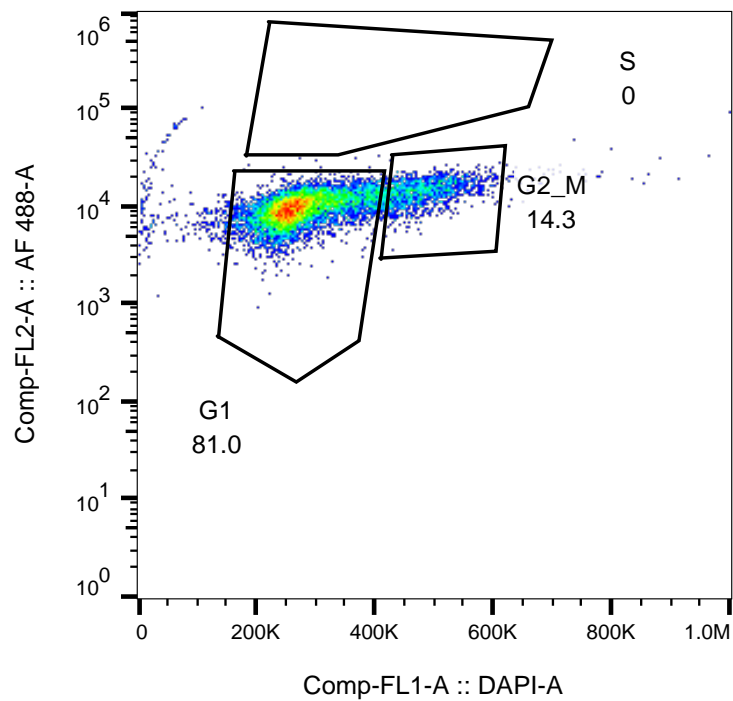

Fragment 6 -EdU\_Data Source - 1.fcs  
 Single Cells  
 9530

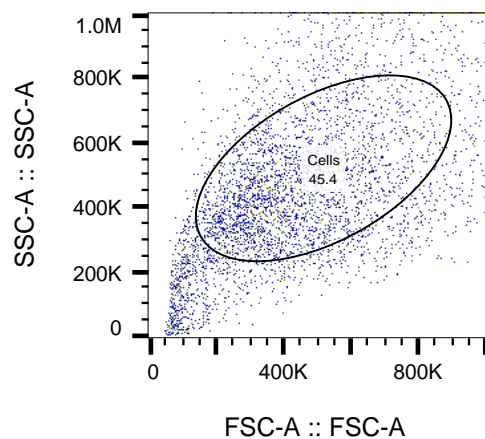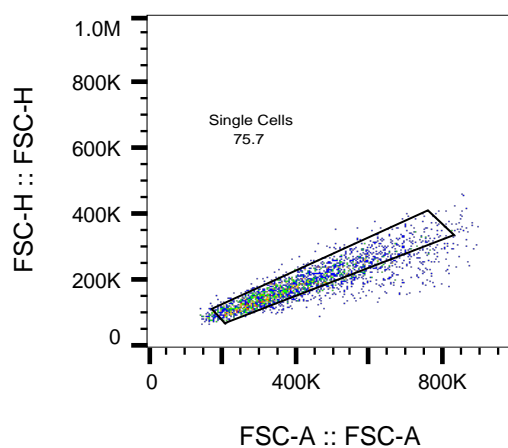

Unstained control -EdU -488 -DAPI\_FSC 3 BSC  
Ungated  
5564

Unstained control -EdU -488 -DAPI\_FSC  
Cells  
2527

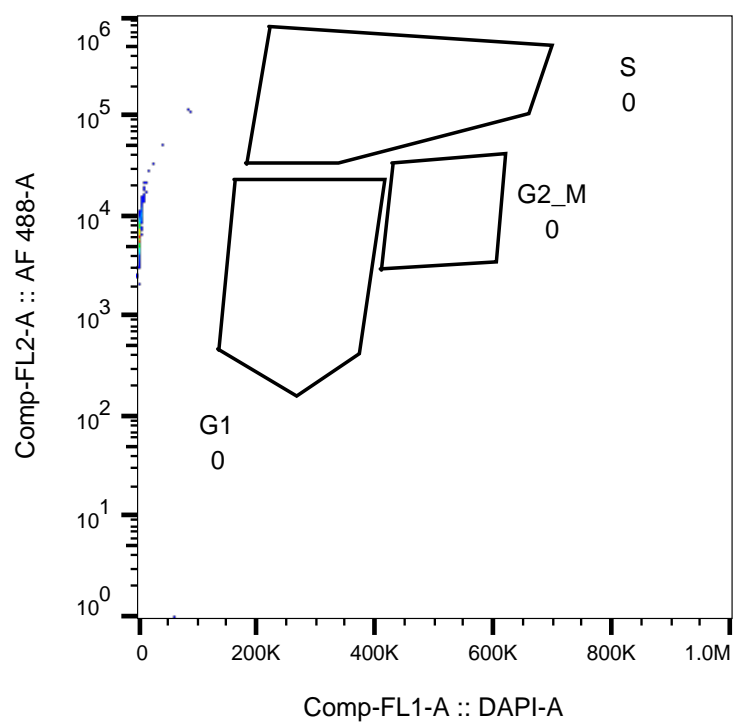

Unstained control -EdU -488 -DAPI\_FSC 3 BSC 30%\_Data Source - 1.f  
Single Cells  
1912

# Supplementary material for: CHD8 interacts with BCL11A to induce oncogenic transcription in triple negative breast cancer
**Source:** EMBO J. 2025 May 6;44(12):3448–67. doi: 10.1038/s44318-025-00447-8
**Supplement:** Supplementary file 33 — Source data Fig. 5

Paper labelling- treatment DMSO

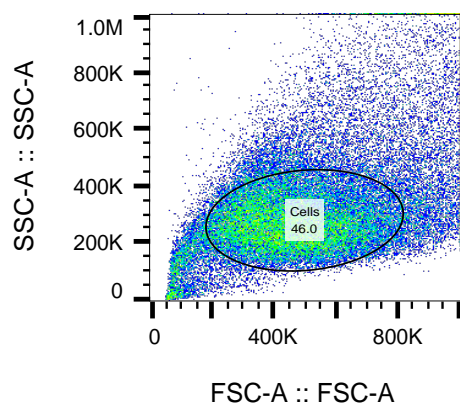

DMSO +EdU\_Data Source - 1.fcs  
 Ungated  
 60261

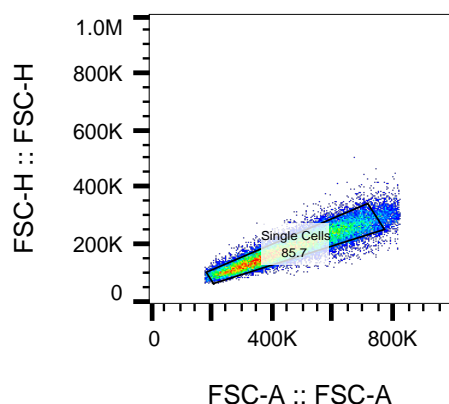

DMSO +EdU\_Data Source - 1.fcs  
 Cells  
 27743

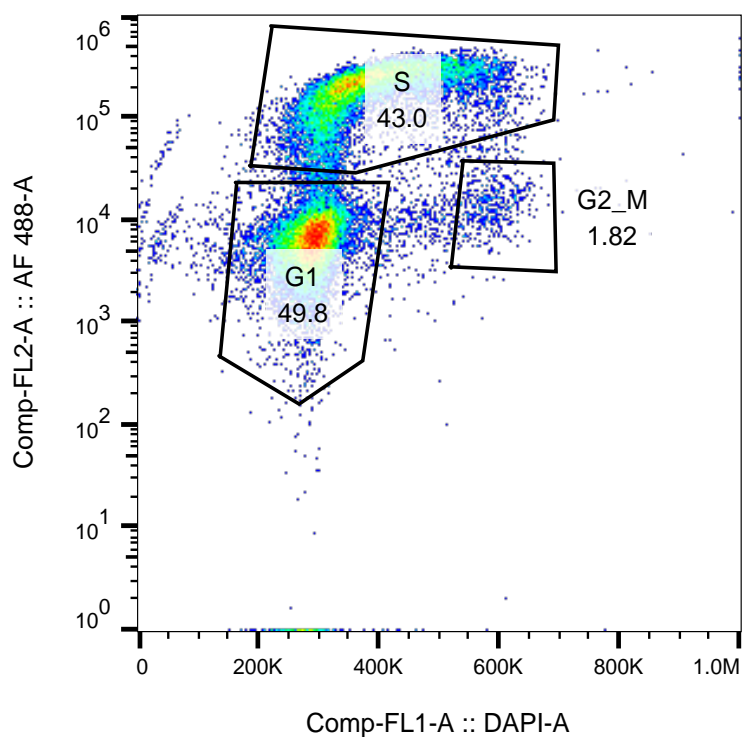

DMSO +EdU\_Data Source - 1.fcs  
 Single Cells  
 23785

Paper labelling- treatment DMSO- EdU negative control

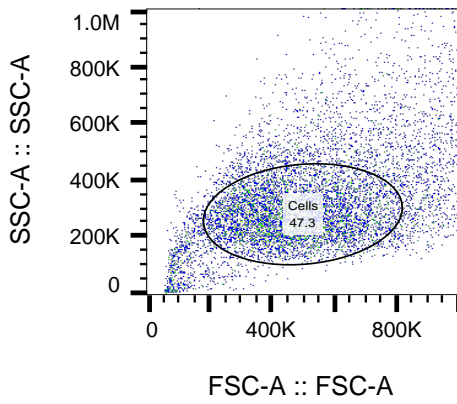

DMSO -EdU\_Data Source - 1.fcs  
 Ungated  
 10755

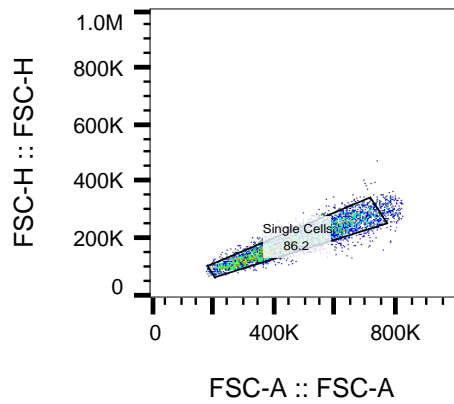

DMSO -EdU\_Data Source - 1.fcs  
 Cells  
 5083

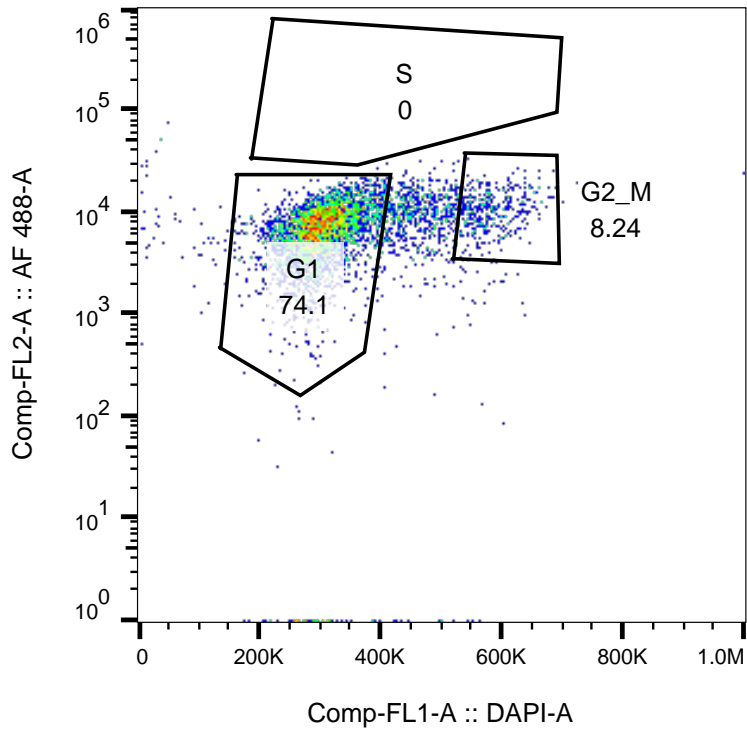

DMSO -EdU\_Data Source - 1.fcs  
 Single Cells  
 4381

Paper labelling- treatment fragment 1- EdU negative control

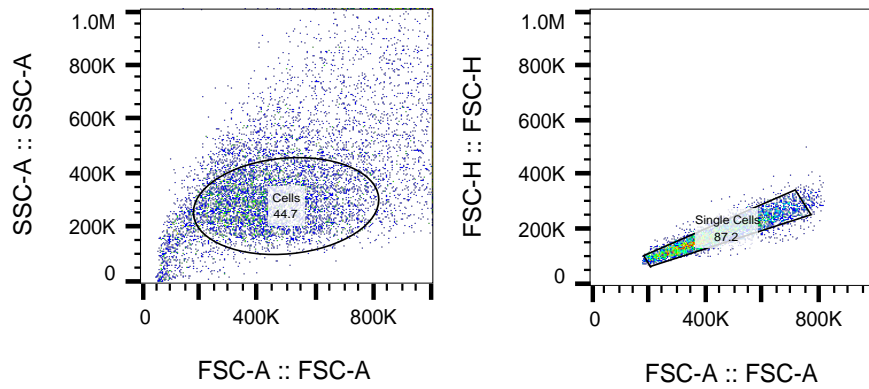

Fragment 1 -EdU\_Data Source - 1.fcs  
 Ungated  
 10816

Fragment 1 -EdU\_Data Source - 1.fcs  
 Cells  
 4836

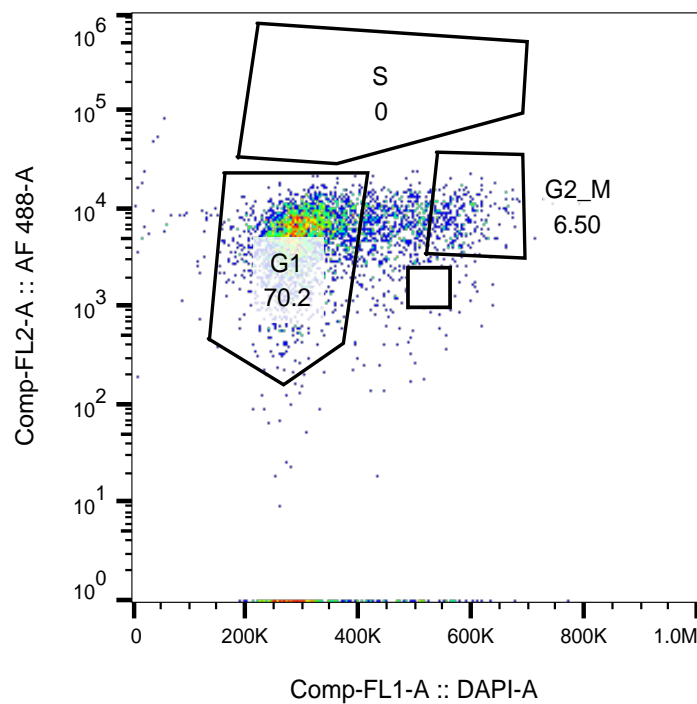

Fragment 1 -EdU\_Data Source - 1.fcs  
 Single Cells  
 4217

Paper labelling- treatment fragment 1

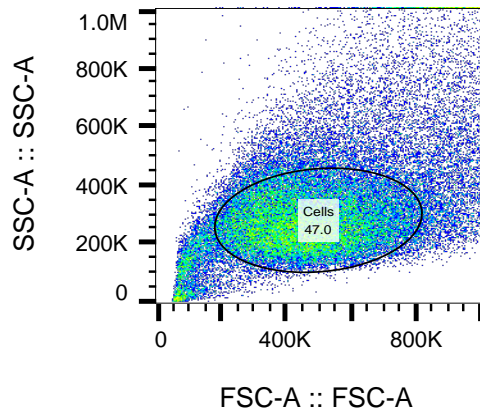

Fragment 1+EdU\_Data Source - 1.fcs  
 Ungated  
 61996

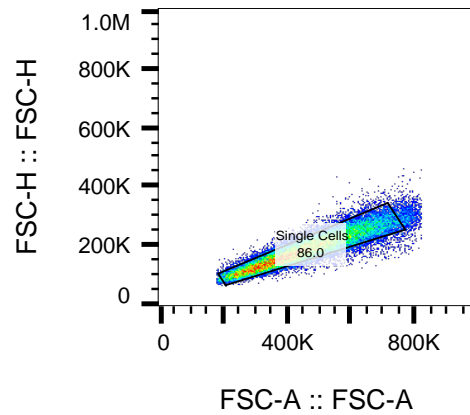

Fragment 1+EdU\_Data Source - 1.fcs  
 Cells  
 29115

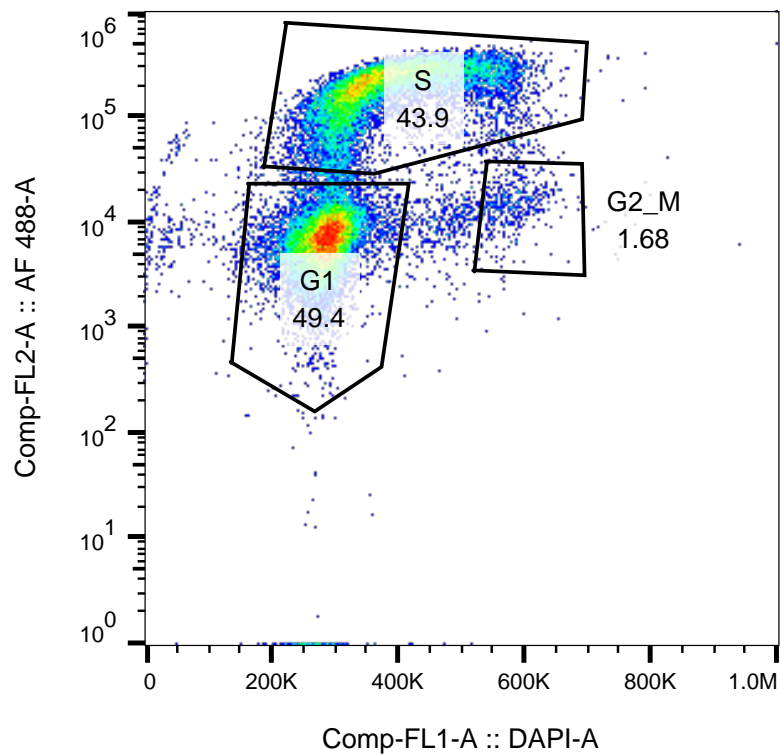

Fragment 1+EdU\_Data Source - 1.fcs  
 Single Cells  
 25043

Paper labelling- treatment fragment 3

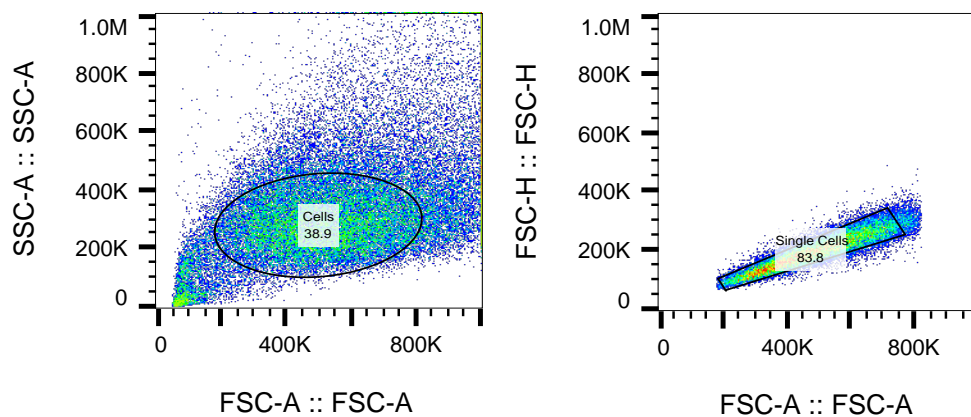

Fragment 4 +EdU\_Data Source - 1.fcs  
 Ungated  
 61774

Fragment 4 +EdU\_Data Source - 1.fcs  
 Cells  
 24057

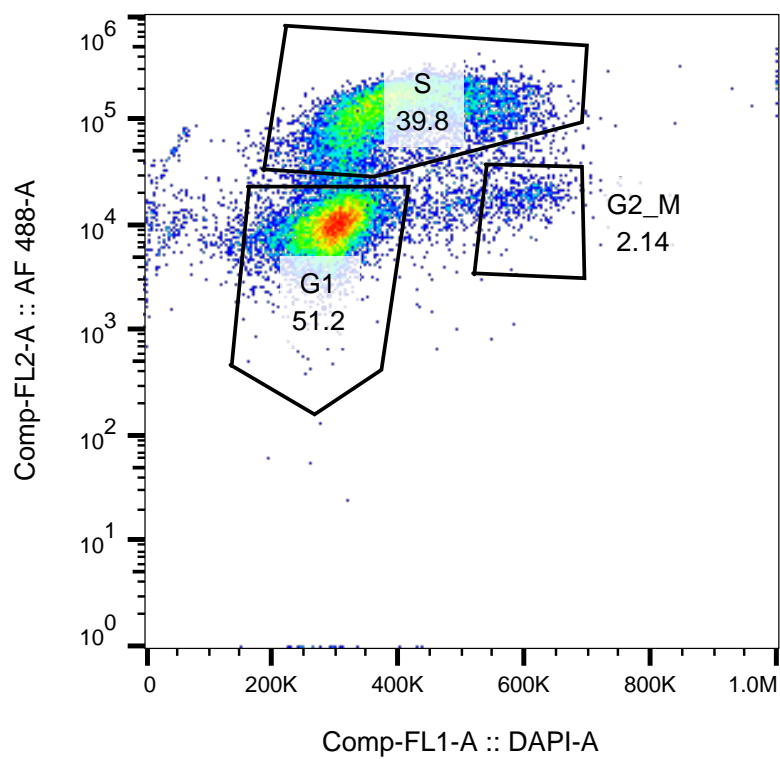

Fragment 4 +EdU\_Data Source - 1.fcs  
 Single Cells  
 20169

Paper labelling- treatment fragment 3- EdU negative control

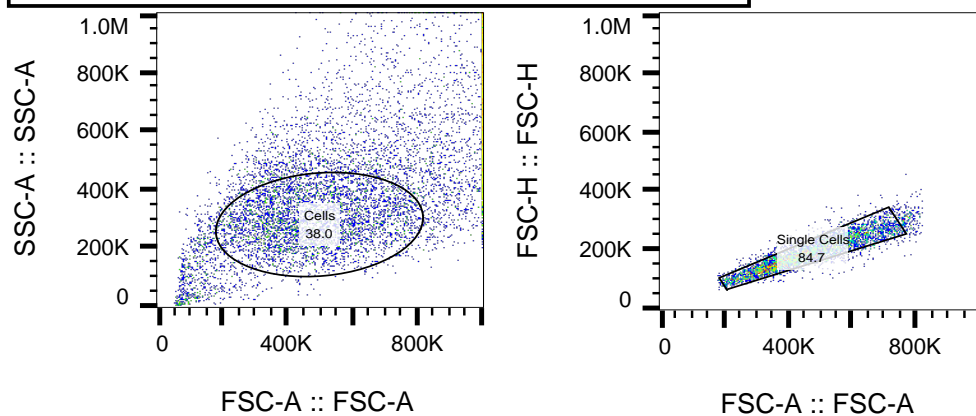

Fragment 4 -EdU\_Data Source - 1.fcs  
 Ungated  
 10430

Fragment 4 -EdU\_Data Source - 1.fcs  
 Cells  
 3967

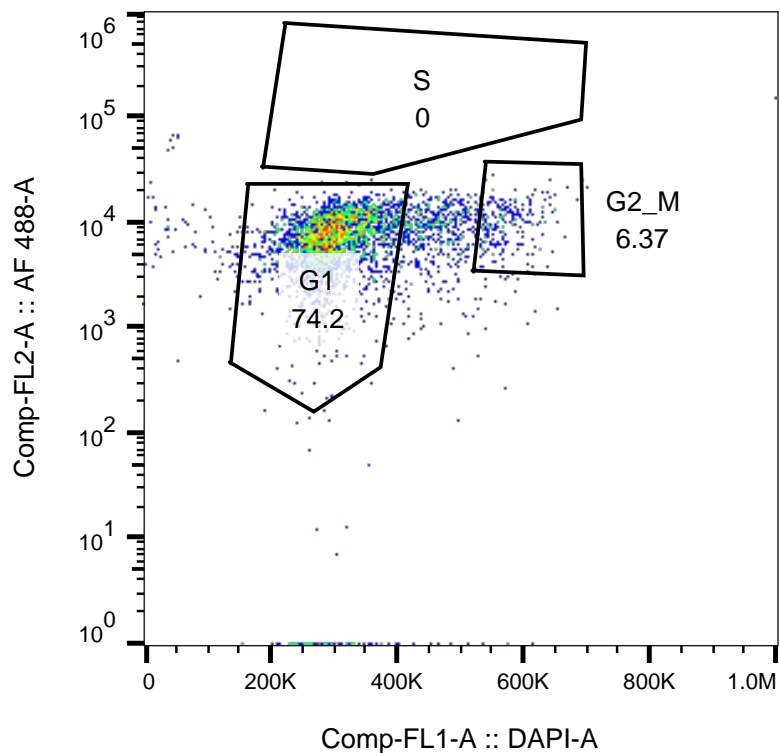

Fragment 4 -EdU\_Data Source - 1.fcs  
 Single Cells  
 3360

Paper labelling- treatment fragment 5

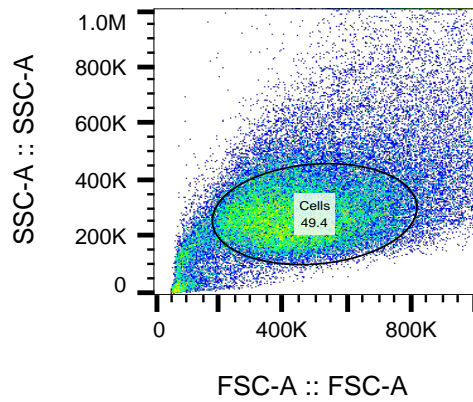

Fragment 6 +EdU\_Data Source - 1.fcs  
Ungated  
61685

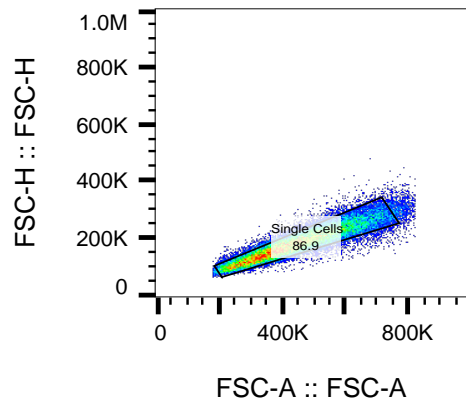

Fragment 6 +EdU\_Data Source - 1.fcs  
Cells  
30500

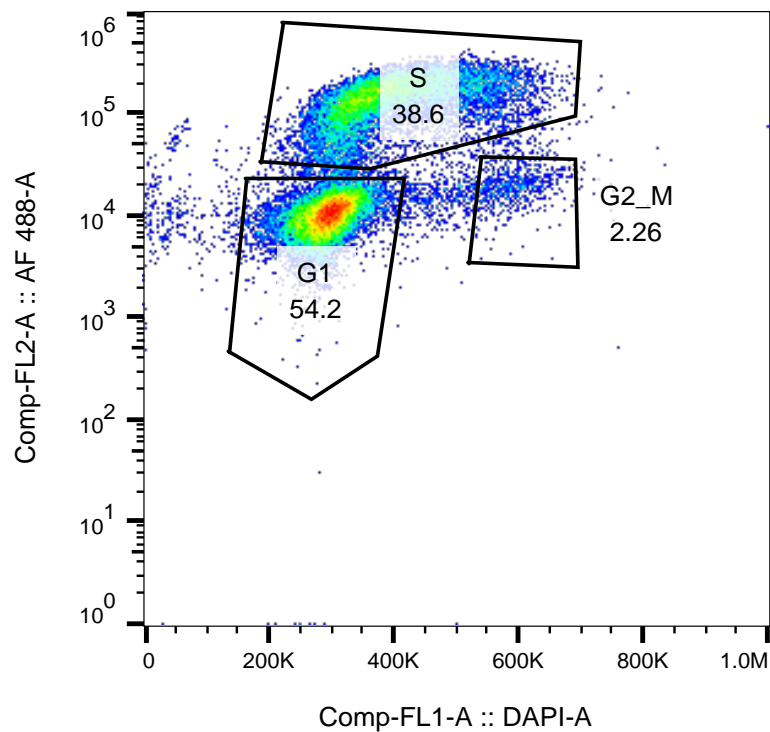

Fragment 6 +EdU\_Data Source - 1.fcs  
Single Cells  
26516

Paper labelling- treatment fragment 5 EdU negative control

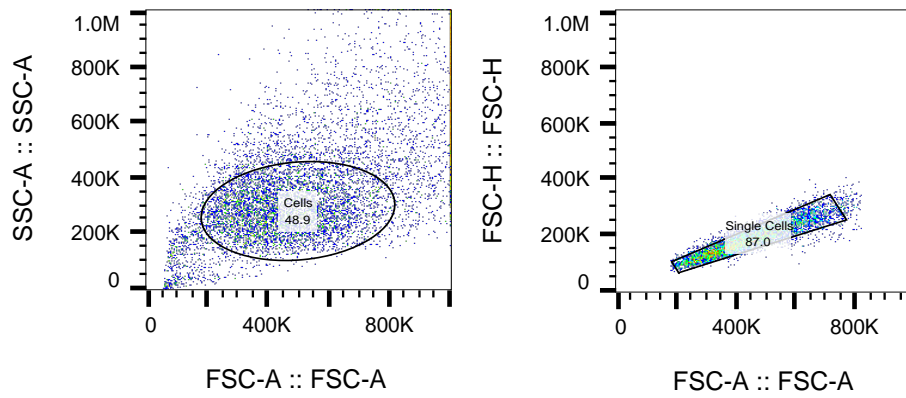

Fragment 6 -EdU\_Data Source - 1.fcs  
 Ungated  
 10471

Fragment 6 -EdU\_Data Source - 1.fcs  
 Cells  
 5123

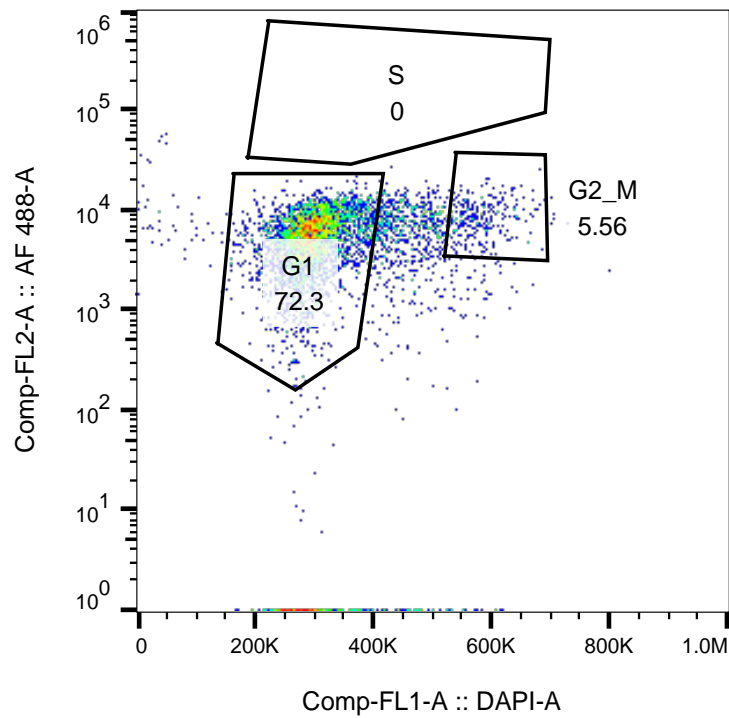

Fragment 6 -EdU\_Data Source - 1.fcs  
 Single Cells  
 4459

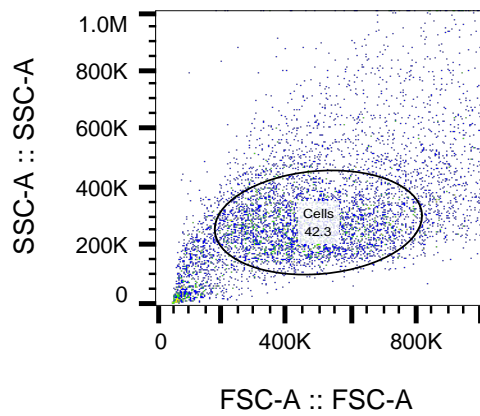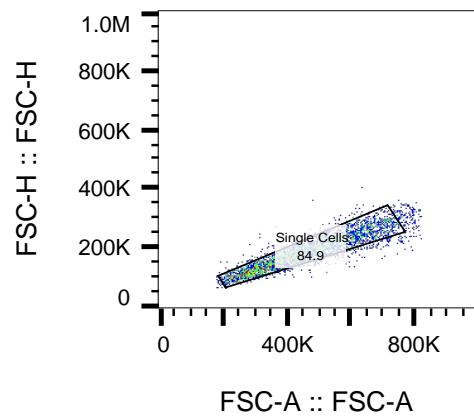

Single colour control +EdU +488 -DAPI - 1\_ Ungated 8170

Single colour control +EdU +488 -DAPI - 1\_ Single Cells 3459

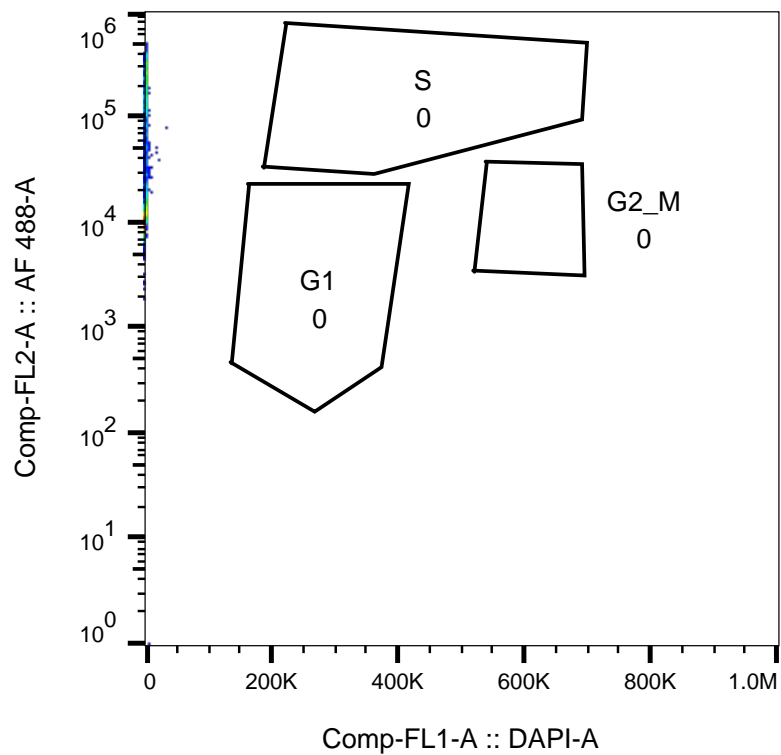

Single colour control +EdU +488 -DAPI - 1\_Data Source - 1.fcs

Single Cells

2938

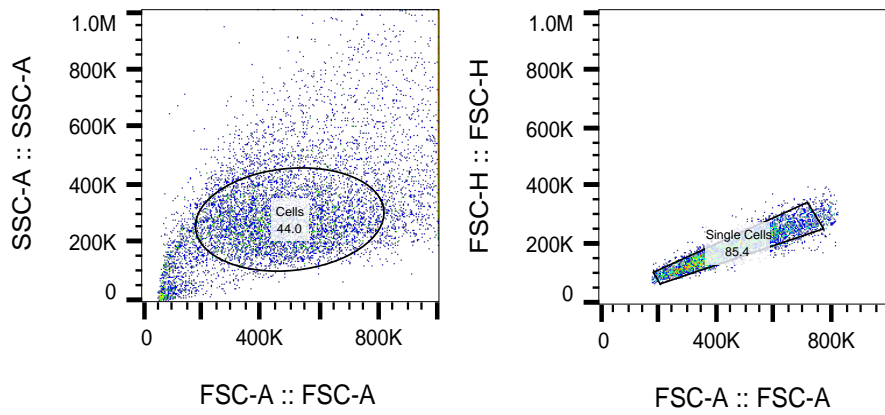

Single colour control +EdU -488 +DAPI \_D: Single colour control +EdU -488 +DAPI \_Data Sou  
 Ungated Cells  
 10385 4565

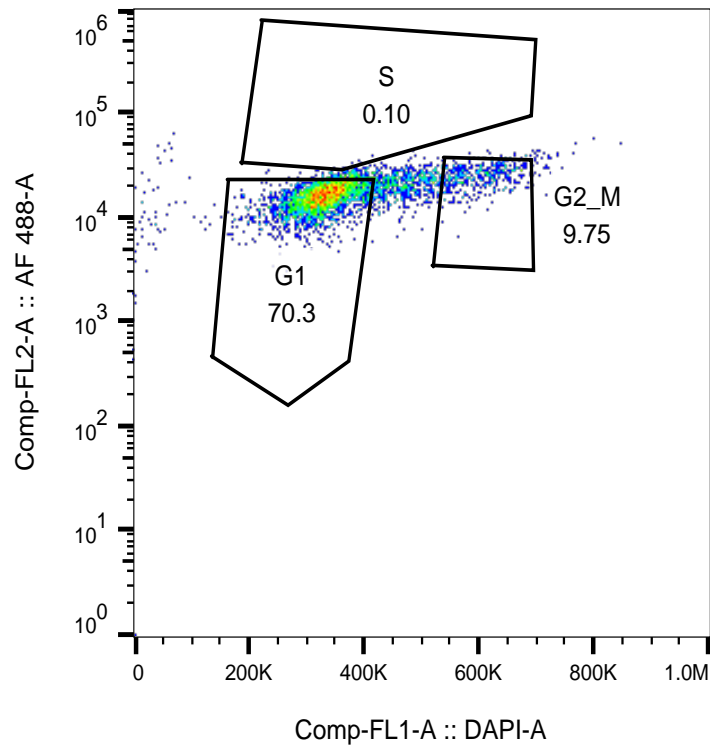

Single colour control +EdU -488 +DAPI \_Data Source - 1.fcs  
 Single Cells  
 3897

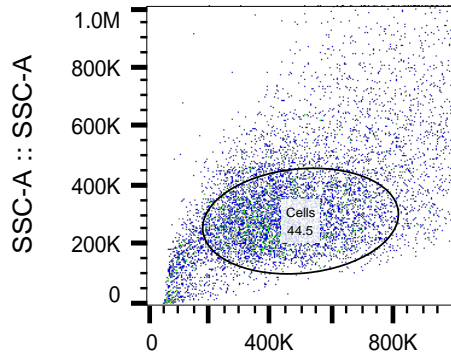

FSC-A :: FSC-A

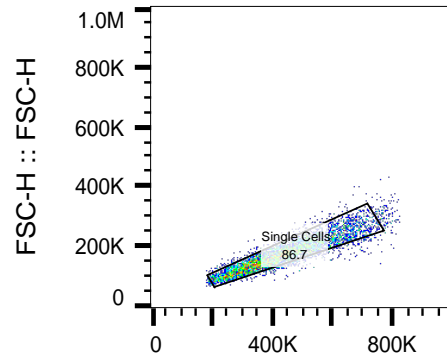

FSC-A :: FSC-A

|                                          |                                          |
|------------------------------------------|------------------------------------------|
| Unstained control -EdU -488 -DAPI_Data S | Unstained control -EdU -488 -DAPI_Data : |
| Ugated                                   | Cells                                    |
| 10362                                    | 4611                                     |

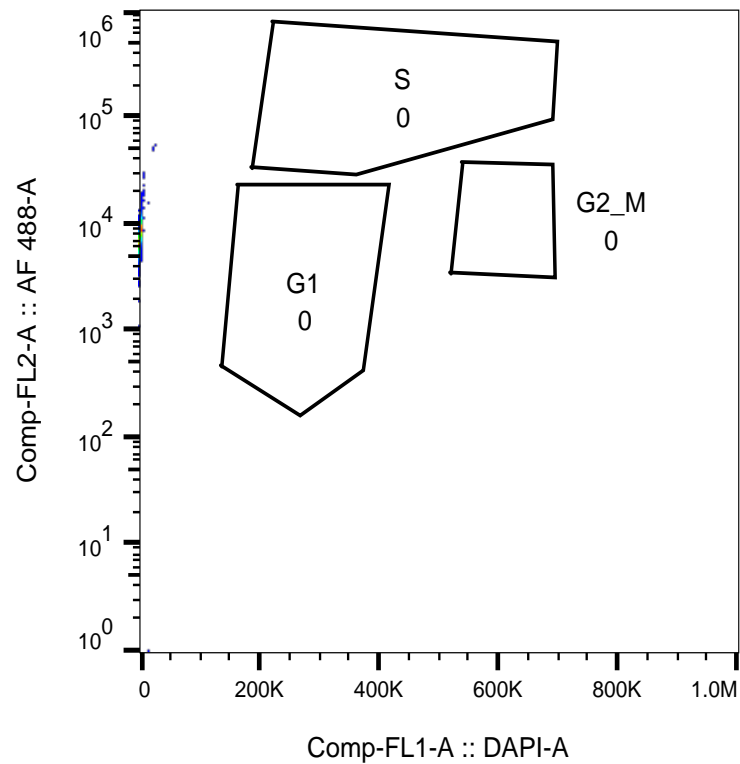

Unstained control -EdU -488 -DAPI\_Data Source - 1.fcs  
Single Cells  
3998

# Supplementary material for: CHD8 interacts with BCL11A to induce oncogenic transcription in triple negative breast cancer
**Source:** EMBO J. 2025 May 6;44(12):3448–67. doi: 10.1038/s44318-025-00447-8
**Supplement:** Supplementary file 33 — Source data Fig. 5

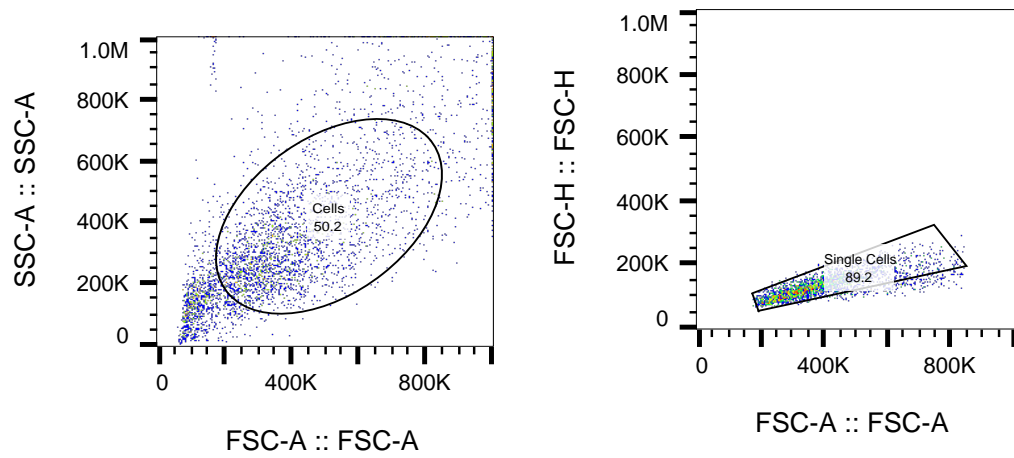

+EdU +488 -DAPI (FSC gain 2)\_Data Source - 1.fcs  
 Ungated  
 4694

+EdU +488 -DAPI (FSC gain 2)\_Data Source - 1.fcs  
 Cells  
 2357

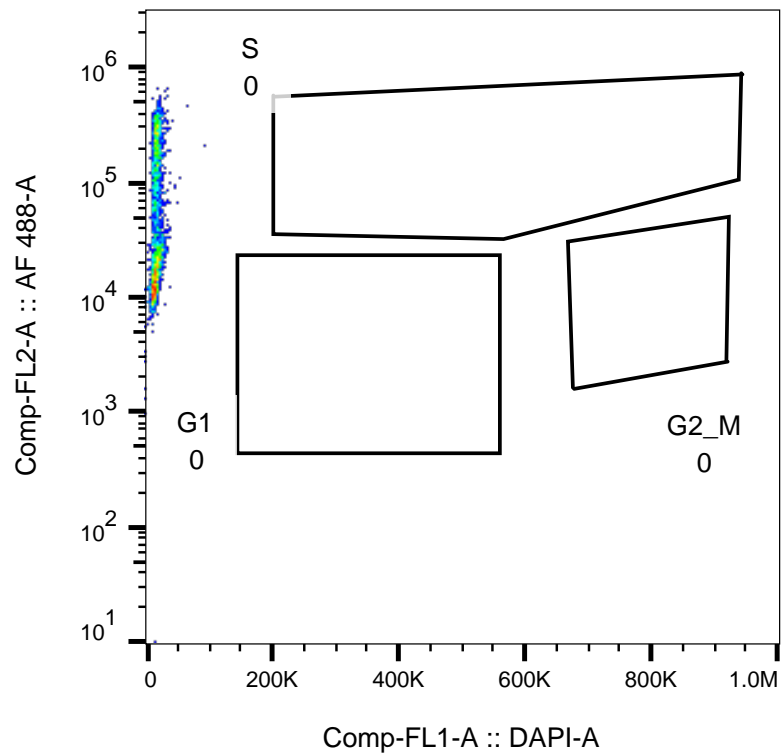

+EdU +488 -DAPI (FSC gain 2)\_Data Source - 1.fcs  
 Single Cells  
 2102

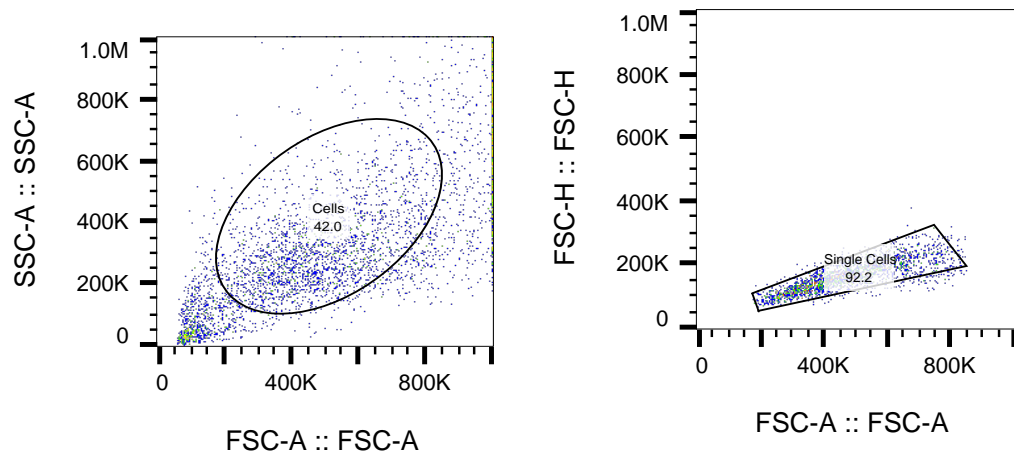

+EdU +488 -DAPI (FSC gain 3)\_Data Source - 1.fcs  
 Ungated 5060  
 Cells 2124

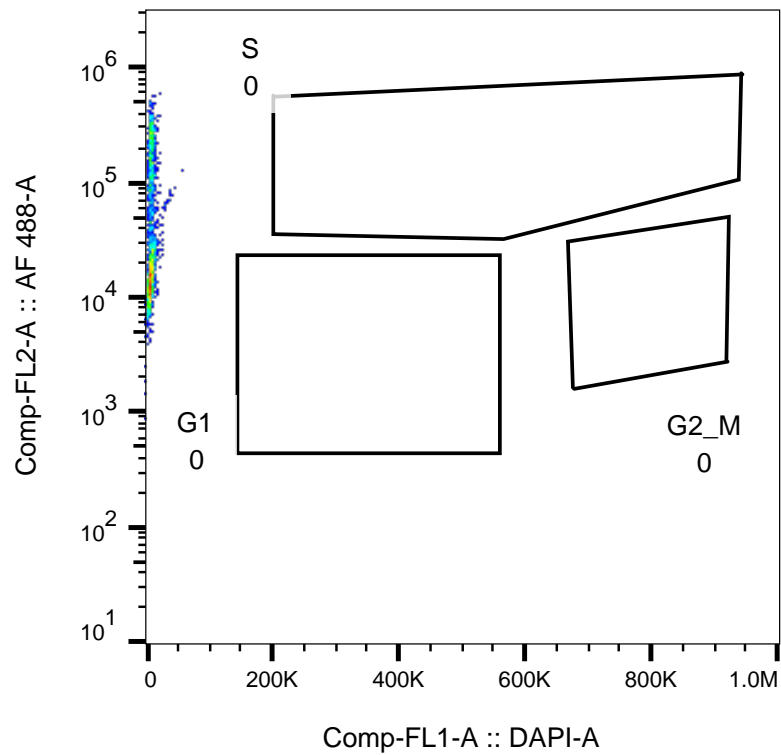

+EdU +488 -DAPI (FSC gain 3)\_Data Source - 1.fcs  
 Single Cells 1959

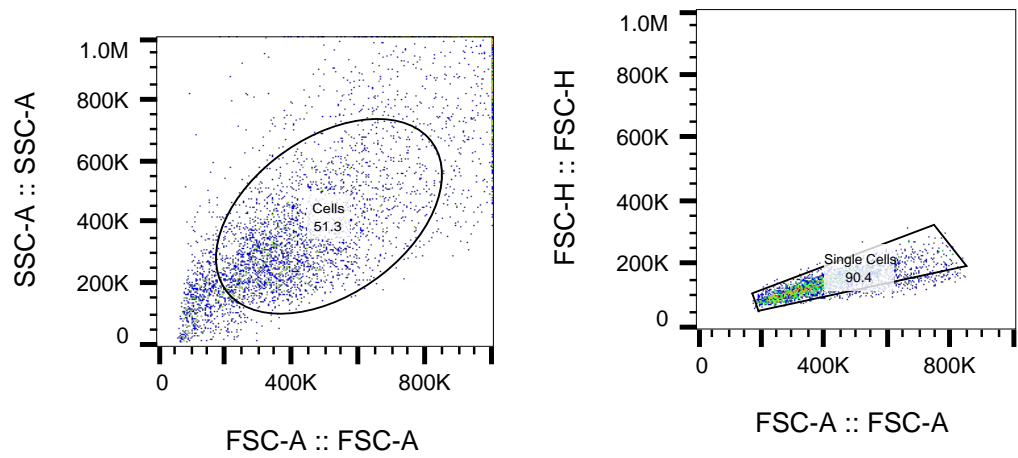

+EdU -488 +DAPI\_Data Source - 1.fcs  
 Ungated  
 5015

+EdU -488 +DAPI\_Data Source - 1.fcs  
 Cells  
 2572

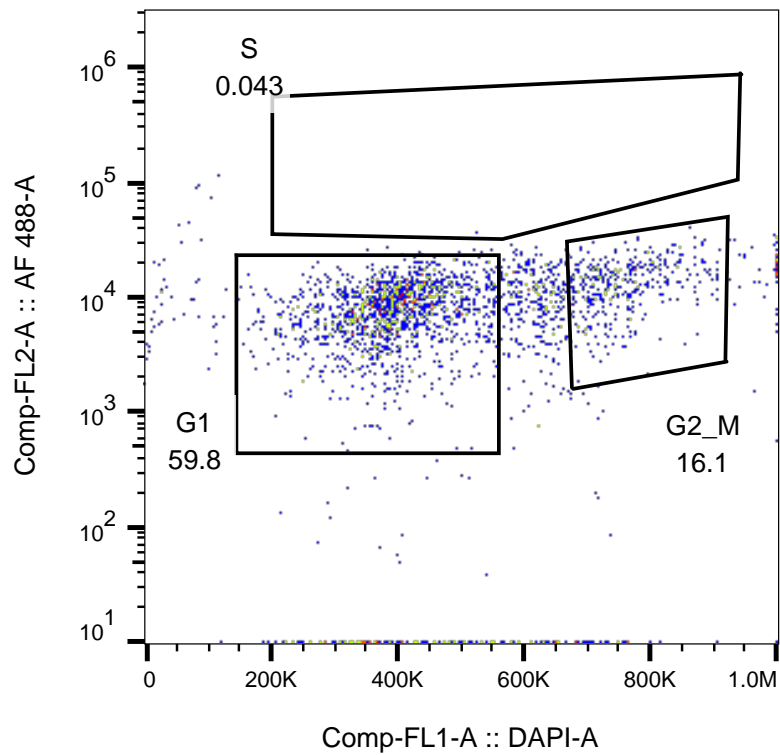

+EdU -488 +DAPI\_Data Source - 1.fcs  
 Single Cells  
 2325

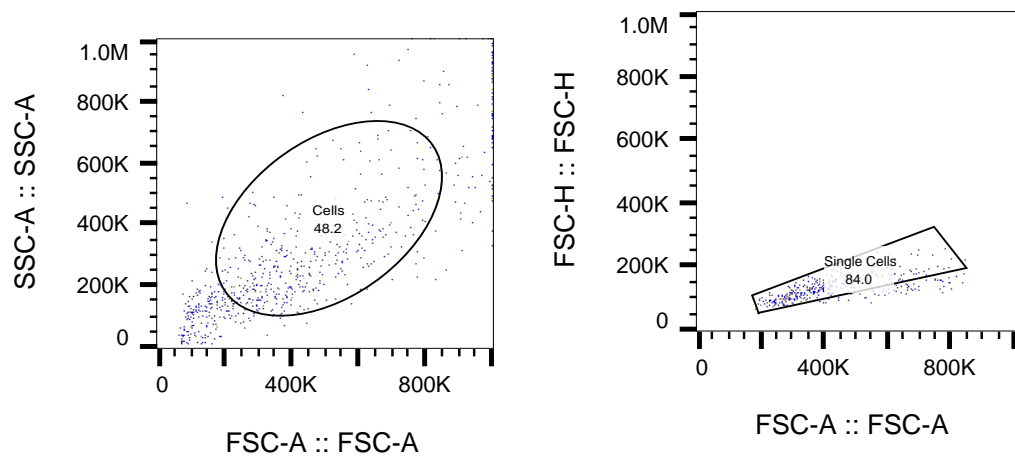

-EdU +488 -DAPI\_Data Source - 1.fcs  
 Ungated  
 792

-EdU +488 -DAPI\_Data Source - 1.fcs  
 Cells  
 382

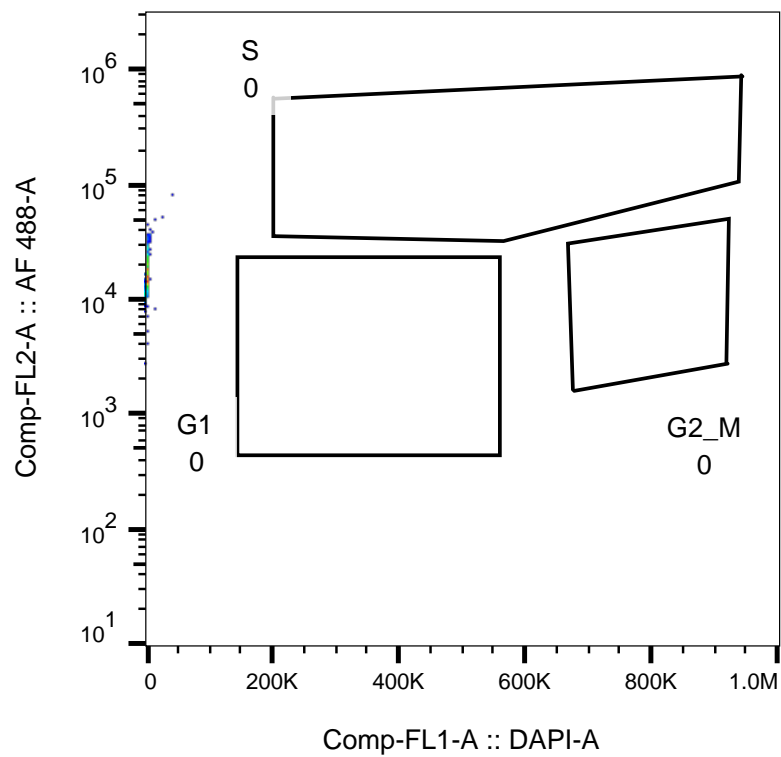

-EdU +488 -DAPI\_Data Source - 1.fcs  
 Single Cells  
 321

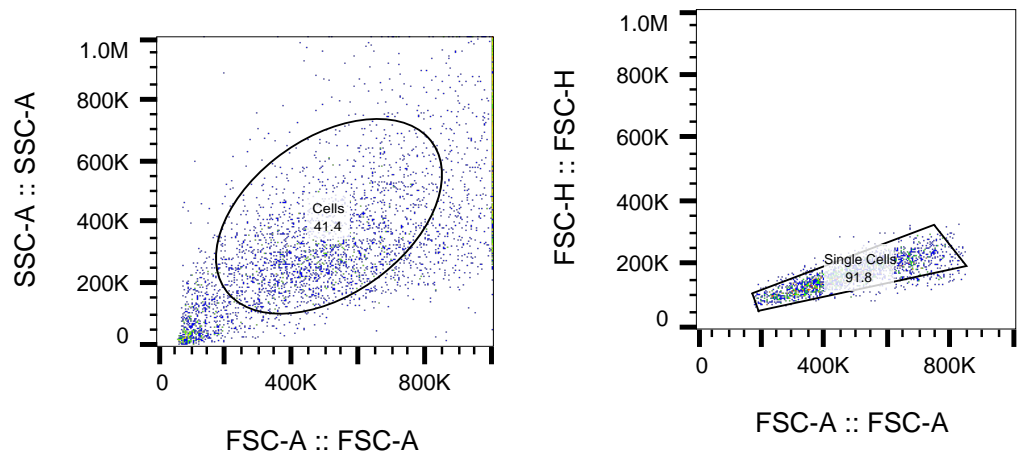

-EdU -488 +DAPI\_Data Source - 1.fcs  
 Ungated  
 5065

-EdU -488 +DAPI\_Data Source - 1.fcs  
 Cells  
 2099

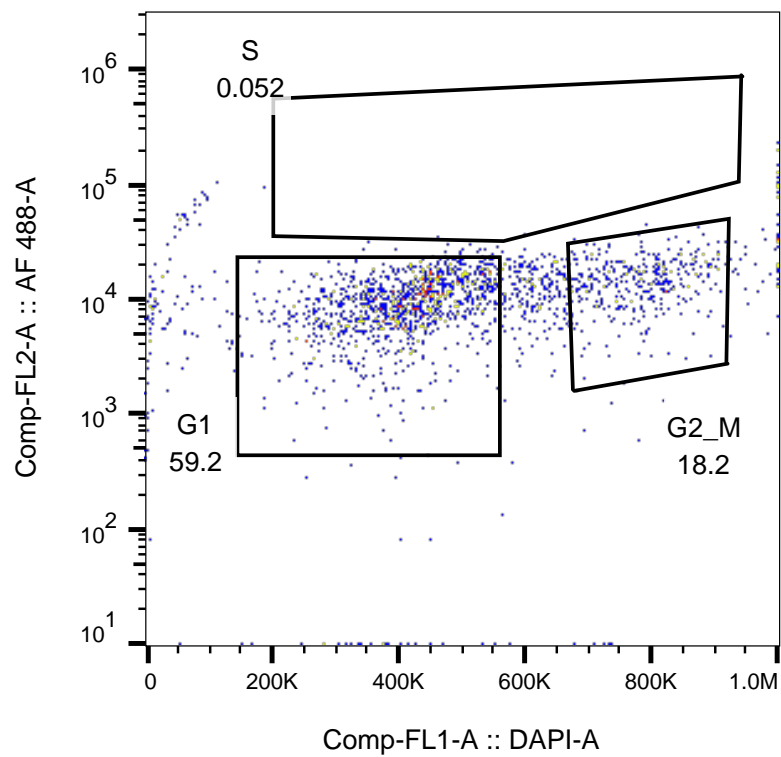

-EdU -488 +DAPI\_Data Source - 1.fcs  
 Single Cells  
 1927

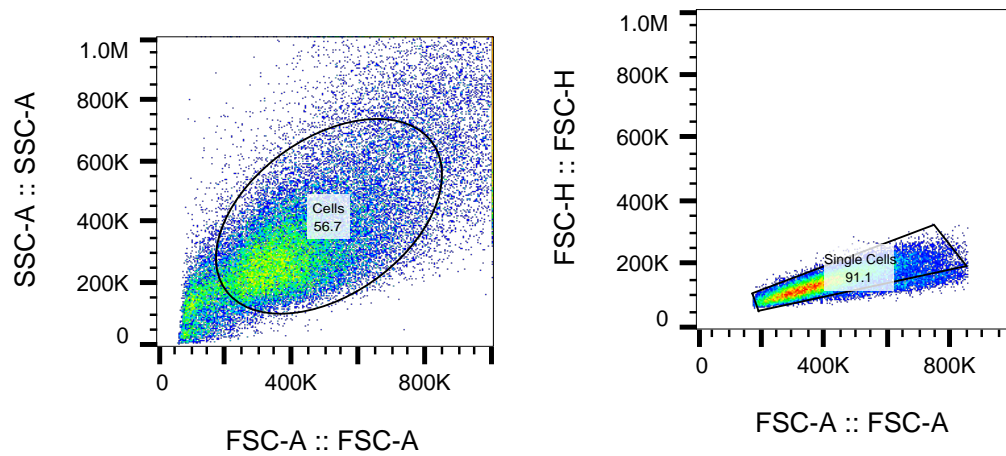

DMSO +EdU\_Data Source - 1.fcs  
 Ungated  
 50124

DMSO +EdU\_Data Source - 1.fcs  
 Cells  
 28436

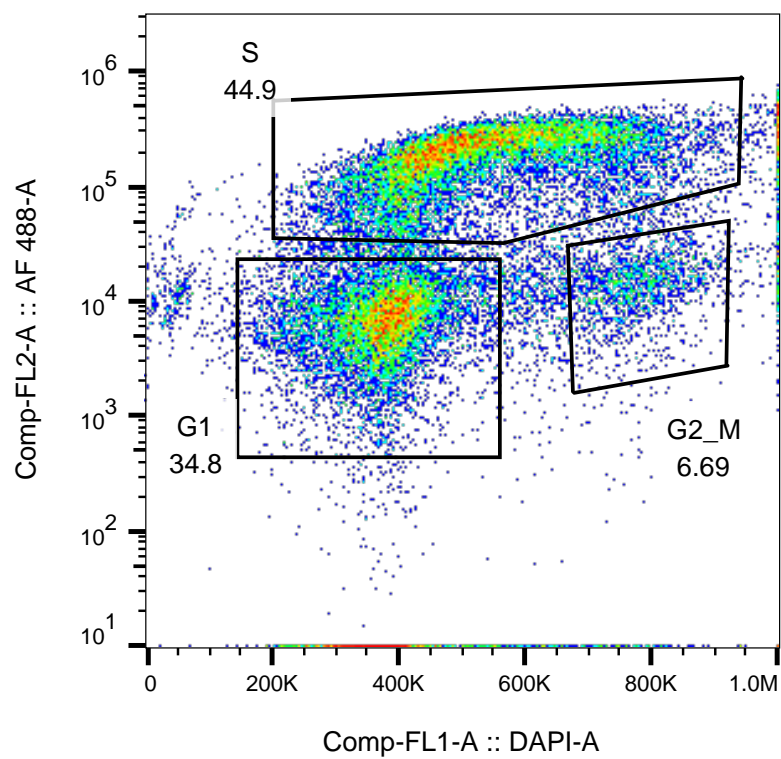

DMSO +EdU\_Data Source - 1.fcs  
 Single Cells  
 25905

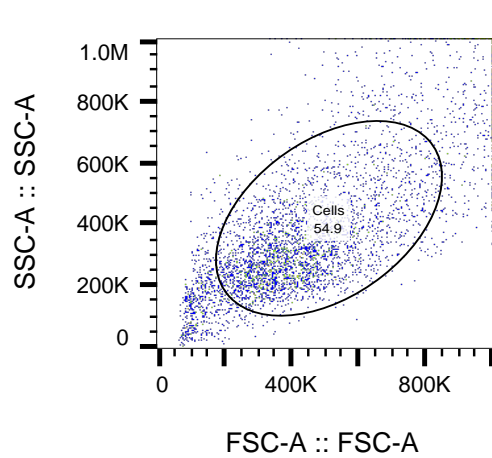

DMSO -EdU\_Data Source - 1.fcs  
 Ungated  
 5196

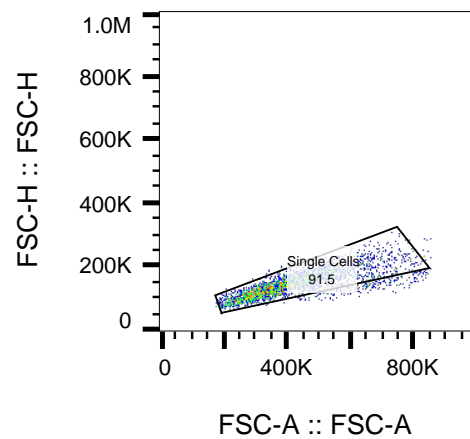

DMSO -EdU\_Data Source - 1.fcs  
 Cells  
 2854

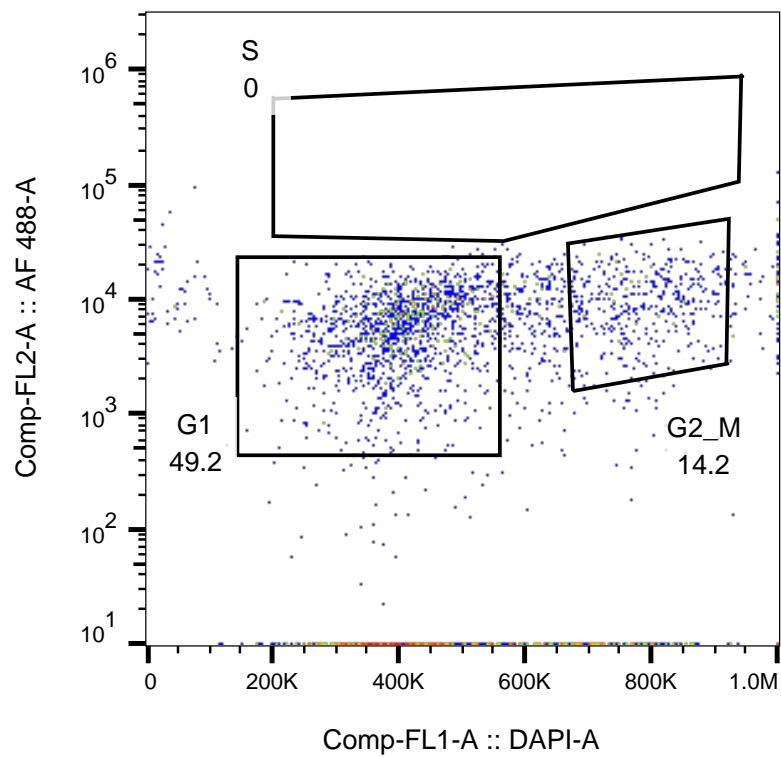

DMSO -EdU\_Data Source - 1.fcs  
 Single Cells  
 2612

Paper labelling- treatment Fragment 1

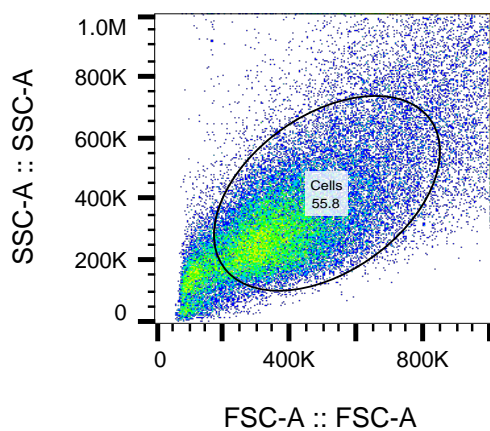

Fragment 1 +EdU\_Data Source - 1.fcs  
 Ungated  
 50623

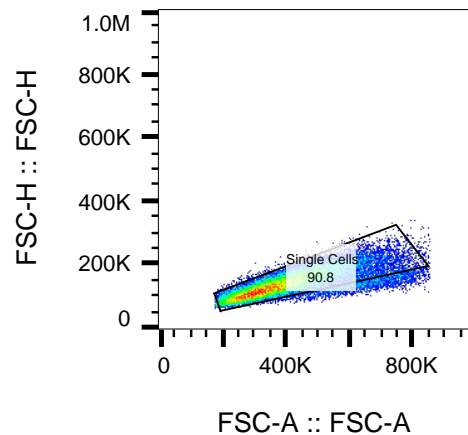

Fragment 1 +EdU\_Data Source - 1.fcs  
 Cells  
 28258

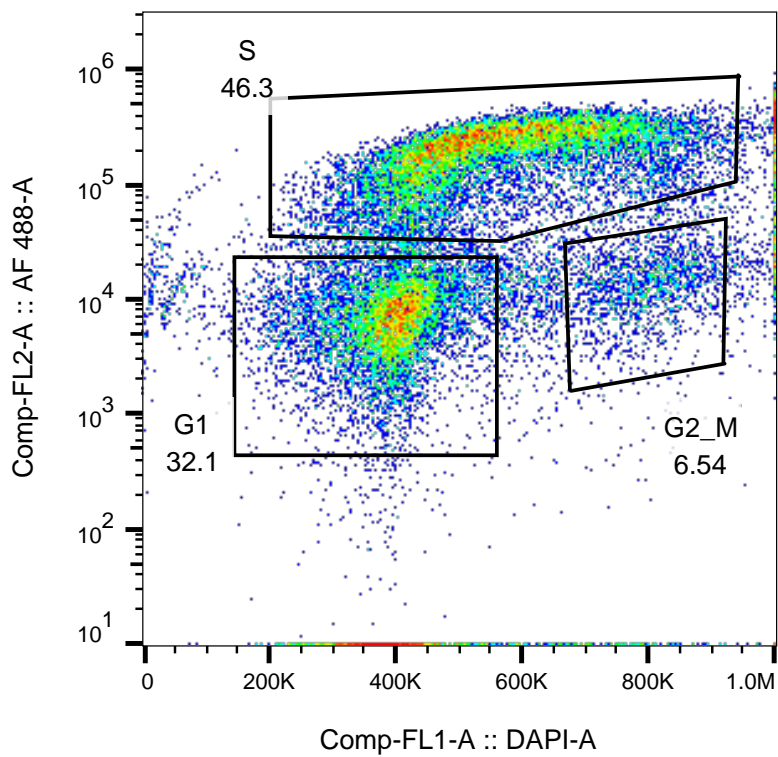

Fragment 1 +EdU\_Data Source - 1.fcs  
 Single Cells  
 25646

Paper labelling- treatment Fragment 1, EdU-ve control

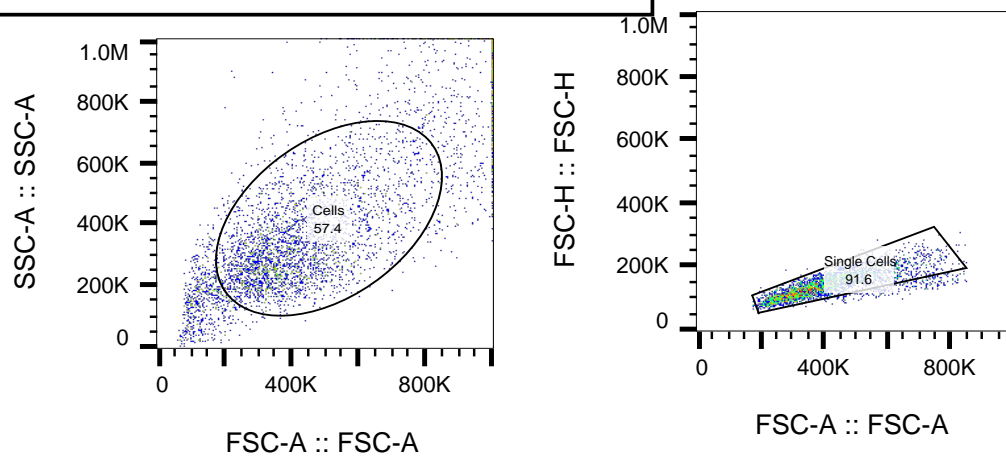

Fragment 1 -EdU\_Data Source - 1.fcs  
 Ungated  
 5164

Fragment 1 -EdU\_Data Source - 1.fcs  
 Cells  
 2966

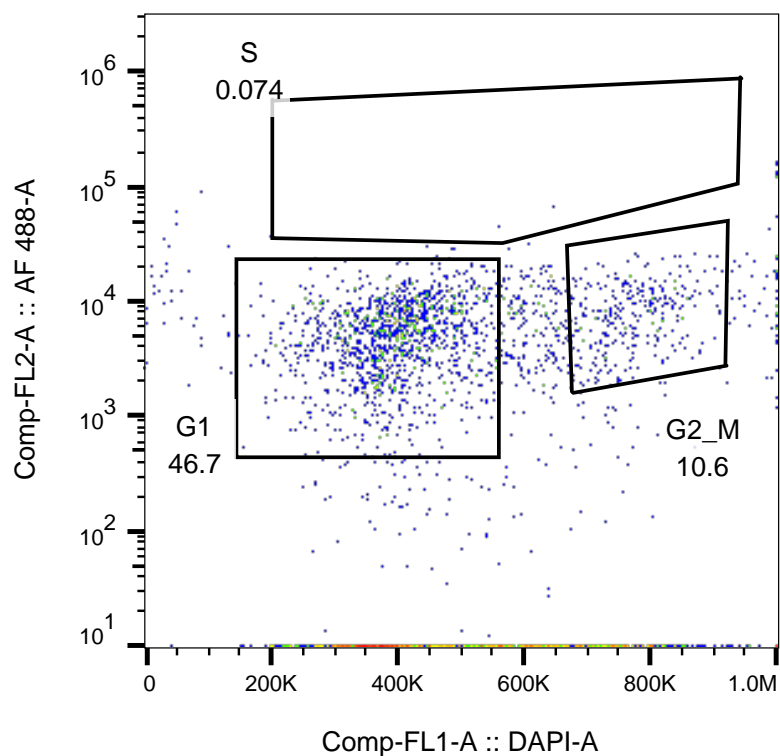

Fragment 1 -EdU\_Data Source - 1.fcs  
 Single Cells  
 2718

Paper labelling- treatment Fragment 3

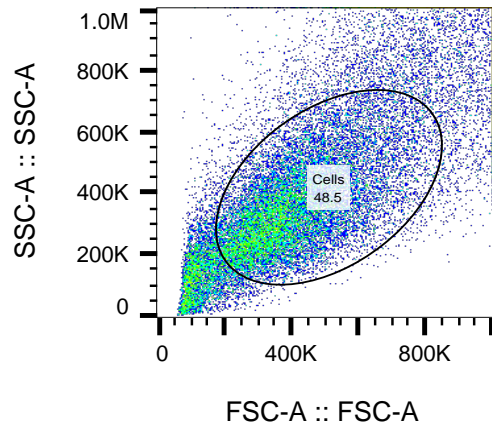

Fragment 4 +EdU\_Data Source - 1.fcs  
Ungated  
37026

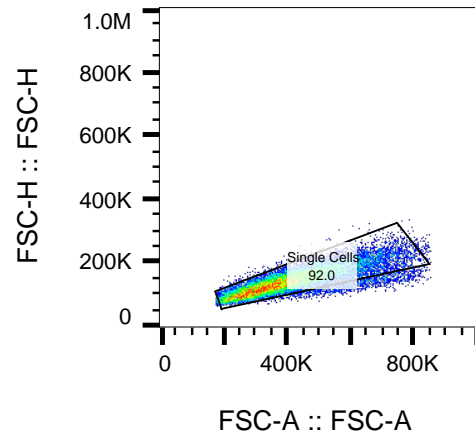

Fragment 4 +EdU\_Data Source - 1.fcs  
Cells  
17950

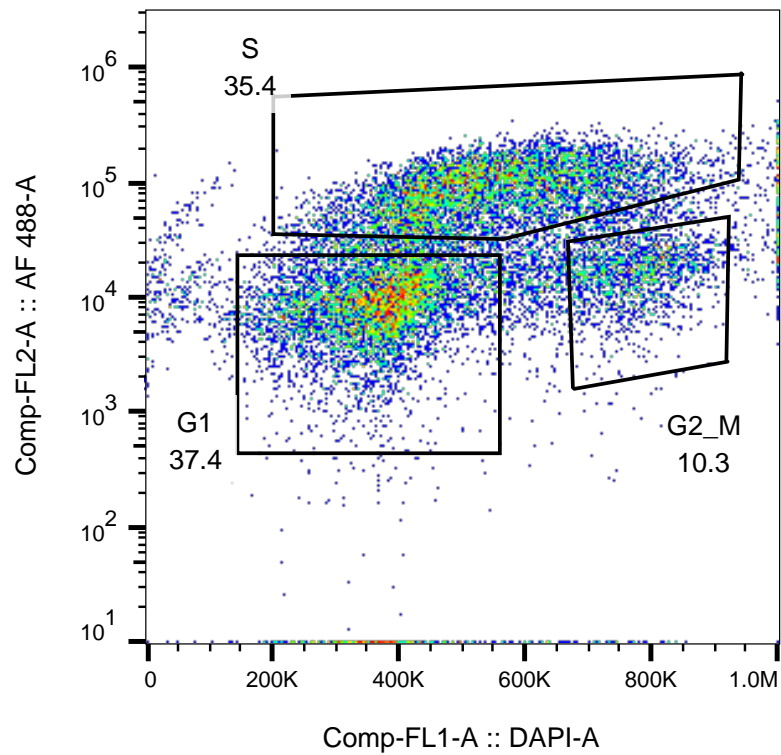

Fragment 4 +EdU\_Data Source - 1.fcs  
Single Cells  
16521

Paper labelling- treatment Fragment 3 , EdU-ve control

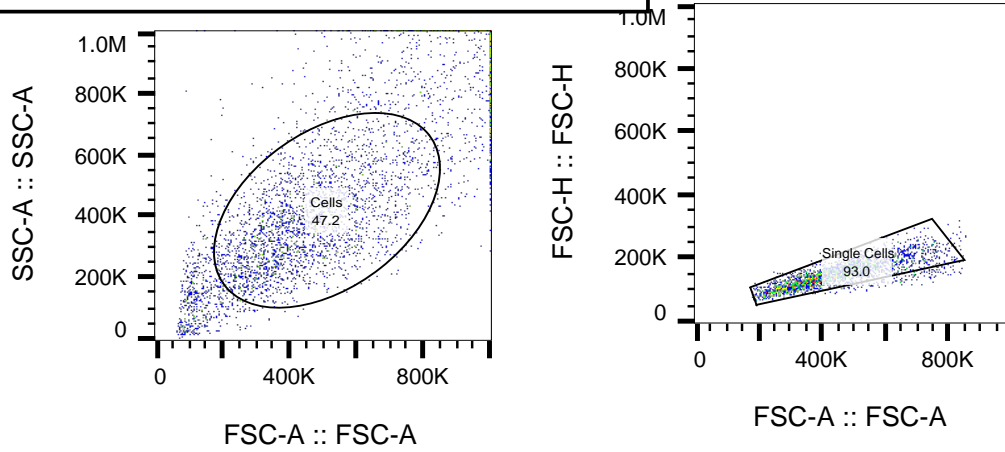

Fragment 4 -EdU\_Data Source - 1.fcs  
Ungated  
5082

Fragment 4 -EdU\_Data Source - 1.fcs  
Cells  
2400

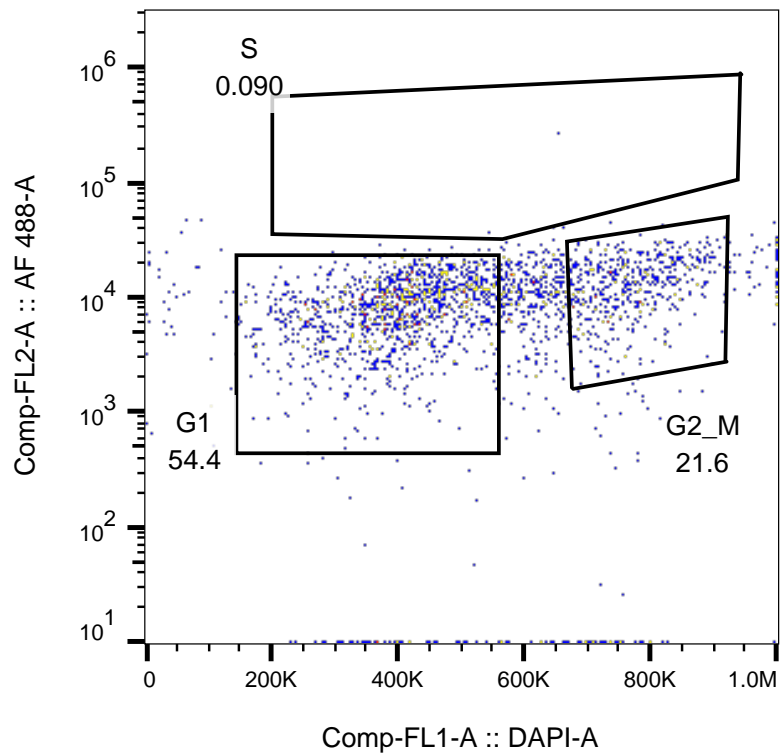

Fragment 4 -EdU\_Data Source - 1.fcs  
Single Cells  
2231

Paper labelling- treatment Fragment 5

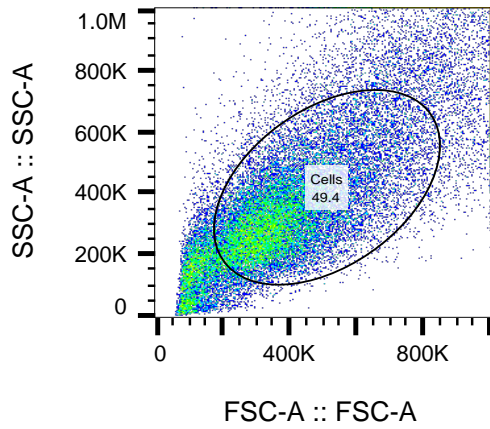

Fragment 6 +EdU\_Data Source - 1.fcs  
 Ungated  
 40736

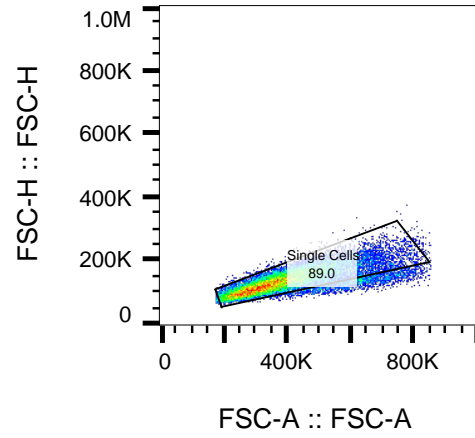

Fragment 6 +EdU\_Data Source - 1.fcs  
 Cells  
 20126

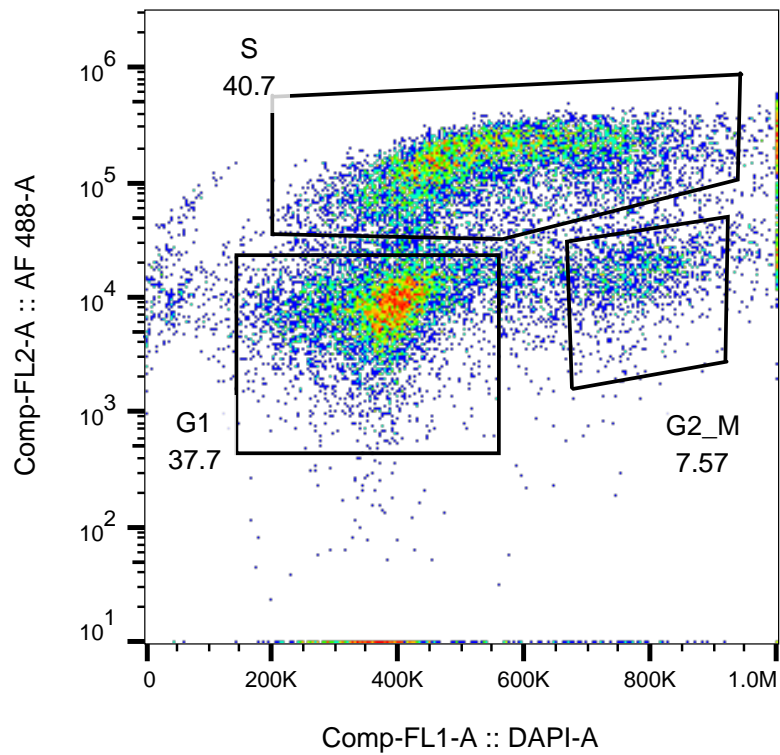

Fragment 6 +EdU\_Data Source - 1.fcs  
 Single Cells  
 17908

Paper labelling- treatment Fragment 5, EdU-ve control

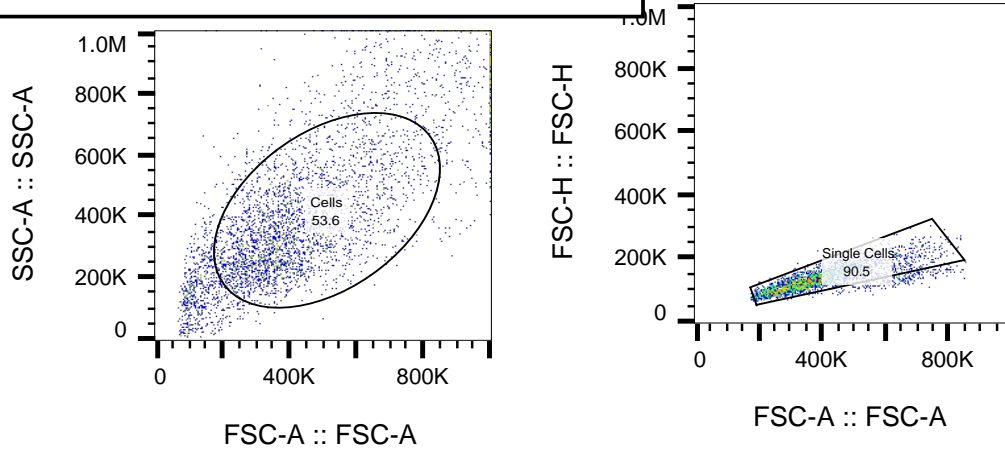

Fragment 6 -EdU\_Data Source - 1.fcs  
Ungated  
5101

Fragment 6 -EdU\_Data Source - 1.fcs  
Cells  
2734

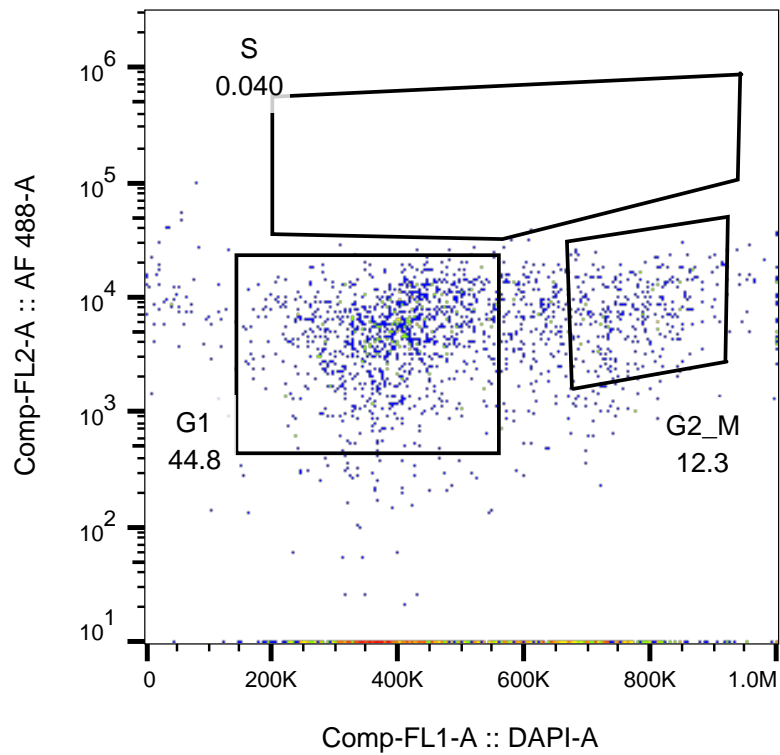

Fragment 6 -EdU\_Data Source - 1.fcs  
Single Cells  
2473

How the deposited data were processed for this re-analysis (not part of the article)

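RNA was measured by RNAseq in 9 samples of the mouse line 4T1, 3 with a control shRNA, 3 with an shRNA against Bcl11a and 3 with an shRNA against Chd8. The authors subsampled deep libraries, aligned paired reads with STAR to GRCm38 with the Ensembl 100 annotation, and deposited the raw count of reads on each of 55401 gene identifiers as featureCounts gave it. The authors also deposited a normalised signal for 20195 genes, made from the counts with the noisyR filter and quantile normalisation; its lowest value is 8. Of the gene identifiers 23357 had 0 counts in all 9 libraries. The count table held no separate line for unassigned reads, and no column of values per sample was left unused (0 columns). The paper's text names a directional library kit but not whether the counting used strand.

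Samples were grouped by the shRNA that the labels give, and the targeted gene was checked first in every sample. Raw counts were tested in R 4.3.3 with edgeR 4.0.16, using its filter on low counts (minimum count 10 per library, minimum total 15), TMM normalisation and the robust quasi-likelihood test, with all 9 samples in 1 model of 3 groups and no replicate term. The 3 comparisons were each knockdown against control and Bcl11a against Chd8 knockdown, over 17340 genes. Calls required a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. An exact permutation test of 3 against 3 samples cannot give a two-sided p below 0.1. The 10 splits of 3 against 3 were therefore only counted beside the results, and no call rests on them. Where all samples of a group had at most 3 counts, a fold was computed against 3 counts and given as a lower bound; such bounds cover counting error only.

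Gene lists for S phase, G2/M phase, DNA replication, homologous recombination and Fanconi anemia, immediate early and AP-1 genes, interferon response, p53 targets, ribosomal proteins and oxidative phosphorylation were fixed before the data were examined and tested with camera of limma 3.58.1 (preset correlation 0.01, log-CPM with a prior count of 2), with fry and an estimated correlation beside it. Genes named in the text are the targeted genes and their paralogs, Ube2ql1, the genes labelled in Appendix Fig. S2B, the genes of Fig. 2C as a summary, the target genes named from ChIPseq, and in each comparison the 5 largest rises and 5 largest falls among called genes with a mean of at least 10 counts and groups that do not overlap. Gene names and positions came from GENCODE M21 on GRCm38, which named 55141 of the identifiers, and 10 more were named from the paper's supplement. GC content and length were known for 99.8% of the genes tested. Of the 92 named genes 17 share exon bases with another gene, 3 of them on the same strand.

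Both knockdowns are compared with the same control samples, so 20 sets of unchanged groups were simulated with the fitted means and dispersions and passed through the same test. The test was also tested on simulated data with 200 changed genes among 16897. Of them edgeR recovered 197 and 199 in the 2 knockdown comparisons with 1 and 3 false calls. DESeq2 recovered 193 in each with 0 false calls among the genes not changed. The changed genes were drawn from those with at least 20 expected counts in control samples, each with a log2 fold change of 1.5 up or down. Their recovery therefore does not cover genes with fewer counts or smaller changes. The alternatives tried were DESeq2 1.42.0, DESeq2 size factors, library size only, the authors' quantile-normalised values with limma (pseudocount 1) and with edgeR's exact test, no filter, at least 10 counts in every sample, the genes of the authors' normalised table, only the 6 samples compared, a replicate block with and without a correction for GC content and length, other limits on the fold change, and leaving out each sample in turn.

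Left out were the ChIPseq, ATACseq, RIME, qPCR and SPR experiments, which were not analysed here. Dataset EV7 was read in full for Bcl11a knockdown; for Chd8 knockdown 173 lines were used where the paper counts 820 genes, so no overlap test was run on it.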

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

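The tests of the interferon list, of the Bcl11a rise and of the influence of scaling, GC content and counts were chosen after the results were seen; the count of sample splits for the genes called was chosen before.

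The test of the difference between the 2 knockdowns called 648 genes. Of the 10 splits of the 6 knockdown samples into 3 and 3, only the real one (1 of 10) gave as many genes in a model of those 6 samples (572). It had 8394 genes at an unadjusted p below 0.05. The other 9 splits gave 0 genes, with 152 to 257 at an unadjusted p below 0.05. With 10 splits the share cannot fall below 0.1, so the share alone cannot exclude a grouping by chance. Pairs of samples from different groups had a chi-square over degrees of freedom of at least 17.4. Within groups it was at most 2.50, which argues against a grouping by chance. Few counts per gene are not the whole of it, since 340 of the 648 genes had a mean of at least 20 counts. A correction for GC content and length, fitted together with a replicate block and chosen after seeing the data, kept 575 of the 648. Library size only says nothing on scaling here, since the TMM factors of the 2 knockdowns are nearly equal. With the authors' quantile-normalised values 247 of the 648 genes were called by limma and 265 by edgeR's exact test, and limma called 201 of the 340 genes with a mean of at least 20 counts. Without the limit on the fold change, a criterion chosen after that loss of calls had been seen, 638 of the 648 had the same direction and an adjusted p below 0.05 by limma. These values argue against low counts and GC content as the whole cause and against scaling as the cause of the direction of these differences, while the number past the limit on the fold change depends on the normalisation. What stays open is whether the genes respond to the loss of the 2 proteins or to the shRNA sequences used.

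The median of the interferon response genes moved in opposite directions in the 2 knockdowns, and the list had a median log2 fold change of -0.85 between Bcl11a and Chd8 knockdown (limma camera adjusted p = 4.22e-16; 31 of 32 genes lower). The mean deviation of the list was between -0.46 and -0.385 in the 3 Bcl11a knockdown samples, between -0.0563 and -0.042 in the control samples and between 0.451 and 0.468 in the Chd8 knockdown samples. Between the knockdowns 29 of the genes were lower with an adjusted p below 0.05 in edgeR's test and 11 were called. Against control, 18 of the 32 genes were lower in Bcl11a and higher in Chd8 knockdown, 12 of them with an adjusted p below 0.05 in both, so the opposite direction holds for part of the list. The 10 most abundant genes had a smaller median log2 fold change between the knockdowns, of -0.35. Of the list 1 gene had a group with at most 3 counts per sample, and with it at its bound the median was also -0.85. With quantile-normalised values the medians were -0.331 and 0.317 against control and -0.758 between the knockdowns (33 genes lower and 1 higher). With library size only they were -0.421 and 0.348 against control, so scaling does not account for the opposite directions. The adjusted p of limma's camera, 2.34e-17 with quantile-normalised values, says little on scaling, since camera compares the list with all other genes. GC content and length do not account for the difference between the knockdowns (camera adjusted p = 2.75e-15 with the correction). Nor does a single library (highest camera adjusted p = 1.28e-15 with each library left out in turn). Over all 20 alternatives the adjusted p lay between 2.43e-23 and 0.000705, the highest with an estimated correlation. Of the 10 splits 1, the real one, gave as small a p. Its unadjusted p of limma's camera was 4.14e-16, and the other splits still gave 3.13e-07 to 8.39e-05. A response to 1 shRNA sequence or line and a response to the loss of its target cannot be told apart, because the sample labels tell only 1 shRNA per target apart. A candidate explanation is that the shRNAs differ in the response they raise, with a biological effect of Bcl11a or Chd8 on these genes also open.

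Ube2ql1 moved in opposite directions in the 2 knockdowns and differed between them by a log2 fold change of 2.43 (edgeR adjusted p = 3.93e-34). Ube2ql1 had its lowest value, 2.25, with quantile-normalised values and limma, and its highest, 2.54, without Chd8 knockdown replicate 1. These values argue against scaling as the whole cause. Whether the loss of the proteins or the shRNA sequences used lie behind the difference stays open.

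Bcl11a RNA was higher in Chd8 knockdown, with a log2 fold change of 0.37, whereas no change of Chd8 RNA was detected in Bcl11a knockdown with TMM scaling. Over 5 other scalings and tests the lowest value was 0.27, and with the correction for GC content and length it was 0.38, so neither scaling nor these biases account for the direction. Since the labels tell no second shRNA of a target apart, a response to the loss of Chd8 may be behind it as a hypothesis, and an effect of the shRNA remains open.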

How the results depend on the processing

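The alternatives were set before the data were examined, except the replicate block with a correction for GC content and length applied to named genes, to shared genes and to the direct comparison, which was chosen after seeing the data. Scaling by spike-in totals was planned and not run, because the count table held no spike-in entries.

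With quantile-normalised values and limma 597 genes (379 higher, 218 lower) were called in Bcl11a knockdown and 791 (305 lower) in Chd8 knockdown, 252 (116 higher, 136 lower) between the knockdowns and 351 in both (223 higher, 127 lower, 1 opposite), and r squared was 0.906 over shared genes and 0.322 over those higher in both. The share of calls that were higher became 63.5% and 61.4% in the knockdowns (55.9% and 50.3% with TMM) and 46% between them (56.3% with TMM). With edgeR's exact test on those values the numbers were 626 (229 lower), 822 (319 lower), 275 (133 higher, 142 lower) and 369 (237 higher, 131 lower, 1 opposite), with 63.4% and 61.2% of the calls in the knockdowns higher and r squared of 0.295 over the genes higher in both. A minimum of 10 counts in every sample, which leaves fewer genes to test and removes those near 0 in one group, gave 622 (228 lower), 806 (461 higher, 345 lower), 285 (162 higher, 123 lower) and 379 (238 higher, 140 lower, 1 opposite), with r squared of 0.91. The test against a log2 fold change of 1 (glmTreat) gave 343 (264 higher, 79 lower), 517 (350 higher, 167 lower), 110 (54 higher, 56 lower) and 217 (171 higher, 46 lower, 0 opposite). Without a limit on the fold change there were 8952 (4750 higher, 4202 lower), 9632 (4990 higher, 4642 lower), 7482 (3702 higher, 3780 lower) and 6745 (3424 higher, 2755 lower, 566 opposite). Library size only gave 44.9% and 40% of the calls in the knockdowns higher, left 1 gene in opposite directions and reversed Chd8 RNA in Bcl11a knockdown to a log2 fold change of -0.0756 (edgeR adjusted p = 0.014) while the median of all genes moved to -0.10; the cause of the other changes was not tested.

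Without a filter on low counts r squared was 0.596 over genes higher in both, 0.519 over genes lower in both and 0.297 over all genes; with the genes of the authors' normalised table it was 0.376 over all genes. A prior count of 2 gave 0.317 over genes higher in both. Spearman's rho squared was 0.763 over shared genes and 0.421 over all genes, and separate controls gave 0.789 over shared genes, 0.207 over genes higher in both, 0.0604 (0.0477 to 0.0942) over genes lower in both and 0.349 over all genes.

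Across the 9 fits that each left out one sample, 1078 to 1128 genes were called in Bcl11a knockdown, 1396 to 1460 in Chd8 knockdown, 643 to 715 between the knockdowns and 620 to 641 in both, with r squared of 0.869 to 0.895 over shared genes and 0.434 to 0.538 over those higher in both. The highest of the latter, 0.538, came without control replicate 1. Over genes lower in both r squared was 0.166 to 0.287, the highest without Bcl11a knockdown replicate 3. The filter on low counts let through more genes in these 9 fits, 17666 to 17761 against 17340 with all samples. The ranges therefore join the effect of the sample left out with that of the filter.

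With the replicate number as a replicate block 1056 and 1380 genes were called in the knockdowns and 644 between them, and the samples with the same number did not deviate together (correlations of -0.02 to 0.04 over 9 pairs), so the numbers do not pair the samples. With the block and the correction for GC content and length, the oxidative phosphorylation list in Chd8 knockdown passed the limit (limma adjusted p = 0.037, against 0.0794).

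The 4 cell cycle and repair lists kept their direction and an adjusted p below 0.05 in both knockdowns under each alternative run on them. Over the alternatives for single genes 7 comparisons became weaker, 3 stronger and 1 reversed out of 3816; over those for lists 19 became weaker and 8 stronger out of 540, the interferon list in neither knockdown among them. The precision is limited most for genes with few counts, 366 and 486 of the calls having a mean of under 20 counts.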

Differences from the paper's values

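The paper's number of genes affected by Bcl11a knockdown is 624, with 229 lower, and raw counts here gave 1055 and 465. For Chd8 knockdown the paper's values are 820 and 316 lower, against 1377 and 684. The paper's shared genes number 368, with 237 and 130 in its quadrants A and C and 1 in quadrant B, against 619, 364, 253 and 2. Of the alternatives set before the data were examined, 3 brought all of these values within the ratio below which values were not taken to differ: quantile-normalised values with limma (597, 218, 791, 305, 351, 223, 127 and 1), the same values with edgeR's exact test (626, 229, 822, 319, 369, 237, 131 and 1), and at least 10 counts in every sample (622, 228, 806, 345, 379, 238, 140 and 1). To place that ratio, the paper has 395 genes higher in Bcl11a knockdown. The 592 with a replicate block were not taken to differ from it, and the 596 without Bcl11a knockdown replicate 2 were. For the genes higher in both, DESeq2 (345), library size only (308), the 6 samples compared (313) and glmTreat (171) also fell within that ratio without reaching the paper's 237, and for the genes in opposite directions library size only gave the paper's value (1). The paper's methods name quantile normalisation, edgeR and DESeq2. With the other alternatives these values stayed outside that ratio. Dataset EV7 holds 396 higher and 228 lower genes for Bcl11a knockdown, where the paper's text gives 395 and 229. Its 228 lower genes stand against 465 here, and the same 3 alternatives gave 218, 229 and 228.

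The paper's log2 fold changes in Dataset EV7 differ from those of raw counts by more than the replicate spread for several named genes. In Bcl11a knockdown the paper's values are 3.00 for Postn (3.12 here), 3.29 for Slc26a9 (4.06), 4.35 for Mmp13 (4.87), 3.76 for Mab21l4 (4.12), -2.50 for Iqgap2 (-4.21), -1.95 for Tnfsf13b (-2.57), 1.73 for Npnt (1.78) and 1.58 for Cx3cl1 (1.63). In Chd8 knockdown, of which 173 lines of Dataset EV7 were used where the paper counts 820 genes, they are 3.48 for Postn (3.62), 4.07 for Enpp2 (4.27), 3.40 for Slc26a9 (4.17) and 3.23 for Mmp13 (3.74). With quantile-normalised values, by limma or by edgeR's exact test, each of these values came within the replicate error of the paper's; with the latter the values were 3.00, 3.30, 4.34, 3.76, -2.50, -1.95, 1.73 and 1.58 in Bcl11a knockdown and 3.48, 4.06, 3.41 and 3.22 in Chd8 knockdown. Other settings came within the replicate error of the paper's value for some genes without reaching it. These were library size only for Postn in both knockdowns (3.02 and 3.52), Mab21l4 (4.02), Npnt (1.69) and Enpp2 (4.17), at least 10 counts in every sample for Postn (3.11) and Npnt (1.78) in Bcl11a knockdown, the 6 samples compared for Npnt (1.78), and some fits that left out a control or Bcl11a knockdown sample for Postn, Mab21l4, Npnt and Enpp2.

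The paper's methods state 37.0 M to 40.0 M reads per sample, and the deposited counts sum to 20.4 M to 22.4 M. The former are reads sequenced and the latter counts on genes, and no alternative applies.

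The paper's text says that the quadrant A genes are negatively regulated by knockdown of either gene, while the legend of Appendix Fig. S2B describes a rise on knockdown. In the counts 237 of the 238 genes were higher in both knockdowns.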

Other observations

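The tests of the replicate spread, of the targeted genes, of the single-knockdown genes, of the r squared within quadrants, of the enrichment table and of the low counts were chosen after the results were seen.

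The counts of genes called in each knockdown were set against other splits of the same samples. For Bcl11a knockdown 1 of the 10 splits of the 6 samples, the real one, gave as many genes (986 in a model of those 6 samples), and the other 9 gave 0 genes, with 141 to 227 at an unadjusted p below 0.05. For Chd8 knockdown 1 of the 10 splits gave as many (1297), and the others 0, with 130 to 194 at an unadjusted p below 0.05. For the cell cycle and repair lists, again 1 of the 10 splits gave as small a p in each knockdown. For the list with the lowest p, the real splits had a limma camera p of 2.65e-27 and 1.64e-30. The other splits had 5.62e-09 to 5.48e-07 for Bcl11a knockdown and 4.36e-09 to 1.56e-07 for Chd8 knockdown by the same test. Those splits mix the groups unevenly, so part of a group difference remains in them. With 10 splits the share is never below 0.1, so the share alone cannot exclude a grouping by chance. The real splits gave 9674 and 10184 genes at an unadjusted p below 0.05. The 20 simulations of unchanged groups called at most 0 and 1 genes in the 2 comparisons with control. Chi-square over degrees of freedom was 17.4 to 41.9 for pairs from different groups, against 1.42 to 2.50 within groups. These values argue against a grouping by chance for the genes called in each knockdown. Of 100 partitions of the 9 samples drawn from 840, 2 gave at least as many genes shared in the same direction (617). The other of these 2, with 671 genes, kept the 3 control samples together and mixed the knockdown samples, so that both of its comparisons were of knockdown against control. Among the drawn partitions that mixed control and knockdown samples the highest number was 82.

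The log2 fold changes of the knockdowns went together over all genes with r = 0.703. Simulations of unchanged groups against shared controls reached at most r = 0.506 (median 0.483), so replicate noise in the shared controls alone does not give the observed value. The simulations drew every sample from the control mean. They therefore cannot test a feature common to all control samples, which would enter both comparisons. The limit on the fold change also raises r squared over the shared genes, to a median of 0.7267 after shuffling within quadrants. The observed 0.884 lies above every shuffle, so the gap around 0 is not the whole cause. Of the genes called in a single knockdown 65.2% had an adjusted p below 0.05 between the knockdowns by edgeR's test, against 43.1% of all genes tested. These genes were selected for passing the limits in one knockdown and failing them in the other, which builds in a difference, so genes of both knockdowns that fall just short of a limit in one and genes of one knockdown cannot be told apart this way. An interferon response to shRNA does not account for the genes higher in both, since the list had a median log2 fold change of -0.324 in Bcl11a knockdown where those genes rose.

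Chd8 RNA fell only to 75.2% of control in Chd8 knockdown. A mislabelled library is excluded by the targeted genes, since 0 of the 6 knockdown libraries had as much of its target as any library of the other groups. The spread between replicates was small, at a biological coefficient of variation of 2.18%. The authors' description of the deposited data speaks of independent knockdown experiments, while the paper's methods do not say what the replicates are. Deposition of one library more than once is excluded, because the lowest chi-square over degrees of freedom of the 9 pairs was 1.42. No biological explanation was tested for this spread.

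The enrichment table for quadrant C (Dataset EV9) lists 21 genes of the quadrant A input besides 123 of the quadrant C input, and its largest query holds 145 genes for 130 input genes. All 21 were higher in both knockdowns with an adjusted p below 0.05 in edgeR's test, so a fall of these genes in the counts is not the reason for their place in that table. The first Bcl11a sheet of Dataset EV7 lists control means that are a median of 4.29 times those of the deposited normalised table (1046 genes in common of 1595).

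More genes were called here than in the paper. Of the 444 calls missing from the paper's Bcl11a list 293 had a mean of under 20 counts over the 9 samples, against 73 of the 611 calls in it, so low counts may be part of the reason for the larger number. They are not the whole of it, since the rest of the 444 had more counts. With the authors' quantile-normalised values edgeR's exact test called 626, against 624 in the paper's list, so with those values the larger number was no longer seen. Raw counts of the genes in the authors' normalised table gave 1223 calls, so the choice of genes is not the reason. Those values join quantile normalisation with a lowest value of 8. They therefore do not tell normalisation and the treatment of low counts apart. The number under a minimum of 10 counts in every sample decides nothing here, since that limit also removes genes that fall to or rise from near 0.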
